# Translatome analysis reveals altered serine and glycine metabolism in T-cell acute lymphoblastic leukemia cells

**DOI:** 10.1038/s41467-019-10508-2

**Published:** 2019-06-11

**Authors:** Kim R. Kampen, Laura Fancello, Tiziana Girardi, Gianmarco Rinaldi, Mélanie Planque, Sergey O. Sulima, Fabricio Loayza-Puch, Benno Verbelen, Stijn Vereecke, Jelle Verbeeck, Joyce Op de Beeck, Jonathan Royaert, Pieter Vermeersch, David Cassiman, Jan Cools, Reuven Agami, Mark Fiers, Sarah-Maria Fendt, Kim De Keersmaecker

**Keywords:** Cancer metabolism, Mechanisms of disease, Gene expression, Molecular medicine

## Abstract

Somatic ribosomal protein mutations have recently been described in cancer, yet their impact on cellular transcription and translation remains poorly understood. Here, we integrate mRNA sequencing, ribosome footprinting, polysomal RNA sequencing and mass spectrometry datasets from a mouse lymphoid cell model to characterize the T-cell acute lymphoblastic leukemia (T-ALL) associated ribosomal *RPL10 R98S* mutation. Surprisingly, RPL10 R98S induces changes in protein levels primarily through transcriptional rather than translation efficiency changes. Phosphoserine phosphatase (*PSPH*), encoding a key serine biosynthesis enzyme, was the only gene with elevated transcription and translation leading to protein overexpression. PSPH upregulation is a general phenomenon in T-ALL patient samples, associated with elevated serine and glycine levels in xenograft mice. Reduction of PSPH expression suppresses proliferation of T-ALL cell lines and their capacity to expand in mice. We identify ribosomal mutation driven induction of serine biosynthesis and provide evidence supporting dependence of T-ALL cells on PSPH.

## Abstract (web summary)

The ribosomal protein RPL10 is frequently mutated in T-cell acute lymphoblastic leukemia (T-ALL). Here, the authors show that it promotes proliferation of T-ALL cells by upregulating the serine biosynthesis enzyme phosphoserine phosphatase which in turn modulates serine and glycine metabolism.

## Introduction

Somatic mutations in genes encoding ribosomal proteins were recently described in 10–35% of patients with different leukemias and solid tumor types^1^. Whereas inactivating mutations and deletions in ribosomal protein L5 (*RPL5*, protein also known as uL18) and L22 (*RPL22*, eL22) are common in multiple tumor types^2–9^, lesions affecting *RPL10* (uL16) have mainly been described in pediatric T-cell acute lymphoblastic leukemia (T-ALL), with additional rare mutations in multiple myeloma^4,5^. *RPL10* shows an intriguing mutational hotspot: almost all *RPL10* mutant T-ALL patients carry the same arginine-to-serine missense mutation at residue 98 (R98S)^5,10^.

We recently performed quantitative mass spectrometry on an isogenic lymphoid Ba/F3 B-cell model expressing the *WT* or *R98S* mutant allele of *RPL10*^11^. This allowed to compare expression levels of the 5557 most abundant proteins and revealed an upregulation of 178 (3%) and a downregulation of 68 (1%) proteins in the *R98S* cells (*p* < 0.01). In particular, this proteomics screen demonstrated *RPL10 R98S-*associated overexpression of the JAK-STAT signaling cascade and cell metabolism changes. We proposed differences in ribosomal frameshifting, proteasome activity, and *JAK-STAT* transcript levels as mechanisms contributing to the upregulation of the JAK-STAT cascade^11^. *RPL10 R98S* cells also show a cell survival advantage due to upregulation of internal ribosomal entry site (IRES)-driven translation of the anti-apoptotic factor BCL2^12^. However, a systematic genome-wide investigation of the effects of *RPL10 R98S* on the transcriptome and translatome has not been performed. Additionally, it is unclear to what extent previously detected quantitative proteomics changes were caused by *RPL10 R98S*-associated transcriptional, translational, and post-translational modulation. For this purpose, we now perform mRNA sequencing and sequencing of ribosome-associated RNA (ribosome footprinting or RPF-seq)^13^ using the same isogenic Ba/F3 cell model, and integrate these datasets with our previously described quantitative proteomics and polysomal RNA sequencing datasets^11^. Ribosome footprinting provides nucleotide resolution mapping of active translation and allows to detect changes in translational efficiency (TE), based on the number of ribosome-protected fragment (RPF) reads for an mRNA, which reflects the average number of ribosomes bound to this mRNA. Polysomes (or polyribosomes) refer to multiple ribosomes bound to a single mRNA because of efficient translation. Polysomal RNA sequencing involves sequencing of polysome-attached mRNA, providing a second independent method to assess translation efficiencies. Our integrated multi-omics analyses reveal significant transcriptional changes associated with *RPL10 R98S*, which can explain up to 47.15% of the observed protein changes. Changes in TE are only observed for a small set of genes, including phosphoserine phosphatase (*Psph*). *Psph*, which encodes a key enzyme in serine biosynthesis, is consistently upregulated at both transcriptional and translational levels in *RPL10 R98S* cells, and is one of the strongest upregulated proteins associated with this mutation. *RPL10 R98S* cells display elevated serine and glycine biosynthesis in metabolic tracer analyses, and higher levels of these metabolites are present in conditioned culture media of *RPL10 R98S* cells. Interestingly, overexpression of PSPH occurs in the majority of T-ALL patient samples, and *PSPH* targeting can suppress human T-ALL expansion in vivo. Our results thus support dependence of T-ALL cells on the serine biosynthesis enzyme PSPH.

## Results

### *RPL10 R98S* induces distinct ribosome footprinting signatures

We previously described that introduction of the *RPL10 R98S* mutation in lymphoid cells causes significant protein abundance changes in 4% of identified proteins^11^. These changes may be due to gene expression regulation at the transcriptional, translational, and/or post-translational level. In order to better delineate the causes of detected protein changes in *RPL10 R98S* cells, we generated a ribosome footprinting dataset (sequencing of ribosome-protected mRNA fragments, RPF-seq) together with an mRNA-sequencing dataset of the same cells in this study. These two datasets were integrated with our previously published datasets of polysomal RNA sequencing and its matched mRNA sequencing, with another mRNA sequencing dataset and with the quantitative proteomics obtained from the same set of Ba/F3 *RPL10 WT* and *R98S* clones (Fig. 1a).

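Ba/F3 is a mouse lymphoid cell line. In this model, the cells expressed human *RPL10*, *WT* or with the R98S mutation, from a retroviral vector, while endogenous *Rpl10* was knocked down with an shRNA. Ribosome footprinting sequences the mRNA fragments that translating ribosomes protect from RNase digestion, and total mRNA was sequenced from the same clones. Each assay covered 3 R98S clones (numbers 11, 13 and 35) and 3 WT clones (28, 29 and 36), which makes 12 libraries. Cells received 100 μg/ml cycloheximide for 5 min before lysis, and the authors merged 3 technical replicates per clone for footprinting. The authors deposited one table per assay, with gene counts divided by each library's DESeq2 size factor. Exon reads were counted for mRNA. For RPF, only reads in the coding sequence were counted, without those in several codons at each end, where the paper names an accumulation of ribosomes. The mRNA table lists 41255 genes, of which 19995 are at 0 in every library, and the RPF table lists 10080 genes with at least 1 read in every library. Since all values are whole multiples of the worth of 1 read, the reads behind them could be recovered for 100% of values. The mRNA libraries held from 20576796 to 22178094 counted reads in R98S clones (median 21217231) and from 6617457 to 23136595 in WT clones (median 21620993), the lowest being WT clone 28. The footprinting libraries held from 3477723 to 10883086 reads in R98S clones (median 6827929) and from 4611390 to 7162305 in WT clones (median 5619539). Here, log2(normalized count + 1) was compared between genotypes with limma, separately for each table because the tables were normalized separately. Genes with a mean normalized count of at least 10 were tested, and a Benjamini-Hochberg adjusted p under 0.1, the paper's threshold, was counted as a change. Fold changes on this scale understate the change of low genes. With 3 clones per genotype, an exact permutation test cannot go below p = 0.1. Reads of the transgene and of the knocked-down gene can both count toward mouse *Rpl10*, whose mRNA was at 2905, 1449 and 2355 normalized counts in R98S clones 11, 13 and 35 and at 4501, 2345 and 2230.3 in WT clones 28, 29 and 36. Its log2 fold change in R98S against WT clones was -0.42 (standard error 0.32, adjusted p = 0.551, limma) for mRNA and -0.15 (standard error 0.28, adjusted p = 0.794, limma) for RPF.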

**Fig. 1:**
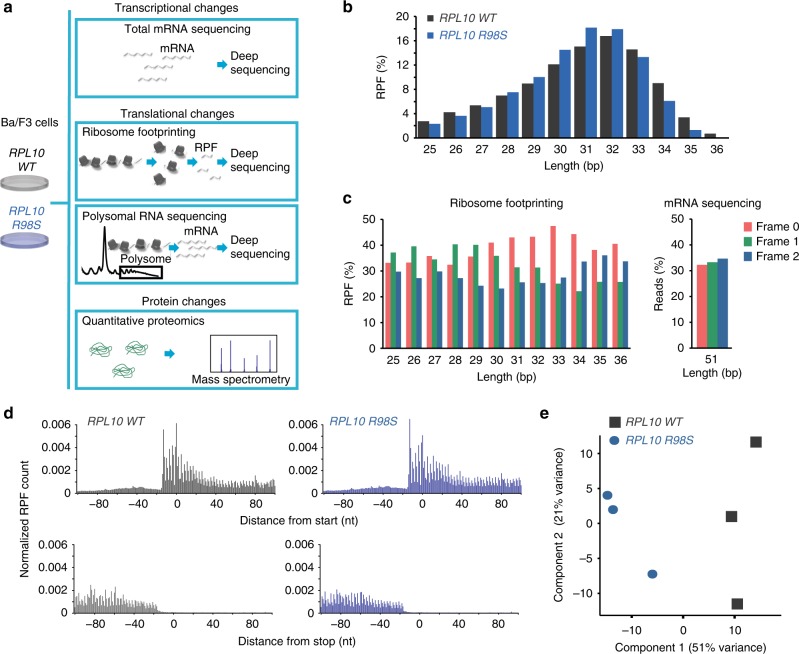
*RPL10 R98S* and *RPL10 WT* cells show distinct ribosome footprinting signatures. **a** Outline of the study design. **b** Distribution of the length of ribosome footprints (RPF, ribosome-protected mRNA fragments). **c** Left: triplet periodicity of ribosome footprinting reads; right: lack of triplet periodicity for mRNA-sequencing reads. The fraction of reads assigned to each of the three frames of translation is reported for each read length. **d** Metagene profiles of RPF densities around the start and stop codons (indicated by 0). The number of RPFs per position was averaged over all transcripts and normalized for the total number of mapped RPFs. **e** Principal component analysis based on normalized RPF counts

Ribosome footprinting was highly reproducible across three biological replicates (Supplementary Fig. 1) and ribosome footprints presented the expected length and triplet periodicity (Fig. 1b, c). 

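Over the 10080 genes of the RPF table, Pearson's r of log10-transformed normalized RPF counts lay between 0.960 and 0.977 for the 3 pairs of R98S clones and between 0.957 and 0.970 for the 3 pairs of WT clones. The 9 pairs of clones of different genotypes had lower values, from 0.931 to 0.953. The mean within genotypes was 0.965 (SD 0.00714). These correlations are across genes, which are not independent replicates. Footprint length and periodicity were not analysed here.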

The nucleotide resolution of ribosome footprinting allows investigating ribosome occupancy around the start and stop codons, but metagene plots across the most represented transcripts in the ribosome footprinting dataset did not reveal general defects in translation initiation or termination in *RPL10 R98S* cells (Fig. 1d). However, principal component analysis on ribosome footprints clearly separated the *RPL10 R98S* from *WT* samples (Fig. 1e).

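In a principal component analysis of log2(normalized RPF count + 1) over the 500 most variable genes, component 1 held 58.8% of the variance. Its scores were between 14.3 and 25.4 for the R98S clones and between -25.6 and -18.5 for the WT clones. With all genes that had a mean of at least 10 in place of 500, the share fell to 48.1%, and the genotypes were still separated. RPF levels differed for 743 of 9580 tested genes, 300 of them higher and 443 lower in R98S clones (adjusted p under 0.1, limma). The RPF values of the 3 R98S clones and the 3 WT clones did not overlap for 25.3% of tested genes, against 10% by chance. Leaving out R98S clone 13 lowered the counts to 65 higher and 164 lower. Weighting each library by its estimated quality raised them to 882 higher and 917 lower, but with such weights up to 2006 genes were also called between groups of clones that mixed the genotypes. Among changed genes without overlap, *Lgals3* rose the most, from 27.5 ± 0.358 (SD, n = 3) normalized RPF counts in WT clones to 596 ± 124 in R98S clones, a log2 fold change of 4.37 (standard error 0.23, adjusted p = 9.15e-06, limma). *Gpr183* rose by 3.95 on the log2 scale (standard error 0.59, adjusted p = 0.00655, limma). *F13a1*, *Olfm3* and *Spp1* fell the most, with log2 fold changes of -8.73, -6.75 and -6.50 (adjusted p = 0.0006, 2.14e-05 and 0.000725, limma).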

### *RPL10 R98S* causes extensive transcriptional changes

Differences in ribosome footprinting signatures can be caused by altered available cellular mRNA levels (transcriptional changes), by altered numbers of translating ribosomes associated with the cellular mRNA (altered TE), or by a combination of both. 

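Changes in mRNA and in RPF were compared across the 10057 genes with a value above 0 in at least 1 library of each assay, as mean log2(normalized count + 1) in R98S clones minus WT clones. Pearson's r between both changes was 0.798 and Spearman's rho was 0.648, across genes, which are not independent replicates. When 1 R98S clone was compared with 1 WT clone at a time, r ranged from 0.529 to 0.797 over the 9 pairs (SD 0.107). For the mRNA change of such a pair against the RPF change of the remaining clones, it ranged from 0.340 to 0.577. Leaving out WT clone 36 moved the correlation most, to 0.729.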

We started by looking into transcriptional changes and noticed that differences in mRNA levels correlated well with differences in ribosome footprints in *RPL10 R98S* versus *WT* cells (Pearson’s coefficient on log2-transformed data: 0.76) (Fig. 2a). Principal component analysis of the mRNA-sequencing dataset matching the ribosome footprinting separated the *RPL10 R98S* and *RPL10 WT* samples (Fig. 2b). 

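With the same steps as for RPF, component 1 held 66.4% of the variance of the mRNA libraries. The R98S clones scored between 30.3 and 42.4 and the WT clones between -44.2 and -33.5. Component 2, with 14.5%, set WT clone 28 (score 33.4) apart from WT clones 29 (-19.4) and 36 (-19.1). Of 11344 tested genes, 344 had higher and 443 had lower mRNA in R98S clones, and the clones of the genotypes did not overlap for 23.5% of genes. Altogether, 115 genes were higher and 230 lower in both mRNA and RPF, and 0 changed in opposite directions. Of the 743 genes with changed RPF, 723 had a mRNA log2 fold change of the same sign, whether or not it passed the threshold. The largest rises were those of *Bbs7*, with 7918, 5200.4 and 7698 normalized counts in R98S clones 11, 13 and 35 and at most 2.69 in a WT clone, and of *Lpgat1* (390 ± 20.0, SD, n = 3) and *Cytip* (220.2 ± 70.0), which are listed at 0 in every WT clone. The largest falls were those of *S100a4*, *Olfm3* and *F13a1*, with log2 fold changes of -9.84, -8.73 and -8.55 (adjusted p = 4.82e-05, 0.000261 and 0.00215, limma). *Bbs7*, *S100a4* and *Olfm3* lie on chromosome 3, where the median mRNA level of R98S clone 13 was shifted by -0.31 on the log2 scale, far less than these changes.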

The same was also observed for two additional mRNA-sequencing datasets that were previously generated from our isogenic Ba/F3 cell model (mRNA sequencing matching polysomal RNA sequencing^11^ and an additional independent mRNA sequencing^12^) (Supplementary Fig. 2A). Comparing these datasets, 368 genes were consistently upregulated and 421 genes downregulated in *RPL10 R98S* cells, which were included for further analyses (Supplementary Data 1, Supplementary Fig. 2B). 

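The mRNA libraries that match the ribosome footprinting are one of the datasets compared. Of 367 upregulated genes read from Supplementary Data 1, 360 had a mean normalized count of at least 10 in them, all of which were higher in R98S clones, with a median log2 fold change of 1.13. Over all tested genes, 243 of them passed an adjusted p of 0.1 (limma), and 359 passed when adjusted over the list alone. All of the 420 downregulated genes read from it were tested and were lower, with a median of -1.01. Of these, 296 passed over all genes and 420 over the list. Since the list was drawn partly from these libraries, this shows no independent stability. In RPF, 116 of the 274 tested upregulated genes and 211 of the 360 tested downregulated genes passed in the same direction, and 1 gene passed in the opposite direction. Across 780 genes, the log2 fold changes the paper lists for this dataset and those computed here had a Pearson's r of 0.951.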

No enriched pathways were found in the upregulated mRNAs, whereas downregulated mRNAs were enriched for pathways involved in signaling, vesicle transport, cell adhesion, cell migration, and protein localization (Supplementary Data 2). 

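The pathways that Supplementary Data 2 lists for downregulated mRNAs name 149 genes, each of which was tested here and lower in R98S clones. Their median log2 fold change was -1.05, and 108 passed an adjusted p of 0.1 over all tested genes (limma). Of the 130 also tested in RPF, 129 were lower and 76 passed. These genes come from the downregulated list, which was drawn partly from these mRNA libraries, so their lower mRNA shows no independent stability. The enrichment itself was not recomputed.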

We hypothesized that differences in expression levels or activity of transcription factors may play a role in the observed transcriptional changes. Therefore, we used iRegulon to predict regulators which may explain the observed differential transcriptional program in *RPL10 R98S* cells^14^. Many of the predicted transcription factors have a known role in hematopoiesis and leukemia development (Ikzf2, Pbx3, and Hoxa13 for upregulated genes and Fos, Nkx2-2, Gata2 for downregulated genes, Supplementary Data 3 and 4, Fig. 2c, d). 

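Of the 16 regulators shown for both networks, 9 had enough mRNA reads to be tested. *Gata2*, on chromosome 6 (mm10, 88193891 to 88207032), had 13844 ± 2339.9 (SD, n = 3) normalized mRNA counts in R98S and 22811 ± 3252 in WT clones, a log2 fold change of -0.73 (standard error 0.20, adjusted p = 0.0805, limma). Without overlap between genotypes, its exact permutation p was 0.1. Its adjusted p lay between 0.0944 and 0.198 when each clone was left out in turn, and between 0.0108 and 0.213 over the other alternative settings. *Fos* mRNA was at 98.4 ± 14.9 in R98S and 297 ± 175 in WT clones, and WT clone 29, at 99.0, lay among the R98S clones (log2 fold change -1.34, adjusted p = 0.180, limma; DESeq2 on recovered reads gave 0.00871). Its RPF fell by 1.96 on the log2 scale (standard error 0.54, adjusted p = 0.0735, limma), but R98S clone 35, at 60.5, lay above WT clone 29, and the adjusted p rose above 0.1 in 4 of the 6 fits that each left out 1 clone, up to 0.273. *Jdp2* mRNA rose by 0.67 (adjusted p = 0.157, limma; DESeq2 on recovered reads gave 0.0910 for Jdp2 mRNA). The changes of *Srf* (-0.53), *Pbx3* (0.26), *Tbp* (0.24), *Runx3* (-0.13) and *Atf6* (0.10) had adjusted p of 0.422 or more in limma in the main setting, although the genotypes did not overlap for *Tbp*, and Srf mRNA reached 0.0366 in limma with library weights. The direction for *Atf6* depended on the clones used. When adjusted over the 9 regulators alone, 4 passed: *Gata2* and *Ikzf2* with 0.0209 each, and *Fos* and *Jdp2* with 0.0491 each. *Hoxa13* was listed at 0 in all 6 mRNA libraries.

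**Figure D1:**
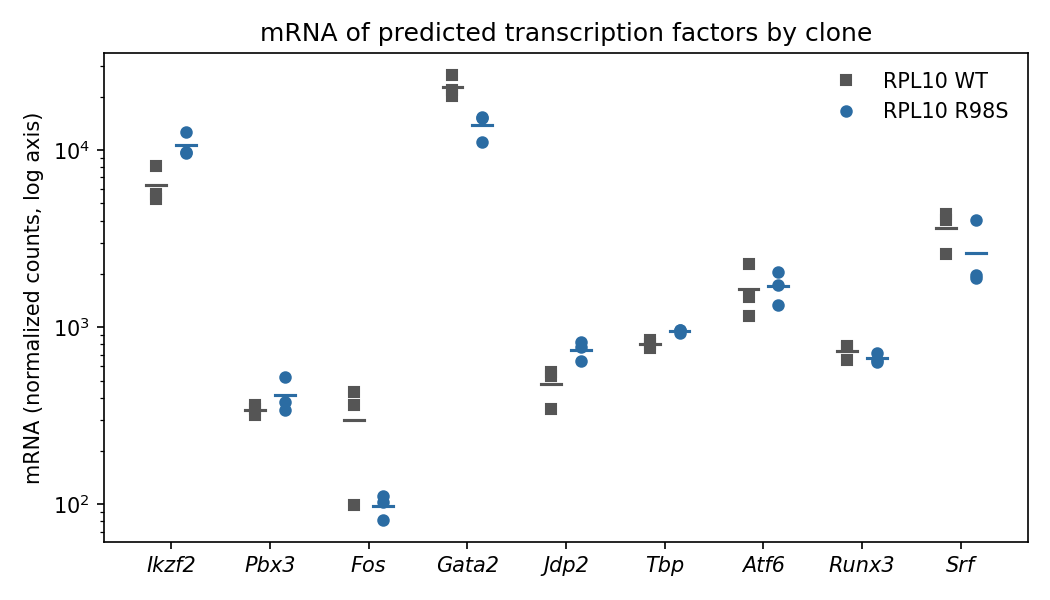
Normalized mRNA counts (log axis) of the 9 tested transcription factors in each clone. Squares are WT clones, circles are R98S clones and bars are the means of 3 clones. Genotypes do not overlap for *Ikzf2*, *Gata2*, *Jdp2* and *Tbp*.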

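*Ikzf2* lies on chromosome 1 (mm10, 69531207 to 69687351). Its mRNA was at 10666 ± 1710.5 (SD, n = 3) normalized counts in R98S and 6326 ± 1526 in WT clones, a log2 fold change of 0.77 (standard error 0.21, adjusted p = 0.0811, limma). Every R98S clone had more *Ikzf2* mRNA than every WT clone (exact permutation test, two-sided p = 0.1, the smallest possible). In 5 of the 6 fits that each left out 1 clone, the adjusted p rose above 0.1, up to 0.298. With DESeq2 on recovered reads, the adjusted p was 0.0173 for Ikzf2 mRNA and 0.0758 for Ikzf2 RPF. The median mRNA level of all genes on chromosome 1 was raised by 0.19 in R98S clones 11 and 13 but shifted by -0.087 in R98S clone 35. In clone 35, *Ikzf2* mRNA was at 9782, above every WT clone, which a raised chromosome 1 cannot explain for that clone. With each chromosome's median removed, the change of *Ikzf2* was 0.65 (adjusted p = 0.131, limma). Its RPF was at 1457 ± 95.6 in R98S and 946 ± 245 in WT clones, a log2 fold change of 0.66 (standard error 0.21, adjusted p = 0.118, limma).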

Ikzf2 (Helios), a predicted regulator of upregulated transcripts, was itself overexpressed at the mRNA and protein levels, as confirmed by immunoblots in *RPL10 R98S* Ba/F3 cells, as well as in Jurkat T-ALL cells in which the *RPL10 R98S* mutation was introduced using CRISPR-Cas9 technology (Fig. 2e). 

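No *Nkx2-2* read was counted in any of the 6 mRNA libraries, and 1 *Nkx2-1* read was counted, in R98S clone 11. Neither gene had enough reads to be tested at the depth of these libraries.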

Of interest, Nkx2-2 and Nkx2-1 were predicted as transcriptional regulators of the underexpressed mRNAs in *RPL10 R98S* cells. Both proteins have been implicated in T-ALL pathogenesis, and *RPL10 R98S* mutations significantly co-occur with *NKX2-1* lesions in T-ALL^10,15^. However, NKX2-1 protein expression was undetectable in *RPL10 WT* or *R98S* Ba/F3 cells. We thus conclude that *RPL10 R98S* causes transcriptional changes of hematopoietic transcription factor target genes, with upregulation of Ikzf2 being consistently observed in two independent *RPL10 R98S* cells models.

**Fig. 2:**
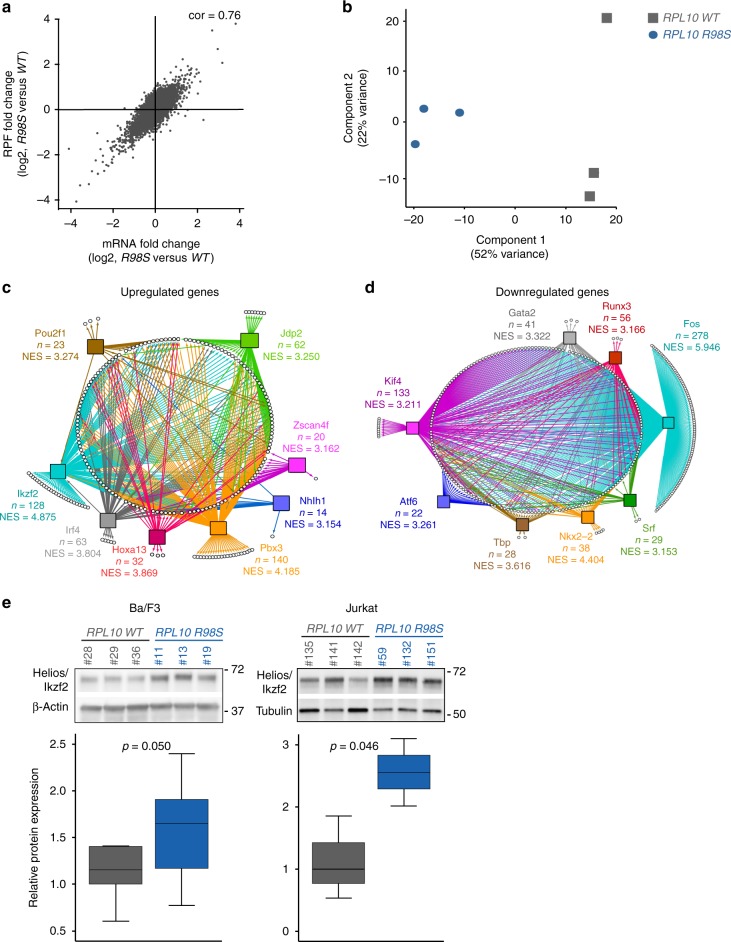
Transcriptional changes associated with *RPL10 R98S*. **a** Correlation between changes in total mRNA and RPF levels. Only genes with counts in both ribosome footprinting and matched mRNA sequencing libraries are plotted (*n* = 10,645). Reported log2-transformed fold changes were calculated by DESeq2. Cor Pearson correlation coefficient. **b** Principal component analysis based on mRNA levels (normalized read counts) from the mRNA-sequencing dataset associated with ribosome footprinting. **c**, **d** Network representation of transcriptionally upregulated (C) or downregulated genes (D) in *RPL10 R98S* cells. Upregulated or downregulated genes are displayed as white circles and the 8 top scoring transcription factors predicted as their regulators (iRegulon) are shown by colored squares. For each transcription factor, the number of genes that it is predicted to regulate in our mRNA-sequencing data and the normalized enrichment score (NES) are reported. A transcription factor-binding motif can be shared by several members of a transcription factor family. Only the highest scoring one as predicted by iRegulon is shown, while other transcription factors of the family may be responsible for observed mRNA expression changes. **e** Immunoblot analysis of Helios/Ikzf2 expression in *RPL10 WT* versus *R98S* expressing Ba/F3 and Jurkat cells. *P*-values were calculated using a two-tailed Student’s *t*-test. All box-plots show the median and error bars define data distribution

### *RPL10 R98S* alters TE of an mRNA subset

Ribosome footprinting is commonly used to estimate TE, defined as RPF counts normalized to mRNA levels. We searched for differences in TE between *RPL10 R98S* and *RPL10 WT* using the statistics provided by the Babel R package^16^.

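Here, TE was computed for each clone as log2(RPF + 1) minus log2(mRNA + 1), which pairs the footprinting library of a clone with its own mRNA library, and compared between genotypes with limma. The 9043 genes with at least 10 normalized counts in each of the 12 libraries were tested. In RPF and in mRNA, the deviations of a clone from the mean of its genotype were related across genes, with a mean r of 0.519 over the 6 clones and a lowest value of 0.218 in WT clone 28, so the pairing carries information. At an adjusted p under 0.1, TE was higher for 0 genes and lower for 2 genes in R98S clones. At an unadjusted p under 0.05, 717 genes differed, of which 392 were higher and 325 lower. Without the pairing of libraries by clone, 0 genes were higher and 3 lower. With the reads tested in one DESeq2 interaction model over both assays, 16 genes were higher and 38 lower. On simulated reads with 200 genes changed by 1.5 on the log2 scale, the limma test recovered 59.5% of them in TE. The changed genes had a mean of at least 50 in both assays, and the assays were drawn independently. That share therefore does not carry over to genes with fewer counts, nor to the related deviations of paired libraries. Babel was not run here. *Kif24*, on chromosome 4 (mm10, 41389964 to 41464919), had a TE (RPF/mRNA ratio of normalized counts) of 0.0412 ± 0.0117 (SD, n = 3) in R98S and 0.449 ± 0.272 in WT clones, a log2 change of -3.31 (standard error 0.38, adjusted p = 0.0341, limma). *Rab3gap1*, on chromosome 1, changed by -1.84 (standard error 0.25, adjusted p = 0.0881, limma). For *Kif24*, mRNA changed by 2.80 and RPF by -0.51 on the log2 scale, and for *Rab3gap1* by 1.51 and -0.32. Both lower TE values thus came mostly from higher mRNA, with a smaller fall of RPF. The adjusted p rose above 0.1 for *Kif24* when R98S clone 11 or 13 was left out, up to 0.434, and for *Rab3gap1* when R98S clone 11, 13 or 35 or WT clone 29 was left out, up to 0.607.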

To obtain a more complete view, we also considered TE changes obtained from our previously published polysomal RNA sequencing in the same Ba/F3 cell model^11^. 

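Supplementary Data 5 lists 47 genes from ribosome footprinting, 19 with higher and 28 with lower TE in R98S cells. The RPF table holds 27 of them, and the TE of all 27 changed here in the paper's direction, without overlap between genotypes for 20. At least 10 normalized counts in every library were reached by 13 of the genes. Of these, 2 passed an adjusted p of 0.1 over all tested genes (limma) and 12 over the list alone, which shows no stability, since the list is the paper's own result on these libraries. For the other 20 genes, only mRNA values were used here. Their mRNA changed in the direction opposite to the listed TE change in 20 of 20 cases, by at least 1.81 on the log2 scale.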

A total of 121 protein-coding genes showed a different TE according to ribosome footprinting and/or polysomal RNA sequencing (Supplementary Data 5 and 6, Supplementary Fig. 3A–C). Genes with insufficient sequencing coverage (<10 reads per sample in ribosome footprinting and/or polysomal RNA sequencing and in their matching mRNA) were excluded, resulting in 67 genes with a statistically significant TE change between *RPL10 R98S* and *WT* (Fig. 3a). These 67 genes showed enrichment, among others, for cell metabolism and cell-signaling pathways (Supplementary Fig. 5D). 

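Of the genes listed in Supplementary Data 5, 11 had at least 10 recovered reads in each of the 12 libraries. The lowest read number of *Psph* was 9 in RPF and 24 in mRNA. *Lars2* reached a TE change of 2.43 on the log2 scale (adjusted p = 0.437, limma), with a mRNA change of -2.35 and a RPF change of 0.08.

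**Figure D2:**
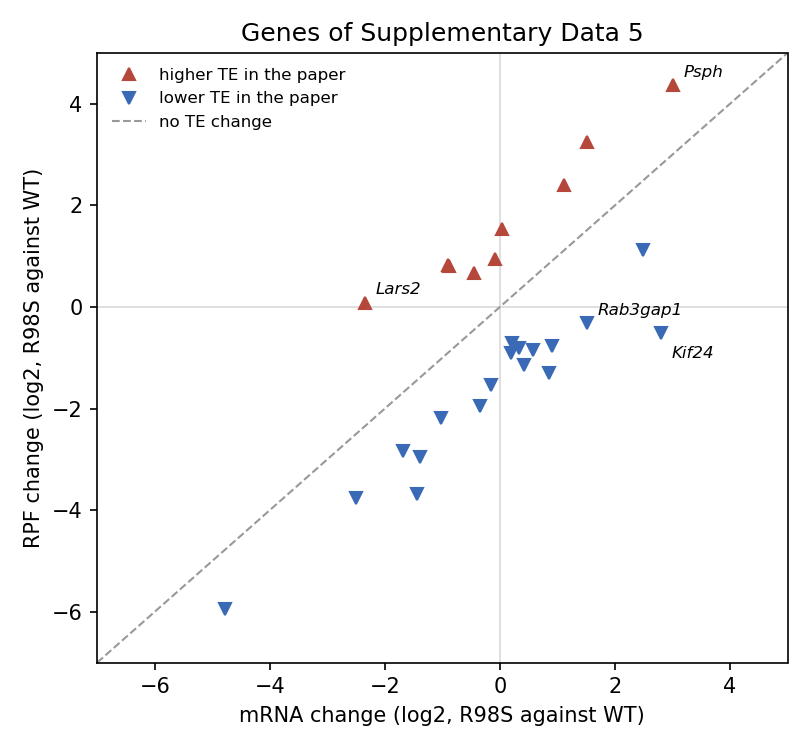
Change in RPF against change in mRNA (log2, R98S against WT clones) of the 27 listed genes with RPF values. Red triangles have higher and blue triangles lower TE in the paper, and the dashed line marks equal changes. All red triangles lie above the line and all blue ones below it.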

In particular, the Jak-Stat-signaling cascade, which we previously described to be overexpressed on protein level upon *RPL10 R98S* expression^11^, was enriched amongst genes with higher TE in *RPL10 R98S* cells (adjP = 2.40e−08, *n* = 6, Supplementary Fig. 3D, Supplementary Data 2). Moreover, ribosome biogenesis (KEGG, adjP = 0.0009, *n* = 2) and rRNA transcription (transcription from RNA polymerase I promoter, GO, adjP = 2.29e−02, *n* = 3) were enriched among genes with lower TE in *RPL10 R98S* cells (Supplementary Fig. 3D, Supplementary Data 2), which is in agreement with the fact that *RPL10 R98S* has previously been associated with ribosome assembly defects^5,17^.

**Fig. 3:**
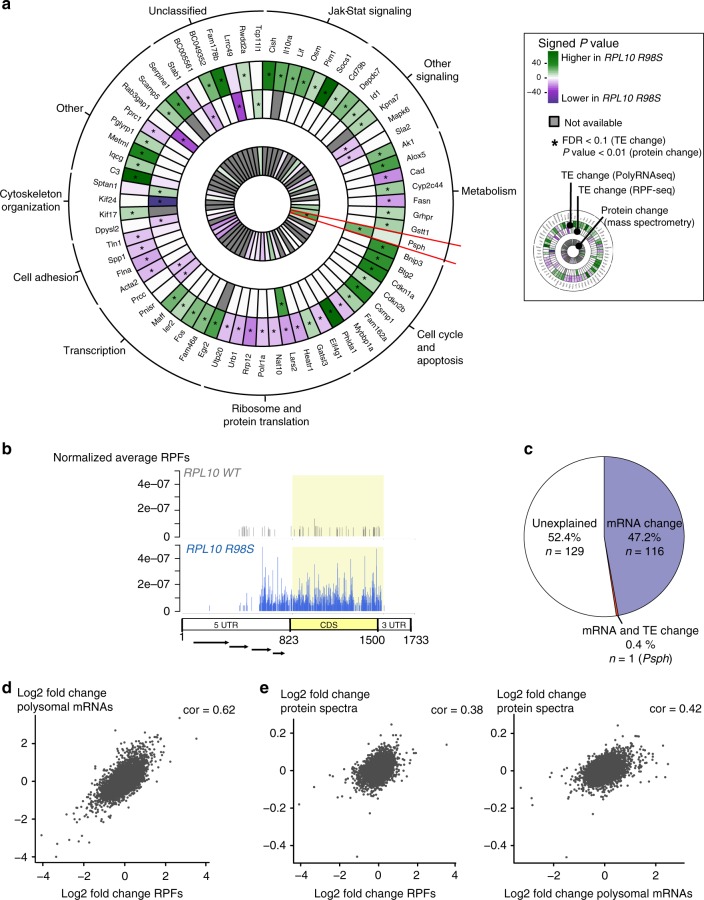
Significant TE changes identified by ribosome footprinting or polysomal RNA sequencing. **a** Circular heatmap representing the protein-coding genes with significant changes in TE (Babel, FDR < 0.1, *Z*-test with Benjamini–Hochberg correction, *n* = 3 biologically independent *RPL10 WT* and *R98S* Ba/F3 clones), identified by polysomal RNA sequencing (outer circle) or ribosome footprinting (middle circle). Corresponding protein changes, when available, are shown in the inner circle. The color scale represents the signed *p*-value associated to the change (which indicates both significance and direction of the change). Statistically significant changes are indicated by a star (*) and correspond to FDR < 0.1 for TE changes (Babel, *Z*-test with Benjamini–Hochberg correction, *n* = 3 biologically independent *RPL10 WT* and *R98S* Ba/F3 clones) and *p*-value < 0.01 for protein change (*T*-test on normalized spectra from quantitative mass spectrometry, *n* = 3 biologically independent *RPL10 WT* and *R98S* Ba/F3 clones). Only genes with at least 10 aligned ribosome footprints or polysomal RNA reads and at least 10 reads in the corresponding mRNA sequencing dataset for each sample are considered. Genes not passing this threshold or genes with no corresponding protein mass spectrometry measurement are indicated as not available. **b** Representation of the normalized RPFs for *RPL10 WT* and *R98S* Ba/F3 clones aligned to PSPH 5’ untranslated region (5’UTR), coding sequence (CDS, in yellow), and 3’UTR (ENSMUST00000031399). Four arrows indicate the upstream ORFs (positions: 10–369; 373–447; 463–561; 613–681) as predicted by altORFev (10.1093/bioinformatics/btw736). These plots contain pooled data from three *RPL10 WT* versus three *R98S* Ba/F3 clones. **c** Percentages of significant protein changes (quantitative mass spectrometry, *T*-test, *p*-value < 0.01) associated with significant mRNA changes (differential expression analysis by DESeq2, two-sided Wald test with Benjamini–Hochberg correction, FDR < 0.1, *n* = 3 biologically independent *RPL10 WT* and *R98S* Ba/F3 clones) and/or with significant TE changes (Babel, *Z*-test with Benjamini–Hochberg correction, FDR < 0.1, *n* = 3 biologically independent *RPL10 WT* and *R98S* Ba/F3 clones) or neither. Both ribosome footprinting and polysomal RNA sequencing matching mRNA-sequencing datasets were considered for changes in mRNA levels. Changes in TE identified by ribosome footprinting and/or polysomal RNA sequencing were both considered. **d** Scatterplot representing the correlation between the log2-transformed fold change (*RPL10 R98S* versus *RPL10 WT*) in RPF counts and the log2-transformed fold change in polysomal RNA-sequencing counts. **e** Scatterplots representing the correlation between the log2-transformed fold changes (*RPL10 R98S* versus *RPL10 WT*) in RPF counts (on the left) or polysomal RNA-sequencing counts (on the right) and the log2-transformed fold change in normalized protein spectral counts. Cor Pearson correlation coefficient

### *RPL10 R98S-*associated protein changes are mainly due to transcriptional modulation

We compared the list of 67 differentially translated genes with protein measurements from our quantitative mass spectrometry dataset to verify if TE changes resulted in consistent protein level changes (Fig. 3a). For 31 out of the 67 differentially translated genes, protein measurements were available. Only Psph, belonging to the cell metabolism category of genes, showed a statistically significant protein change (*p* = 0.001, 4.7-fold upregulation) consistent with its TE change (Fig. 3a, b). As 246 proteins presented significantly altered expression levels (*p* < 0.01, *t*-test, *n* = 3 biologically independent *RPL10 WT* and *R98S* Ba/F3 clones) between *RPL10 R98S* and *WT* in the mass spectrometry dataset^11^, we investigated whether the remaining differentially expressed proteins were associated with consistent changes in mRNA expression rather than TE. 

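In the mRNA libraries that match the ribosome footprinting, *Psph* and the genes that could be read from Supplementary Data 7 as changed in protein and mRNA were examined. Of 56 genes with more protein, 53 had higher mRNA in R98S clones and 9 passed an adjusted p of 0.1 (limma). Of 32 genes with less protein, 29 had lower mRNA and 15 passed. Together with *Psph*, 25 genes passed in the direction of the protein. Adjusted over each list alone, 20 and 21 genes passed. Fewer genes could be read than the paper counts, so these numbers do not describe its whole set. The paper sorted the genes partly on these libraries, so the shared direction shows no independent stability. The additional mRNA datasets that also enter Supplementary Data 7 were not analysed here.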

For *Psph* (0.4%) we observed an upregulation both in mRNA expression and in TE, whereas 47.2% (*n* = 116) of the protein changes were only associated with significant upregulation or downregulation of mRNA expression levels, in agreement with our observation of extensive transcriptional changes associated with *RPL10 R98S* (Fig. 3c, Supplementary Data 1). For 52.4% (*n* = 129), no consistent significant change in mRNA or TE was observed (Fig. 3c, Supplementary Data 7). 

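Among genes read from Supplementary Data 7 without such an mRNA change, 62 with more protein and 32 with less were tested for mRNA. The mRNA moved in the direction of the protein for 35 and 15 of them, and the median log2 fold changes were 0.04 and 0.03. In that direction, 0 genes passed an adjusted p of 0.1 (limma), and 4 and 2 did at an unadjusted p under 0.05. In the opposite direction, 1 gene of each group passed. The paper sorted these genes partly on these libraries, so few calls in the direction of the protein follow in part from that choice. With limma's library weights, 8 genes of both groups together passed in the direction of the protein, and 1 did with DESeq2 on recovered reads or without WT clone 29. In RPF, 2 genes with more protein and 1 gene with less passed in the direction of the protein, and as many, 2 and 1, passed in the opposite direction.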

Linear regression models confirmed that changes in mRNA levels and in TE according to either ribosome footprinting or polysomal RNA sequencing can only explain between 36.3% and 38.9% of variability for the 246 significant protein changes (*R*^2^ = 0.363 and 0.389, Supplementary Fig. 4A–E). Combining mRNA and TE changes from ribosome footprinting and polysomal RNA sequencing slightly improved the regression models (*R*^2^ = 0.403, AIC = 502.19, Supplementary Fig. 4A+F), suggesting that these datasets provide complementary information.

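TE from ribosome footprinting was also computed for the genes that Supplementary Data 6 lists from polysomal RNA sequencing. Of 33 tested genes with higher TE in that list, 13 had a higher TE in footprinting, and of 18 tested genes with lower TE, 14 had a lower one. None of them passed an adjusted p of 0.1 (limma), and 2 of the former and 1 of the latter had an unadjusted p under 0.05. Their median log2 TE changes were -0.04 and -0.17.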

The gene sets with a significant TE change, as identified by ribosome footprinting or polysomal RNA sequencing analysis, showed little overlap (Supplementary Fig. 3A). On the other hand, genome-wide changes in ribosome footprint counts and in polysomal mRNA counts correlated well (Pearson correlation on log2-transformed data: 0.62) (Fig. 3d) and each had a comparable correlation with protein changes (significant and non-significant changes considered; Pearson correlation on log2-transformed data: 0.38 and 0.42, Fig. 3e). In conclusion, combining ribosome footprinting and polysomal RNA sequencing improved our capacity to explain *RPL10 R98S* associated protein expression changes, which were primarily imposed by transcriptional rather than translational changes, along with yet undefined mechanisms.

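In ribosome footprinting and its matched mRNA sequencing, 72.0% of the genes changed in the same direction in both assays. The regression slope of the RPF change on the mRNA change was 0.829 across genes. From matched protein, mRNA and TE changes, regression models and correlations, the paper concludes that the protein changes were set primarily by transcription rather than translation, along with mechanisms it leaves undefined.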

### *Psph* upregulation in *RPL10 R98S* cells induces serine/glycine synthesis

Analysis of the *RPL10 R98S*-associated transcriptome, translatome, and proteome revealed a consistent upregulation of *Psph* transcription (*p* < 0.001, fold change (FC) = 3.8–6.5), TE (FDR = 0.006, FC = 2.5) and protein expression (*p* = 0.014, FC = 4.7) (Supplementary Fig. 5). 

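*Psph* lies on chromosome 5 (mm10, 129765558 to 129787443). Its mRNA was at 482 ± 65.1 (SD, n = 3) normalized counts in R98S and 59.4 ± 11.5 in WT clones, a log2 fold change of 3.01 (standard error 0.26, adjusted p = 0.000297, limma). Its RPF was at 352 ± 92.3 in R98S and 16.8 ± 8.02 in WT clones, a log2 fold change of 4.36 (standard error 0.34, adjusted p = 0.00017, limma). Both changes passed the threshold with each clone left out in turn, with log2 fold changes from 2.84 to 3.13 for mRNA and from 4.18 to 4.71 for RPF. The TE of *Psph* was 0.722 ± 0.111 in R98S and 0.278 ± 0.0979 in WT clones, a log2 change of 1.36 (standard error 0.28). Each R98S clone had a higher TE than each WT clone (exact permutation test, two-sided p = 0.1, the smallest that 3 clones against 3 allow). The unadjusted p was 0.000571 and the adjusted p over all tested genes was 0.407 (limma). Over the alternative settings with all clones, the adjusted p ranged from 0.011 with library weights to 1.00 without pairing the libraries of a clone, and was 0.0474 in the DESeq2 interaction model. With library weights, up to 1431 genes were also called for TE between groups of clones that mixed the genotypes, against 997 by genotype. The value of 0.011 is therefore not comparable with the others. From the transcriptome, translatome and proteome, the paper states that *Psph* was upregulated in transcription, TE and protein expression.

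**Figure D3:**
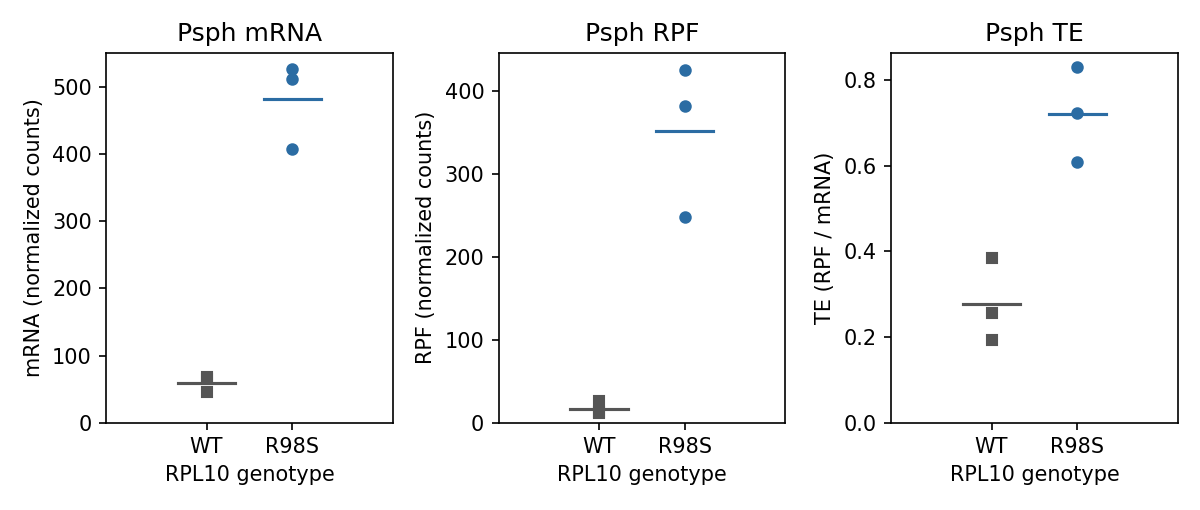
Normalized mRNA counts (left), normalized RPF counts (middle) and TE as their ratio (right) of *Psph* in the 3 WT clones (squares) and the 3 R98S clones (circles). Bars are means, and in each panel all R98S clones lie above all WT clones.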

*Psph* encodes phosphoserine phosphatase and catalyzes the last step of the serine synthesis pathway in which 3-phosphoserine is dephosphorylated to serine (Fig. 4a). *RPL10 R98S*-associated transcriptional upregulation of *PSPH* was confirmed in Ba/F3 clones and in a Jurkat T-ALL cell model expressing *RPL10 R98S* (Supplementary Fig. 6). Induction of *PSPH* TE was further supported by polysomal qRT-PCR analysis showing a shift of the distribution of ribosome-bound *PSPH* mRNA towards the most actively translated polysomal fractions in *RPL10 R98S* cells as compared to *WT* cells (Supplementary Fig. 7). These data thus collectively support increased overall PSPH translation by increased mRNA expression as well as TE. Immunoblot analysis confirmed a >10-fold and 1.5-fold upregulation of Psph protein expression in *RPL10 R98S* Ba/F3 and Jurkat clones, respectively (Fig. 4b, c, *p* < 0.001 for Ba/F3; *p* = 0.032 for Jurkat). Furthermore, we investigated Psph protein expression in hematopoietic cell cultures obtained by serial replating of lineage negative bone marrow (lin- BM) cells from *Rpl10 R98S* knock-in mice^11^. Psph was upregulated in the *RPL10 R98S* as compared to *RPL10 WT* bone marrow cells (*p* = 0.004) (Fig. 4d). To evaluate the functional impact of Psph protein expression changes, intracellular serine and glycine concentrations were measured. The overall serine and glycine pools were significantly elevated in Ba/F3 *RPL10 R98S* clones (*p* < 0.05, Fig. 4e). Furthermore, ^13^C_6_-Glucose tracer analysis showed that synthesis of M + 2/M + 3 serine and M + 2 glycine from ^13^C-Glucose was increased in *RPL10 R98S* as compared to *WT* Ba/F3 clones (*p* < 0.01 and *p* < 0.05) (Fig. 4e). Conversion of serine into glycine is a bidirectional reaction, which is catalyzed by Shmt1 in the cytosol or Shmt2 in the mitochondria (Fig. 4a). The increases in serine species containing only 2 (M + 2 serine) labeled carbons in the ^13^C_6_-Glucose tracer analysis support high serine/glycine exchange in *RPL10 R98S* cells. Validation experiments showed no consistent changes in any of the enzymes involved in serine/glycine synthesis other than PSPH (Supplementary Fig. 8, Supplementary Data 8). 

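In these libraries, *Phgdh* mRNA changed by -0.69 on the log2 scale (standard error 0.26, adjusted p = 0.191, limma) and its RPF by -0.77 (standard error 0.25, adjusted p = 0.117). With DESeq2 on recovered reads, both passed a threshold of 0.1, with an adjusted p of 0.0919 for Phgdh mRNA and 0.0353 for Phgdh RPF. The gene lies on chromosome 3, and with each chromosome's median removed, the changes were -0.43 for Phgdh mRNA (adjusted p = 0.402, limma) and -0.53 for Phgdh RPF (adjusted p = 0.289, limma). The mRNA changes of *Psat1*, *Shmt1* and *Shmt2* were -0.04, 0.25 and 0.31, and their RPF changes -0.18, 0.09 and -0.06, each with an adjusted p of 0.462 or more in limma. For *Phgdh* RPF and for *Shmt2* mRNA the genotypes did not overlap (exact permutation test, two-sided p = 0.1 for each, the smallest possible). The sign was not stable to leaving out single clones for *Psat1* mRNA and for the RPF of *Shmt1* and *Shmt2*. The smallest adjusted p for TE among these 4 enzymes was 0.716.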

Despite high PSPH expression in *RPL10 WT* Jurkat T-ALL cells, introduction of the *RPL10 R98S* mutation in this cell model also induced elevated total labeled serine (M + 1, M + 2, and M + 3 together) and glycine (M + 1 and M + 2) contribution from ^13^C_6_-Glucose (Supplementary Fig. 9A and B, total labeled serine *p* = 0.020, total labeled glycine *p* = 0.007). Interestingly, the ^13^C_6_-Glucose tracing also revealed significantly increased M + 6, and a tendency of elevated M + 7, M + 8, and M + 9 AMP, ADP, ATP and GMP, GDP, GTP purines, supporting incorporation of serine and glycine-derived carbons into purines (Fig. 4f, Supplementary Fig. 10). This was not observed for pyrimidine bases TMP, CMP, and UMP. These results support a general increase of PSPH protein expression in *RPL10 R98S* cell models that is associated with an enhanced de novo serine/glycine biosynthesis to generate purines. The higher serine/glycine production in *Rpl10 R98S* cells was not associated with elevated de novo protein synthesis (Fig. 4g). Serine catabolism to glycine is an already known mechanism of oxidative cancers to generate formate, which is then incorporated into purines^18,19^. In line with these findings, *Rpl10 R98S* mutant lin− BM cells presented enhanced formate levels as compared to WT lin− BM cells (Fig. 4h, *p* = 0.008). In conclusion, we show in multiple isogenic and primary cell models that *RPL10 R98S* enforces PSPH-driven serine/glycine synthesis to fuel formate and purine synthesis.

**Fig. 4:**
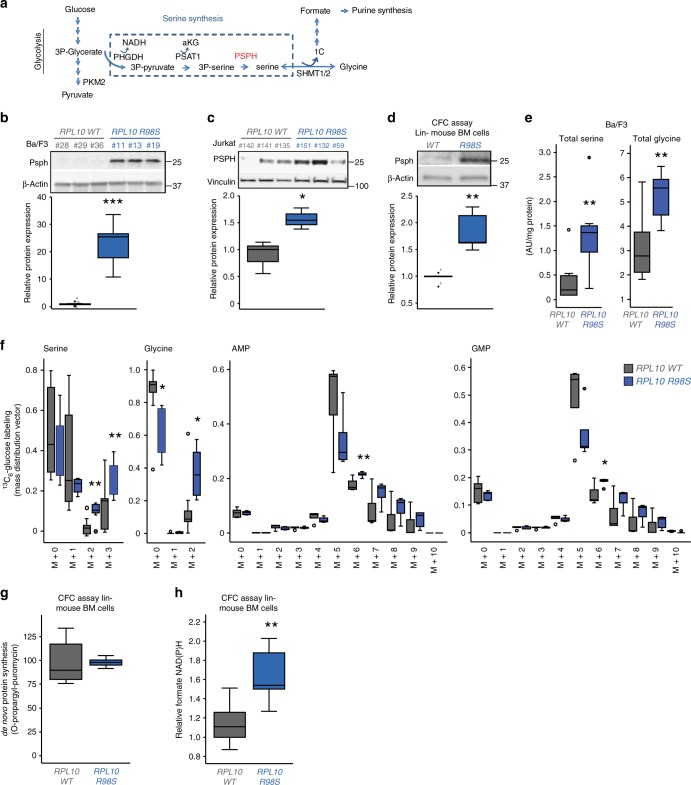
Upregulation of Psph in *RPL10 R98S* cells induces serine/glycine synthesis. **a** Schematic overview of serine/glycine synthesis branching from glycolysis. **b**, **d** Immunoblot analysis of Psph in several *RPL10 WT* and *R98S* cell models: **b** Ba/F3 lymphoid cells, **c** Jurkat T-ALL cells, and **d** lineage negative (lin−) bone marrow (BM) cells. Quantifications below the blots include data from at least three biological replicates. **e** Total intracellular serine and glycine concentrations in *RPL10 WT* and *R98S* Ba/F3 cells. Eight independent Ba/F3 *RPL10 WT* clones versus six *RPL10 R98S* clones were analyzed. **f** Metabolic tracer analysis using ^13^C_6_-glucose, measuring serine/glycine and associated tracing into purine precursors AMP and GMP. For serine/glycine measurements, we combined two independent experiments comparing eight Ba/F3 *RPL10 R98S WT* clones with six *RPL10 R98S* clones. Six independent Ba/F3 *RPL10 WT* clones versus five *RPL10 R98S* clones are analyzed for AMP and GMP. **g** Flow cytometry analysis of de novo protein synthesis by O-propargyl-puromycin (OPP) incorporation for *Rpl10 WT* and *R98S* lin− BM cells. Results from triplicate samples from two independent mouse donors are shown and relative mean fluorescent intensity (MFI) is plotted. **h** Relative formate NAD(P)H levels in the bone marrow of *WT* and *R98S* mutant mice. Formate NAD(P)H levels were subtracted from background NAD(P)H levels and corrected for protein input. The box-plots include combined results of two independent experiments comparing three *WT* versus three *R98S* mutant BM CFC assay samples, derived from independent donor mice. All box-plots show the median and error bars define data distribution. Statistical analysis *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. #clone IDs of Ba/F3 and Jurkat. *p*-values were calculated using a two-tailed Student’s *t*-test. Color codes: gray indicates RPL10 WT control clones and blue indicates RPL10 R98S clones

### Most primary T-ALL samples express elevated *PSPH* mRNA levels

Next, we explored the relevance of our findings for patients with T-ALL in general, independent of the *RPL10 R98S* mutation. Analysis of mRNA-sequencing data from human T-ALL cell lines and primary patient samples^20^ showed that all cell lines displayed 3- to 18-fold higher *PSPH* mRNA levels as compared to the normal thymus control (Supplementary Fig. 11A). Similarly, the majority of T-ALL patient samples showed elevated *PSPH* mRNA expression, with the two-patient samples harboring the *RPL10 R98S* mutation in the analyzed cohort showing upregulation by 8-fold (TUG7_R98S) and 13-fold (R6_R98S) (Supplementary Fig. 11A). In agreement with this, analysis of publicly available mRNA expression databases supported a general upregulation of *PSPH* in T-ALL samples, with an average 2.6-fold upregulation of *PSPH* mRNA in T-ALL patient samples versus normal bone marrow controls (Fig. 5a). Other serine biosynthesis enzymes *PHGDH* and *PSAT1* were also upregulated by 3.2-fold and 3.4-fold in T-ALL, as opposed to glycine synthesis enzyme *SHMT2* that was unchanged between T-ALL samples and normal bone marrow controls (Fig. 5a). These analyses show that mRNA expression levels of enzymes belonging to the serine synthesis pathway are generally elevated in T-ALL, with the most significant increase for *PSPH*. In line with this finding, PSPH protein levels were elevated in primary T-ALL patient sample xenografts as compared to normal bone marrow and acute myeloid leukemia samples (Supplementary Fig. 11B).

**Fig. 5:**
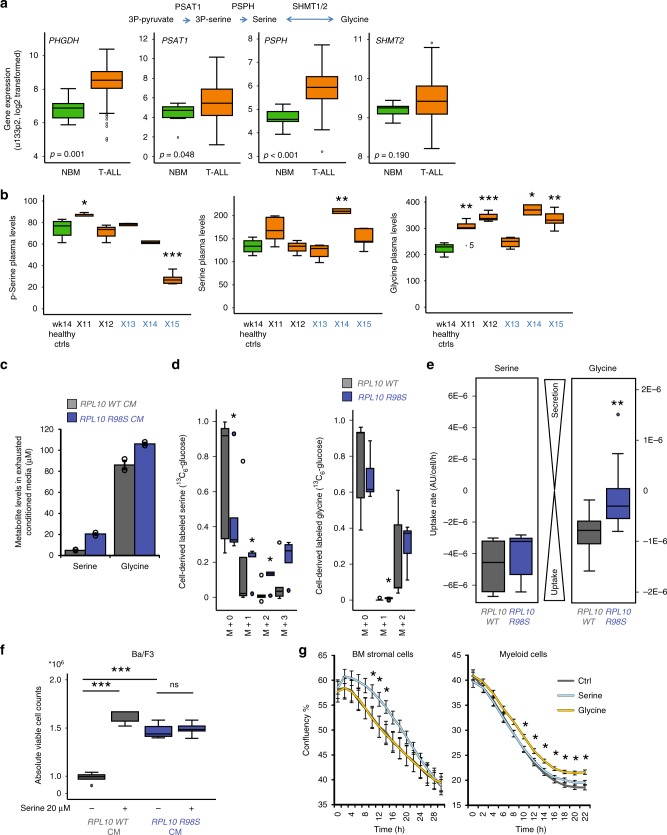
T-ALL-derived circulating serine and glycine can facilitate a cell survival benefit for leukemia supporting cells. **a** *PHGDH*, *PSAT1*, *PSPH*, and *SHMT2* Affymetrix MAS 5.0 mRNA expression levels obtained from the R2 AMC genomics analysis and visualization platform (Meijerink dataset). Data were extracted and re-plotted comparing normal bone marrow (green, NBM, *n* = 7) control samples and pediatric T-ALL samples (orange, *n* = 117). **b** Metabolite levels measured by ion exchange chromatography in plasma samples from control mice (green) and mice xenografted with the indicated T-ALL samples (orange). Metabolites are reported in μmol/L. From left to right, the boxplots represent phospho-serine, serine and glycine. X# indicates the T-ALL PDX sample ID. Control mice *n* = 4 and PDX mice X11 *n* = 5, X12 *n* = 5, X13 *n* = 5, X14 *n* = 2, X15 *n* = 5. RPL10 R98S cases are indicated in blue. **c** Ion exchange chromatography determined serine and glycine levels in pooled conditioned media from either *RPL10 WT* or *R98S* Ba/F3 clones (*n* = 2 independent biological measurements of pooled CM *n* = 3). Data are represented as mean ± standard deviation. **d** ^13^C_6_-Glucose tracing of labeled serine and glycine released in the conditioned media of six Ba/F3 *RPL10 WT* clones versus five *R98S* clones. **e** Glycine and serine uptake rates comparing *n* = 6 Ba/F3 *RPL10 WT* clones versus *n* = 5 *R98S* clones. **f** Absolute viable cell counts of parental Ba/F3 cells to which conditioned medium (CM) taken from *RPL10 WT* or *R98S* cells was added, with or without addition of 20 μM serine. **g** Cell culture confluency plots illustrating the survival of bone marrow stromal cells and myeloid macrophages in presence and absence of 400 μM serine or glycine. Data are represented as mean ± standard deviation. All box-plots show the median and error bars define data distribution. Statistical analysis *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. *p*-Values were calculated using a two-tailed Student’s *t*-test

### Increased circulating serine and glycine levels can enhance the survival of supportive cells

The upregulation of serine biosynthesis enzymes in T-ALL samples encouraged us to further explore the functional contribution of serine biosynthesis in T-ALL. We measured levels of serine biosynthesis metabolites in plasma samples from mice that had reached the disease end stage upon xenografting with human pediatric T-ALL patient samples. While metabolite ion exchange chromatography revealed the elevation of (phospho-)serine in some plasma samples collected after xenografting, it was mainly glycine that was elevated (Fig. 5b). In agreement with this, conditioned media (CM) taken from *RPL10 R98S* Ba/F3 cell cultures that have reached their growth plateau contained 15–20 μM more serine and glycine as compared to CM from *RPL10 WT* cultures (Fig. 5c). ^13^C_6_-glucose tracing analysis of conditioned media revealed that *RPL10 R98S* clones secreted more labeled serine and glycine metabolites in the medium (Fig. 5d). Moreover, the *RPL10 R98S* mutant cells showed a tendency towards less uptake of serine and glycine from the culture medium (Fig. 5e). Parental Ba/F3 cells showed a better cell survival when provided with CM from *RPL10 R98S* Ba/F3 cells (Fig. 5f). As serine was completely consumed in the media of Ba/F3 *WT* cell cultures at their growth plateau (Fig. 5c), we reasoned that concentrations of 20 μM serine might be causal for the survival benefit in *RPL10 WT* cells upon stimulation with CM from *RPL10 R98S* cells. Indeed, addition of 20 μM serine to exhausted *WT* cultures could mimic the effects observed from addition of *RPL10 R98S* CM. Moreover, the survival benefit associated with CM from *RPL10 R98S* cells could not be further enhanced by the addition of another 20 µM of serine (Fig. 5f). These data suggest that by enhancing their de novo serine/glycine synthesis, the *RPL10 R98S* cells can stimulate survival of other cells by excreting part of the synthesized serine/glycine and by reducing their uptake. This is consistent with the observation that T-ALL xenografted mice presented elevated serine/glycine levels in their blood plasma. Therefore, we reasoned that such elevations in serine and glycine levels in the circulation/CM might also benefit cells that form the protective niche for the maintenance of leukemia cells. To test this hypothesis, the effects of serine and glycine addition on the survival kinetics of mouse hematopoietic cells were measured. Mouse bone marrow stromal cells showed a prolonged cell survival when serine was added, while myeloid cells showed an extended survival in the presence of glycine (Fig. 5g, *p* < 0.05 for multiple data points). Altogether, these results suggest that the upregulation of serine biosynthesis genes in T-ALL cells facilitates intrinsic de novo serine and glycine synthesis, resulting in elevated levels of these metabolites in the blood. Increased serine and glycine availability can promote the survival of healthy cells, such as cells from the bone marrow niche, which can in turn benefit leukemia cells by providing a supportive microenvironment for engraftment and expansion.

### T-ALL cells depend on de novo serine synthesis

Cancer cells undergo metabolic rewiring that makes them dependent on endogenously produced serine^21^. The observation that PSPH was overexpressed in our T-ALL cell model, as well as in T-ALL patient samples urged us to investigate to what extent leukemic cells are dependent on PSPH expression for their proliferation and/or survival. The effects of 40–50% reduction of PSPH protein levels by two different PSPH targeting shRNAs were explored in three independent T-ALL cell lines (Supplementary Fig. 12, Fig. 6a). PSPH knockdown reduced cell proliferation of all tested T-ALL cell lines (Fig. 6b). Consistently, non-transduced leukemic cells expanded over time, resulting in a loss of mCherry-labeled PSPH knockdown cells (Supplementary Fig. 13). DND41, the cell line with highest *PSPH* mRNA expression levels, was the least affected by PSPH knockdown, presumably due to relatively high residual PSPH levels (Fig. 6a). Apoptosis was induced in KE37, but not in RPMI8402 and DND41 (Fig. 6b). As PSPH targeting mainly affected the expansion of T-ALL cells and induced limited apoptosis, we hypothesized that PSPH knockdown interfered with one of the cell cycle checkpoints. CDK2 phosphorylation at threonine 160 (Thr-160) is required for cell cycle progression through the S-phase of the cell cycle^22^, and this Thr-160 phosphorylation was decreased in T-ALL cell lines KE37 and RPMI8402 upon PSPH knockdown (Fig. 6c). In line with these data, we observed a significant decrease in cell cycle progression in PSPH knockdown T-ALL cells (Fig. 6d, Supplementary Fig. 14A). We found evidence for increased serine catabolism to formate in *R98S* cells (Fig. 4h), and hypothesized that PSPH might be an important factor controlling catabolism to formate in order to enhance purine synthesis. Accordingly, PSPH knockdown T-ALL cells presented 20–40% reduced formate NAD(P)H levels (Fig. 6e). In contrast, de novo protein synthesis was not reduced in PSPH knockdown T-ALL cells (Fig. 6f, Supplementary Fig. 14B), suggesting that altered serine/glycine metabolism due to altered PSPH levels mainly drives formate generation and purine synthesis.

**Fig. 6:**
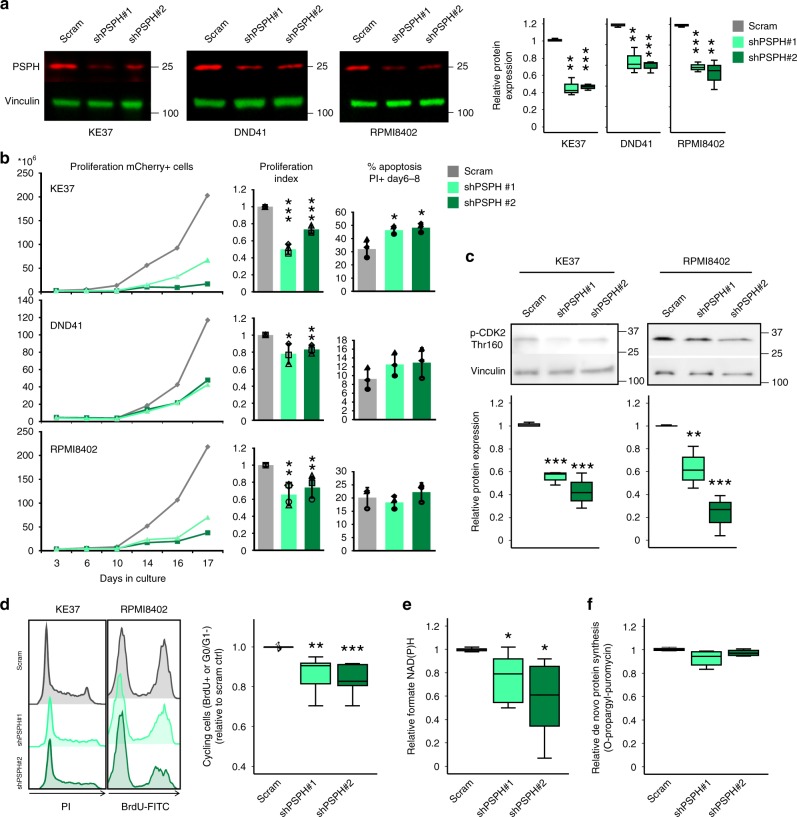
PSPH suppression blocks the expansion potential of human T-ALL cells in vitro. **a** Fluorescent immunoblot analysis of PSPH protein levels in KE37, DND41, and RPMI8402 cells upon knockdown of PSPH using two independent shRNAs, with the quantification of three independent blots on the right. **b** Left: growth curves representing proliferation of PSPH knockdown cells over time for T-ALL cell lines KE37, DND41, and RPMI8402. Middle: Proliferation index which was calculated based on pooling of at least three individual data points from the left plot in order to quantify the effects of PSPH shRNA interference on T-ALL cell proliferation. Right: Apoptosis in PSPH knockdown cells (three averaged data points). Data are represented as mean ± standard deviation. **c** Immunoblot analysis of phosphorylated CDK2 at threonine 160. **d** Left histograms: BrdU incorporation or PI cell cycle flow cytometry analysis of representative scrambled control and PSPH knockdown T-ALL cell lines. Right: Quantification of the percentage cycling cells in cultures of scrambled, shPSPH#1, and shPSPH#2 KE37, DND41, and RPMI8402 T-ALL cells. For technical reasons, some T-ALL lines were only analyzed by either BrdU or PI cell cycle analysis, and at least in two independent experiments per sample. **e** Relative formate-derived NAD(P)H levels in scrambled control and PSPH knockdown T-ALL cells (combined results for KE37, RPMI8402, DND41, X12). Background NAD(P)H levels were subtracted from formate-derived NAD(P)H levels and the data were corrected for protein input. The box-plots include combined results of two independent experiments. **f** Flow cytometry analysis of de novo protein synthesis by O-propargyl-puromycin (OPP) incorporation. Relative protein synthesis as shown in the figure was calculated as shPSPH#1 and shPSPH#2 OPP MFI relative to scrambled control cells for KE37, RPMI8402, and DND41. All box-plots show the median and error bars define data distribution. Statistical analysis *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. *p*-values were calculated using a two-tailed Student’s *t*-test

To analyze the effects of reducing PSPH levels in vivo, mice were injected with freshly transduced and >90% viable T-ALL cells containing either scrambled control or PSPH shRNA plasmids (Fig. 7A, Supplementary Fig. 15A). In vivo leukemia progression induced by KE37 T-ALL cells was comparable to that observed when injecting primary patient-derived T-ALL cells, with leukemia engraftment to the bone marrow and infiltration into the spleen (Fig. 7b+d). All KE37 xenografted animals developed leukemia. However, PSPH knockdown cells showed a significantly lower expansion potential in the bone marrow, as well as in the spleen in comparison to scrambled control cells, as supported by reduced percentages of mCherry-positive shPSPH containing cells for both hairpins compared to the scrambled shRNA (Fig. 7b+d). Total spleen weights of leukemic mice were significantly reduced in shPSPH#2 xenografted animals (Fig. 7c). This experiment was also performed for the RPMI8402 T-ALL cell line using shPSPH#1. RPMI8402 leukemia cells mainly infiltrated the spleen (Supplementary Fig. 15B+D), and bone marrow analysis was therefore less informative. In mice xenografted with RPMI8402, the reduction of PSPH levels also impaired the capacity of the cells to infiltrate and expand in the spleen (Supplementary Fig. 15C and D). In line with these data, X12 primary T-ALL PDX cells transduced with shPSPH#1 and shPSPH#2 were not able to expand in vivo in NSG mice, while scrambled shRNA X12 T-ALL cells were detectable in the blood, bone marrow, and spleen (Supplementary Fig. 16). These results further support that T-ALL cells depend on high PSPH expression for leukemic expansion and highlight PSPH as therapeutic target in T-ALL. Normal cells are likely not responsive to PSPH targeting due to their general low expression of PSPH and their low dependence on endogenous serine synthesis^21^.

**Fig. 7:**
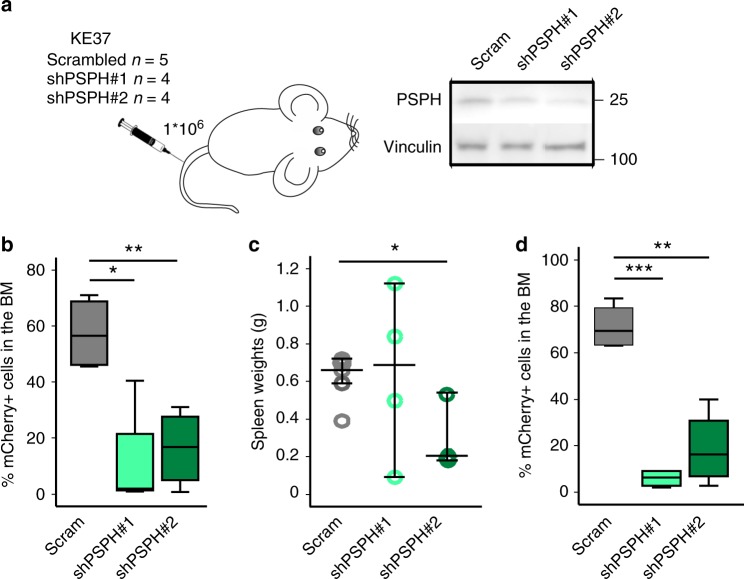
PSPH suppression blocks the expansion potential of human T-ALL cells in vivo. **a** Left: Schematic experimental overview of the in vivo set-up to test the effects of PSPH knockdown on leukemia engraftment and progression by tail vein injection of 1*10^6^ scrambled control, shPSPH#1, or shPSPH#2-transduced cells 24 h after initial transduction. Right: immunoblot confirmation of PSPH knockdown in the cells that were injected in the mice. **b** Percentage of mCherry-expressing cells in the bone marrow of leukemic mice as determined by flow cytometry. **c** Spleen weights of the leukemic mice at disease end stage. Data are shown as individual data points accompanied by the median and whiskers representing data distribution. **d** Percentage of mCherry-expressing cells in the spleen of leukemic mice as determined by flow cytometry. All box-plots show the median and error bars define data distribution. Statistical analysis: *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. *p*-values were calculated using a two-tailed Student’s *t*-test

## Discussion

The impact of cancer associated somatic ribosome defects on cellular transcription and translation remains poorly understood. To address this, we generated mRNA sequencing, ribosome footprinting, polysomal RNA sequencing, and quantitative mass spectrometry datasets from an isogenic *RPL10 R98S* Ba/F3 cell model. This multi-omics approach revealed that the RPL10 R98S ribosomal defect is associated with significant transcriptional and translational changes. However, while most of the protein changes detected by mass spectrometry were supported by transcriptional regulation, ~50% of protein changes could not be explained by differences in mRNA or TE levels, suggesting post-translational regulation mechanisms. We previously identified RPL10 R98S-associated changes in proteasome composition and activity levels^11^ and we speculate that differences in protein stability may explain part of these protein changes. In agreement with this, we found Jak1 among those protein changes that are unexplained by transcriptional or translational changes (Supplementary Data 7). Jak1 is a protein which we previously reported to be upregulated in *RPL10 R98S* cells due to increased protein stability^11^.

An in silico analysis of *RPL10 R98S*-associated transcriptional changes identified several transcription factors involved in hematopoietic differentiation that may drive such gene expression changes. This is particularly relevant in T-ALL, which is typically associated with a block in hematopoietic T-cell lineage development due to aberrant expression of hematopoietic transcription factors^23^. Ikaros2/Helios was overexpressed in our *RPL10 R98S* Ba/F3 and Jurkat cell models, whereas inactivation of *Helios* has been described in B- and T-ALL^24,25^. However, Helios is also known to be involved in regulatory T-cell development, similar to STAT5 that was also upregulated in *RPL10 R98S* cells^26,27^. Regulatory T-cells facilitate suppression of the immune system and are therefore often increasingly found in cancers^28^. One could speculate that the observed upregulation of Helios and Stat5 expression may allow leukemic cells to suppress immune surveillance. Another predicted transcriptional regulator of underexpressed mRNAs in *RPL10 R98S* cells was Fos. FOS can dimerize with JUN family proteins to form the AP-1 oncogenic transcription factor complex. Human RPL10 (previously named QM) and its chicken homolog (previously named Jif-1, jun interacting factor 1) negatively regulate c-JUN by inhibiting its DNA binding and transactivation^29–31^. In particular, RPL10 was reported to compete with FOS for the same binding domain on JUN^29^. These data may indicate an impact of the R98S mutation on the extra-ribosomal regulation of JUN by RPL10.

Besides transcriptional changes, our ribosome footprinting and polysomal RNA sequencing datasets also allowed to detect a subset of genes with *RPL10 R98S*-associated differences in TE. The subset of differentially translated genes identified by the two techniques showed a poor overlap, which may be due to technical and/or analytical biases. Only recently has the comparison between the two techniques been fully addressed^32^. Ribosome footprinting measures TE based on average ribosome occupancy of mRNAs whereas polysomal RNA sequencing measures this feature based on polysomal association of an mRNA. While only ribosomes associated to the canonical coding sequence are considered when estimating TE in ribosome footprinting, polycistronic mRNAs may be associated with the polysomal fraction even if ribosomes are bound to alternative rather than canonical open-reading frames (ORFs), which cannot be distinguished in polysomal RNA sequencing. Differences in sample preparation may also play a role, because polysomal RNA sequencing only uses the polysomal fraction, whereas ribosome footprinting also includes monosomes. Although polysomes are considered to contain the actively translating ribosomes, recent studies in *S. cerevisiae* revealed that monosomes are elongating and translate nonsense-mediated mRNA decay (NMD) targets, upstream ORFs, short ORFs and low abundance regulatory proteins^33^. In light of these differences, it is particularly useful to have access to both types of datasets in the same model. The fact that combining ribosome footprinting and polysomal RNA sequencing improved the prediction of protein changes, suggests that these techniques are complementary.

Serine biosynthesis enzyme PSPH showed the most consistent *RPL10 R98S-*associated change in gene expression, with transcriptional upregulation in all available mRNA datasets, increased TE according to ribosome footprinting, and increased association to the most actively translating polysomal fractions according to qRT-PCR. PSPH also represented one of the strongest upregulated proteins by mass spectrometry, and was the only gene whose changes at the transcriptional and TE level could be confirmed by a significant difference in protein expression. The serine biosynthesis pathway recently became of interest to the cancer research community, as a subset of triple negative breast cancers harbor an amplification of *PHGDH* leading to a corresponding overexpression of this serine biosynthesis enzyme^34,35^. *PHGDH* amplified breast cancer cell lines are dependent on de novo serine synthesis for their proliferation^36^. High tumor cell-specific PSPH expression was observed in hepatocellular carcinoma and associated with inferior patient survival^21^. Constitutive PSPH expression has been shown to induce tumor progression in an in vivo model of hepatocellular carcinoma, while shRNA targeting of PSPH reduced the tumor burden in the same model^21^. Here, we show that de novo serine/glycine synthesis is increased via PSPH upregulation upon the introduction of the T-ALL-specific *RPL10 R98S* mutation. Conditioned medium of *RPL10 R98S* cells contained higher serine and glycine levels, and we showed that exposure of wild type cells to extra serine or glycine promotes their proliferation and survival. Whilst the lack of a dose-dependent effect of serine addition to RPL10 R98S-conditioned Ba/F3 medium does not necessarily imply that another factor is involved, this remains a possibility. Furthermore, our results support that enhanced reversible serine/glycine turnover within the leukemia cells mainly functions to fuel formate generation, which can serve for purine synthesis of T-ALL cells (Fig. 8). In contrast to naïve T-cells, activated T-cells also show increased serine catabolism into formate for purine synthesis^37^. While normal T-cells are mainly dependent on exogenous uptake of serine/glycine from the environment, *RPL10 R98S* cells show a high dependence on PSPH-driven endogenous serine/glycine synthesis for the generation of formate to fuel purine synthesis^37^. High expression levels of PSPH was not unique to RPL10 R98S-positive T-ALL samples, supporting that other unknown mechanisms contribute to high PSPH expression in T-ALL. Therefore, the RPL10 R98S mutation may not be the sole event identifying patients that may benefit from PSPH inhibition.

**Fig. 8:**
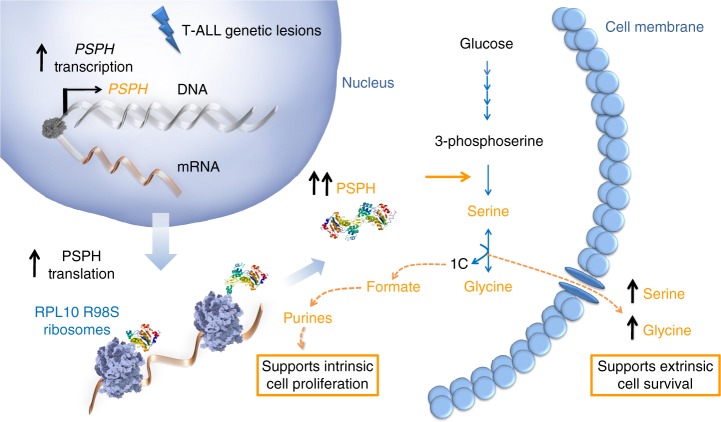
Schematic overview of PSPH upregulation in T-ALL. T-ALL cells display increased PSPH expression, which is mediated by transcriptional and translational upregulation in cells with the *RPL10 R98S* mutation. Overexpression of PSPH promotes serine/glycine production that supports the survival of neighboring cells. Moreover, serine catabolism fuels formate production and subsequent purine synthesis that enhances proliferation of the leukemic cell itself

In addition to PSPH upregulation, we describe a general induction of serine synthesis enzymes in T-ALL samples. PHGDH and PSPH are not located in regions that are recurrently amplified in T-ALL^10,38^. However, increased serine synthesis has been described in Cyclin D3:CDK4/6 complex driven T-ALL as a side effect from inhibition of glycolysis enzymes 6-phosphofructokinase (PFKP) and pyruvate kinase M2 (PKM2), causing redirection of glycolytic intermediates into the pentose phosphate (PPP) and serine pathways^39^. Targeting the serine pathway in T-ALL may represent an attractive therapeutic approach. For example, it has previously been shown that the CDK4/6 inhibitor palbociclib indirectly inhibits the serine pathway by increasing the endogenous activity of PFKP and PKM2^39^. In our *RPL10 R98S* model, it can be hypothesized that cells might be sensitive to palbociclib-induced activation of PFKP and PKM2 to counteract the enhanced expression and activity of the PSPH-driven serine synthesis in this T-ALL subset.

In conclusion, we describe the importance of PSPH in human T-ALL, which can be transcriptionally and translationally upregulated by the introduction of the ribosomal *RPL10 R98S* mutation. Our data emphasize a regulatory function of a ribosomal protein mutation in the metabolic rewiring of leukemic cells.

## Methods

### Datasets

All RNA sequencing and proteomics datasets were generated from isogenic mouse lymphoid Ba/F3 cells engineered to express the *WT* or *R98S* mutant allele of the human *RPL10* gene^11^, with three independent *WT* and three *R98S* cell clones analyzed in each experiment.

### Polysomal RNA sequencing and matched total mRNA sequencing

Up to three polysome associated and matched total mRNA sequencing libraries were generated for each of the three monoclonal Ba/F3 cultures expressing either *WT* or *R98S RPL10*^11^. Briefly, polysomal fractions (fractions containing at least two ribosomes, see Supplementary Fig. 17) were pooled and RNA was extracted using the phenol/chloroform method with inclusion of an extra washing step with 70% ethanol. Libraries were generated from total mRNA and polysome bound RNA using the TruSeq Stranded mRNA Sample Prep Kit (Illumina) and were sequenced on an Illumina 500 instrument.

### Supplementary total mRNA sequencing dataset

Five million cells were treated with cycloheximide (CHX, 100 μg/ml) for 5 min, followed by RNA isolation using the Maxwell 16 LEV simplyRNA Cells Kit (Promega). Sequencing libraries were generated using the TruSeq Stranded mRNA Sample Prep Kit (Illumina) and were sequenced on an Illumina HiSeq 2500 instrument.

### Ribosome footprinting and matched total mRNA sequencing

Two hundred million cells were treated with CHX (100 μg/ml) for 5 min and lysed in buffer (20 mM Tris–HCl, pH 7.8, 100 mM KCl, 10 mM MgCl_2_, 1% Triton X-100, 2 mM DTT, 100 μg/ml CHX, and complete protease inhibitor). Lysates were centrifuged at 5200× *g* and the supernatant was digested with 2 U/μl of RNase I (Thermo Scientific) for 40 min at room temperature. Lysates were fractionated on a linear sucrose gradient (7–47%) using the SW-41Ti rotor at 28,3807×*g* for 2 h. Fractions enriched in ribosomes were pooled and treated with proteinase K (Roche) in a 1% SDS solution. Released RNA fragments were purified using Trizol. For library preparation, RNA was gel-purified on a denaturing 10% polyacrylamide urea (7 M) gel. A section corresponding to 30–33 nucleotides was excised, eluted, and ethanol precipitated. The resulting fragments were 3′-dephosphorylated using T4 PNK (New England Biolabs) for 4 h at 37 °C in 2-(N-morpholino)ethanesulfonic acid (MES) buffer (100 mM MES–NaOH, pH 5.5, 10 mM MgCl2, 10 mM β-mercaptoethanol, 300 mM NaCl). 3′ adaptor was added with T4 RNA ligase 1 (New England Biolabs) for 2.5 h at 37 °C. Ligation products were 5′-phosphorylated with T4 polynucleotide kinase for 30 min at 37 °C. 5′ adaptor was added with T4 RNA ligase 1 for 18 h at 22 °C. The resulting fragments were incubated with a biotinylated ribosomal RNA (rRNA) oligo pool (10 μM each, see Supplementary Data 9) for 10 min at 37 °C, upon short denaturation at 95–100 °C for 1 min, followed by rRNA depletion using MyOne Streptavidin C1 DynaBeads (Thermo Fisher Scientific). The resulting rRNA-depleted fragments were reverse transcribed using the SuperScript III cDNA synthesis kit. Samples were PCR-amplified for 15 cycles and the products were multiplexed and sequenced on an Illumina HiSeq 2500 platform. Matched total mRNA samples were processed as described in the previous section.

### Pre-processing and genome mapping

Reads from Polysomal RNA sequencing and matched mRNA sequencing libraries^11^ were processed as following. The first 5′ nucleotide was removed using seqtk (https://github.com/lh3/seqtk), as it frequently represents an untemplated addition from reverse transcription^40^. For ribosome footprinting libraries, adapters were trimmed using fastq-mcf (https://code.google.com/p/ea-utils/), and only clipped reads of a minimum length of 20 nucleotides were kept. rRNA and tRNA contamination was computationally removed by mapping to tRNA and rRNA references using Bowtie2^41^ and collecting only unaligned reads. These reads were then aligned to the mouse mm10 reference genome and to spliced transcripts using Tophat v2.0.11^42^. Only primary alignments with mapping quality (mapqual) ≥ 10 were retained. For ribosome footprinting, only reads aligned to the CDS and excluding those aligned to the first 15 and last five codons due to the accumulation of ribosomes^43,44^ were considered for feature counting. For reads from mRNA sequencing, feature counting was performed considering reads aligned to exons.

### Analysis of differentially expressed transcripts

DESeq2^45^ was applied on the mRNA datasets to identify differentially expressed transcripts between *R98S* and *WT* (FDR < 0.1). The genes with consistent and significant differential expression in all three available mRNA datasets (supplementary mRNA, mRNA matched to the polysome profiling, and mRNA matched to ribosome footprinting) were considered for enrichment analyses and used as input for iRegulon^14^ to identify transcription factors that may act as key regulators of the identified downregulated and up-regulated mRNAs.

### Metagene analyses around start and stop codons

Metagene profiles of ribosome footprint densities were generated for each sample around the start and stop codons, including 100 bp upstream and downstream. Only transcripts with at least 256 aligned ribosome footprints and having a known 5′ UTR and 3′ UTR were considered. Each read was represented by the most 5′ mapped nucleotide and read counts per position were averaged over all transcripts and normalized for the number of mapped reads.

### Ribosome footprint density profiles

Ribosome footprint density profiles along the mRNAs of interest were generated using alignments from transcriptome mapping. The position of the most 5′ mapped nucleotide for each read is shown. The number of ribosome footprints per position was normalized for the transcriptome mapped library size and averaged between three replicates per condition. Transcriptome mapping was performed using a custom non-redundant transcriptome containing only the longest isoform of validated or manually annotated protein-coding transcripts for each gene. The Bowtie^46^ mapping program was used in three steps with progressively lower stringency in order to optimize the number of mapped reads. First, only uniquely aligned reads with no mismatches in the seed were retained; then, remaining reads were mapped again and uniquely mapping reads with one mismatch in the seed were retained; finally, the remaining unmapped reads were mapped allowing for one mismatch in the seed and non-unique alignment.

### TE calculation

The abundance of ribosome footprints of an mRNA depends on the translation rate and on the level of mRNA expression. Therefore, TE is commonly estimated as the ratio between ribosome footprint counts (ribosome protected fragments, RPF) and expressed mRNA counts (mRNA) (TE = RPF/mRNA). Differences in TE between *R98S* and *WT* conditions were calculated as TE(*R98S*)/TE(*WT*). The Babel R package^16^ was used to estimate the statistical significance of TE differences between *WT* and *R98S*. TE calculations on polysomal RNA sequencing were described previously^11^.

### Enrichment analyses

Enrichment for pathways (KEGG) or Gene Ontology functional categories (GO Biological Process Non-Redundant) was calculated using WebGestalt^47^ with a minimum of two genes and with *p*-adj < 0.1 (hypergeometric test with Benjamini–Hochberg correction) for genes showing significant changes in transcription or TE between the RPL10 R98S and WT condition.

### Cell cultures

RPL10 R98S positive leukemia cells only express mutant RPL10^5.^ To mimic this, Ba/F3 cells (DSMZ) were transduced with retroviral vectors encoding human WT or R98S RPL10 cDNAs and endogenously expressed Rpl10 was knocked down with an Rpl10-targeting shRNA. Liquid cultures were established from single cell colonies grown in Clonacell-TCS medium (Stemcell technologies) followed by selection of cultures with ≥ 90% knock-down of endogenous Rpl10 as determined by qPCR. Expression of RPL10 R98S and knock-down of endogenous Rpl10 were confirmed by Sanger sequencing of cDNA. Cells derived from three monoclonal RPL10 WT or R98S-expressing Ba/F3 cultures were used for all the experiments. For Ba/F3 media exchange experiments, cells were cultured for 5 days without medium exchange or sub-culturing of the cells (overgrowth condition). At that point, half of the culture media was replaced by either *RPL10 WT-*conditioned media or *RPL10 R98S*-conditioned media in the presence or absence of 20 μM serine for 2 days, after which the cultures were analyzed for viable cell counts on a MACSQuant VYB (Miltenyi) by propidium iodide (PI) exclusion.

To set up hematopoietic cell cultures from lineage negative bone marrow cells, Rpl10 R98S conditional knock-in mice^11^ were crossed to Mx1-Cre C57Bl/6 mice (B6.Cg-Tg(Mx1-cre)1Cgn/J strain Jackson Laboratories). Lineage-negative cells were isolated (EasySep Mouse Hematopoietic Progenitor Cell enrichment kit, Stemcell Technologies) from 6 to 8 weeks old Mx1-Cre Rpl10^cKI R98S^ and from Rpl10^cKI R98S^ control mice. Cells were plated at 2000 cells/ml in Methocult GF M3534 medium (Stemcell Technologies) containing 1250 units/ml of IFNβ (R&D systems) to induce recombination of the conditional Rpl10 R98S allele. After 10–15 days, cells were replated in fresh Methocult GF M3534 medium or analyzed as indicated. Expression of the R98S mutation upon Cre recombination was confirmed by Sanger sequencing of cDNA of the region encoding Rpl10 R98.

Jurkat, DND41, RPMI8402, and KE37 T-ALL cell lines were obtained from Leibniz-Institute DSMZ and grown in RPMI-1640 with 20% fetal calf serum. Used cells were mycoplasma negative. RPMI8402 and DND41 were authenticated by confirming unique NOTCH1 mutational status.

Jurkat cells carrying the *RPL10 R98S* mutation were generated by CRISPR/Cas9 genome editing. Jurkat cells were transduced with lentiCRISPR-Cas9, a lentiviral Cas9 encoding plasmid. These Jurkat cells were then electroporated (6 square wave pulses, 0.1 ms interval, 175 V) with a pX321 vector^48^ containing an RPL10 targeting gRNA (5′-TCTTGTTGATGCGGATGACG-3′) and with a 127-nt donor oligo encoding the RPL10 R98S allele, as well as three silent mutations to avoid re-recognition and cutting by the gRNA-Cas9 complex (5′-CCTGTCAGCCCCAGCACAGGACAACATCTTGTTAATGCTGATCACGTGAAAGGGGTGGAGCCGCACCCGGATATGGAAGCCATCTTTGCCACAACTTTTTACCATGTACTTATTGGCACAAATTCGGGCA-3’; Integrated DNA Technologies). Following electroporation, cells were incubated for 48 h in the presence of 500 nM SCR7 (Sigma-Aldrich), followed by single cell sorting (BD FACSAria I) into 96-well plates. Growing clones were expanded and screened for the desired modification using a PCR approach with primers distinguishing the *WT* from the *R98S* allele (Fw_WT: 5′-CTTCCACGTCATCCGCATC-3′; Fw_R98S: 5′-CCTTTCACGTGATCAGCATT-3′; Rev_WTandR98S: 5′-GCTCTGATAAAATAATGCAA GCCTA-3′). Finally, *RPL10* mutational status was confirmed by Sanger sequencing.

### Lentiviral vectors

shRNA sequences targeting PSPH (#1 ATTCTACTTTAACGGTGAATA; #2 AGTCGCCTACAGGAGCGAAAT) or scrambled control were inserted into a pLKO1-mCherry vector (Supplementary Fig. 12A). Lentiviral particles were generated by co-transfection of the pLKO1-mCherry plasmids with packaging plasmid psPAX2 and the envelope plasmid pMD2.G (VSV-G) into Hek293T cells using GeneJuice Transfection Reagent (Merck Millipore). Leukemic cells were incubated overnight with lentiviral supernatants after which stably transduced cells were expanded and injected into NSG mice. Transduction efficiencies reached above 80% (Supplementary Fig. 12B).

### ^13^C Tracer analysis

Labeling experiments were performed in glucose-free RPMI supplemented with ^13^C_6_-glucose to a final concentration of 11.1 mM and with 10% dialyzed serum for 48 h. ^13^C_6_-glucose tracer was purchased from Sigma-Aldrich. Fifty milliliters of falcon tubes with methanol 60% and 10 mM ammonium acetate were precooled in a dry ice–ethanol bath (−40 °C) for 20 min. Cells in suspension were transferred with a 1000 μl pipette from the culture plates to 15 ml falcon tubes and pelleted by centrifugation (300×*g*, 3 min, room temperature) to remove excess of medium. Medium was aspirated and the remaining cell pellet was immediately added to the 50 ml falcon tube containing 5 ml of the quenching solution at −40 °C. Cells were pelleted by centrifugation (600×*g*, 30 s, room temperature) and the supernatant was removed by quickly inverting the tube. The cell pellet was washed a second time with quenching solution (−40 °C). After the second wash, the cell pellet was stored at −80 °C.

Metabolites extraction was achieved by a cold two-phase methanol–water–chloroform extraction. The samples were resuspended in 800 µl of precooled 60% methanol followed by addition of 500 µl of precooled chloroform. Samples were vortexed for 10 min at 4 °C and then centrifuged (max. speed, 10 min, 4 °C). The methanol–water phase containing polar metabolites was separated and dried using a vacuum concentrator at 4 °C overnight. The samples were stored at −80 °C. Polar metabolites were analyzed by GC–MS and LC–MS.

For GC–MS measurement, polar metabolites were derivatized with 20 mg ml^−1^ methoxyamine in pyridine for 90 min at 37 °C and subsequently with N-(tert-butyldimethylsilyl)-N-methyl-trifluoroacetamide, with 1% tert-butyldimethylchlorosilane for 60 min at 60 °C. Metabolites were measured with a 7890A GC system (Agilent Technologies) combined with a 5975C Inert MS system (Agilent Technologies). One microliter of sample was injected onto a DB35MS column with a split ratio1 to 3, and an inlet temperature of 270 °C. The carrier gas was helium with a flow rate of 1 ml min^−1^. For the measurement of polar metabolites, the GC oven was held at 100 °C for 1 min and then ramped to 105 °C at 2.5 °C/min and with a gradient of 2.5 °C/min finally to 320 °C at 22 °C/min. The MS system was operated under electron impact ionization at 70 eV and a selected-ion monitoring (SIM) mode was used for the measurement of metabolites. Mass distribution vectors were extracted from the raw ion chromatograms using a custom Matlab M-file, which applies consistent integration bounds and baseline correction to each ion. Data were corrected for naturally occurring isotopes^49^.

For the detection of metabolites by LC–MS, a Dionex UltiMate 3000 LC System (Thermo Scientific) with a thermal autosampler set at 4 °C, coupled to a Q Exactive Orbitrap mass spectrometer (Thermo Scientific) was used for the separation of polar metabolites. After the injection of 15 μl of sample, the separation of metabolites was achieved with a flow rate of 0.25 ml/min, at 40 °C, on a C18 column (Acquity UPLC HSS T3 1.8 µm 2.1 × 100 mm). A gradient was applied for 40 min (solvent A: 0 H_2_O, 10 mM tributyl-amine, 15 mM acetic acid—solvent B: Methanol) to separate the targeted metabolites (0 min: 0%B, 2 min: 0%B, 7 min: 37%B, 14 min: 41%B, 26 min: 100%B, 30 min: 100%B, 31 min: 0%B; 40 min: 0%B).

The MS operated in negative full scan mode (*m*/*z* range: 70–1050 and 300–800 from 8 to 25 min) using a spray voltage of 4.9 kV, capillary temperature of 320 °C, sheath gas at 50.0, auxiliary gas at 10.0. Data was collected using the Xcalibur software (Thermo Scientific) and analyzed with Matlab for the correction of natural abundance and to determine the isotopomer distribution, using the same method as described above for the analysis of GC–MS data.

### Formate assays

Cellular formate levels were determined according to manufacturer’s protocol (Formate assay, Biovision). In this assay, formate is oxidized and resulting NAD(P)H levels generate a colored product that was measured on a VICTOR platereader (Perkin Elmer) at *λ* = 450 nm to quantify formate. Correction for protein input was done using the Bradford method and readings of background NAD(P)H levels were subtracted from all samples.

### Flow cytometry

Proliferation was measured by counting viable cells over time (growth curve), and cell cycle was analyzed by bromodeoxyuridine (BrdU) incorporation and/or propodium iodide (PI) staining. BrdU incorporation was measured following 70% EtOH fixation, HCl denaturation, EDTA neutralization, and BrdU-FITC antibody staining (Thermo Fisher). PI cell cycle analysis required 70% EtOH fixation followed by 1 h incubation with PI solution (25 μg/mL PI, 300 μg/ml RNAse, 0.05% Triton-X100, Sigma Aldrich) at 37 °C. Protein synthesis was assessed using O-propargyl-puromycin (OPP) incorporation according to manufacturer’s protocol with the adaptation of methanol fixation (Click-iT, Thermo Fisher). All samples were measured using a MACSQuant VYB (Miltenyi) flow cytometer and FlowJo software.

### Metabolite measurements

Plasma samples collected from T-ALL grafted NSG mice at disease end stage were analyzed by ion chromatography to determine metabolite amounts in the blood plasma. Conditioned media from cell cultures were filtered (0.45 μm) and analyzed by ion chromatography to measure metabolite leftovers in the media of cells in overgrowth condition. Ion chromatography was performed according to diagnostics criteria at Laboratory Medicine, University Hospitals Leuven, UZ Leuven, Belgium.

### Effects of serine/glycine on stromal cells and macrophages

Primary C57BL/6 mouse cells were extracted from the bone marrow (bone marrow stromal cells) by one day adherence to the culture flasks and myeloid macrophages were extracted by peritoneal lavage. Recovered cells were plated into 96-well dishes in six technical repeats per condition. Cells were cultured in RPMI-1640 containing 5 µM serine and 85 µM glycine with or without the addition of 400 μM serine or glycine, and effects on cell survival were monitored by imaging adhering cells on an IncuCyte Zoom system (Essen Bioscience), as apoptotic cells shrink and detach.

### Immunoblotting

Cells were lysed (cell lysis buffer, Cell Signaling Technology) and denatured in 1x Laemmli sample buffer (Bio-rad) containing 2-mercaptoethanol (Sigma Aldrich). Proteins were separated on Criterion Tris-Glycine eXtended gels (Bio-rad), transferred to PVDF membranes using a Trans-Blot Turbo system (Bio-rad), incubated with primary antibodies targeting PSPH (Bioconnect, 14513-1-AP, 1:1000), phospho-CDK2 (4539, 1:1000) or Helios (42427, 1:1000) (Cell Signaling Technology), and with secondary Goat Anti-Rabbit (31462, 1:2000) or Goat Anti-Mouse (31432, 1:2000) IgG-HRP antibody (ThermoFischer Scientific) or near infrared anti-Mouse (5470, 1:1000) or anti-Rabbit (5151, 1:1000) antibodies (Cell Signaling Technology). Proteins were visualized using fluorescent secondary antibodies or chemiluminescence on an Azure C600 (Azure Biosystems). Quantification was performed using LI-COR Image Studio Lite software version 5.2. Vinculin (V9131, 1:4000) or β-actin (A 1978, 1:4000) (Sigma Aldrich) were used to normalize for protein input. Immunoblots were repeated at least three times and representative blots are shown in the figures and in full size in Supplementary Fig. 18.

### Polysomal qRT-PCR analysis

Cell lysates from three Ba/F3 *RPL10 WT* and three *R98S* clones were applied on a sucrose gradient and centrifuged in order to get a distribution of monosomes and polysomes. An amount of 15 × 10^6^ cells were pelleted by centrifugation (5 min, 470×*g*) and were lysed in ice-cold 100 mM KCl, 20 mM Hepes (Life technologies), 10 mM MgCl_2_, 1 mM DTT, 1% sodium deoxycholate, 1% NP-40 (Tergitol solution, Sigma-Aldrich), 100 µg ml^−1^ cycloheximide, 1% Phosphatase Inhibitor Cocktail 2 (Sigma-Aldrich), 1% Phosphatase Inhibitor Cocktail 3 (Sigma-Aldrich), 1% Protease Inhibitor Cocktail (Sigma-Aldrich), 100 U ml^−1^ RNasin (Promega). After 10 min incubation on ice, lysates were centrifuged 5 min at 15,871×*g* and the resulting supernatant was loaded onto 10–60% sucrose density gradients (100 mM KCl, 20 mM Hepes, 10 mM MgCl_2_). Gradients were then centrifuged in a SW40Ti rotor (Beckman Coulter) at 28,3807×*g* for 150 min and polysomal fractions were monitored through a live OD254 nm measurement on a BioLogic LP System (Bio-Rad). Eleven fractions of equal volume were collected. For technical reasons, the three fractions corresponding to the highest polysomes were subsequently combined and considered as one fraction. RNA was extracted from equal volumes of the five remaining fractions using the phenol–chlorophorm method including an extra washing step with 70% ethanol followed by cDNA synthesis. On each fraction, qRT-PCR was performed for *Psph* in quadruplicate.

### Quantitative RT-PCR

RNA was extracted using the RNeasy kit (Qiagen) followed by cDNA synthesis of 4 μg RNA using random hexamer primers, and a mix of ribonuclease inhibitors, dNTPs, and GoScript reverse transcriptase (Promega). *PSPH* mRNA expression together with *GAPDH* or *Hprt* as a reference gene, were analyzed in triplicates using SYBR Green-based qRT-PCR on a CFX Connect instrument (Bio-rad laboratories). Relative mRNA expression from four technical repeats was determined using the ΔΔCt method (primer sequences, Supplementary Data 10).

### T-ALL patient samples

This study was approved by the ethics committees of UZ/ KU Leuven and Universiteit Gent (S54608 and S59975). After getting written informed consent, the mononuclear cell fraction of bone marrow from pediatric T-ALL patients was obtained and the cells were xenografted into 6–8 weeks old NSG mice. The public R2: Genomics Analysis and Visualization Platform was used to explore mRNA expression levels in pediatric T-ALL and normal bone marrow CD34+ control samples (dataset: Meijerink, MAS5.0-u133p2, this study includes 117 pediatric T-ALL and 7 normal bone marrow control samples).

### Xenografting in NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ (NSG) mice

NSG animal experiments were approved by the KU Leuven animal ethics committee (ECD; approval P179/2015). Human T-ALL patient samples were engrafted by tail vein injections of 10^6^ cells. Blood samples were obtained every 2 weeks from the facial vein. Cells were stained for 30 min with 4 μl human CD45 antibody (eBioscience) and measured by flow cytometry. Animals reaching > 90% human CD45 expressing cells in their peripheral blood were sacrificed. Terminal cardiac bleeding was performed under pentobarbital (150 mg/kg) anesthesia to obtain blood plasma. Human T-ALL patient-derived xenograft (PDX) X12, KE37, and RPMI8402 cells were transduced with scrambled or shRNAs targeting PSPH (shPSPH) and engrafted by tail vein injection of 1*10^6^ cells.

### Statistics

All statistical analyses were performed using R or IBM SPSS 23 (IBM Analytics) softwares. A two-sided Wald test was applied by DESeq2 to analyze differentially expressed transcripts. *p*-values were corrected for multiple comparisons by the Benjamini–Hochberg method. We used the two-sided *z*-test in to analyze differences in TE. Obtained *p*-values were corrected for multiple comparisons by the Benjamini–Hochberg method. A *t*-test was used by Scaffold4 for the analysis of differentially expressed proteins, as previously described^11^. Enrichment analyses performed with WebGestalt were based on a hypergeometric test with Benjamini–Hochberg correction.

A two-tailed Student’s *t*-test was used to compare *RPL10 WT* and *RPL10 R98S* conditions for all in vitro and in vivo measurements based upon Levene’s Test for Equality of Variances. For the comparisons between scrambled controls and shPSPH cells, Student’s *t*-tests were used to compare groups individually. The proliferation index was calculated by taking the mean out of at least three measurements for the fold changes in growth comparing scrambled controls and shPSPH cell cultures. The boxplots present five sample statistics; the minimum, the lower quartile, the median, the upper quartile, and the maximum, all summarized in a visual display using IBM SPSS software. Whiskers/inner fences are defined based upon the distribution of the data points, up to a maximum of 1.5 times the height of the box. Outliers are presented in each plot, when exceeding the whiskers. Rounded outliers lay in the range of 1.5–3 times the height of the box and asterisks or stars are extreme outliers that have values more than three times the height of the boxes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

Source Data

## Data Availability

The quantitative mass spectrometry dataset has been described previously (PRIDE identifier PXD005995)^11^, as well as polysomal RNA sequencing and its associated mRNA sequencing (GEO accession GSE106528)^11^ and a supplementary mRNA sequencing dataset (GEO accession GSE106528)^12^. Ribosome footprinting and matched mRNA sequencing (GEO accession GSE106528) have not been described previously. All datasets are listed in Supplementary Data 11. Number of reads and reproducibility of the high-throughput sequencing libraries are also provided in Supplementary Table 11. These datasets are linked to Figs. 1, 2 and 3 and Supplementary Figs. 1–4. There are no restrictions on data availability.

# Supplementary material for: Translatome analysis reveals altered serine and glycine metabolism in T-cell acute lymphoblastic leukemia cells
**Source:** Nat Commun. 2019 Jun 11;10:2542. doi: 10.1038/s41467-019-10508-2
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **Translatome analysis reveals altered serine and glycine metabolism in T-cell acute lymphoblastic leukemia cells**

Kim R. Kampen<sup>1†</sup>, Laura Fancello<sup>1†</sup>, Tiziana Girardi<sup>1</sup>, Gianmarco Rinaldi<sup>2,3</sup>, Mélanie Planque<sup>2,3</sup>, Sergey O. Sulima<sup>1</sup>, Fabricio Loayza-Puch<sup>4</sup>, Benno Verbelen<sup>1</sup>, Stijn Vereecke<sup>1</sup>, Jelle Verbeeck<sup>1</sup>, Joyce Op de Beeck<sup>1</sup>, Jonathan Royaert<sup>1</sup>, Pieter Vermeersch<sup>5</sup>, David Cassiman<sup>6</sup>, Jan Cools<sup>7,8</sup>, Reuven Agami<sup>9,10</sup>, Mark Fiers<sup>11</sup>, Sarah-Maria Fendt<sup>2,3</sup>, Kim De Keersmaecker<sup>1</sup>

† These authors contributed equally to this work

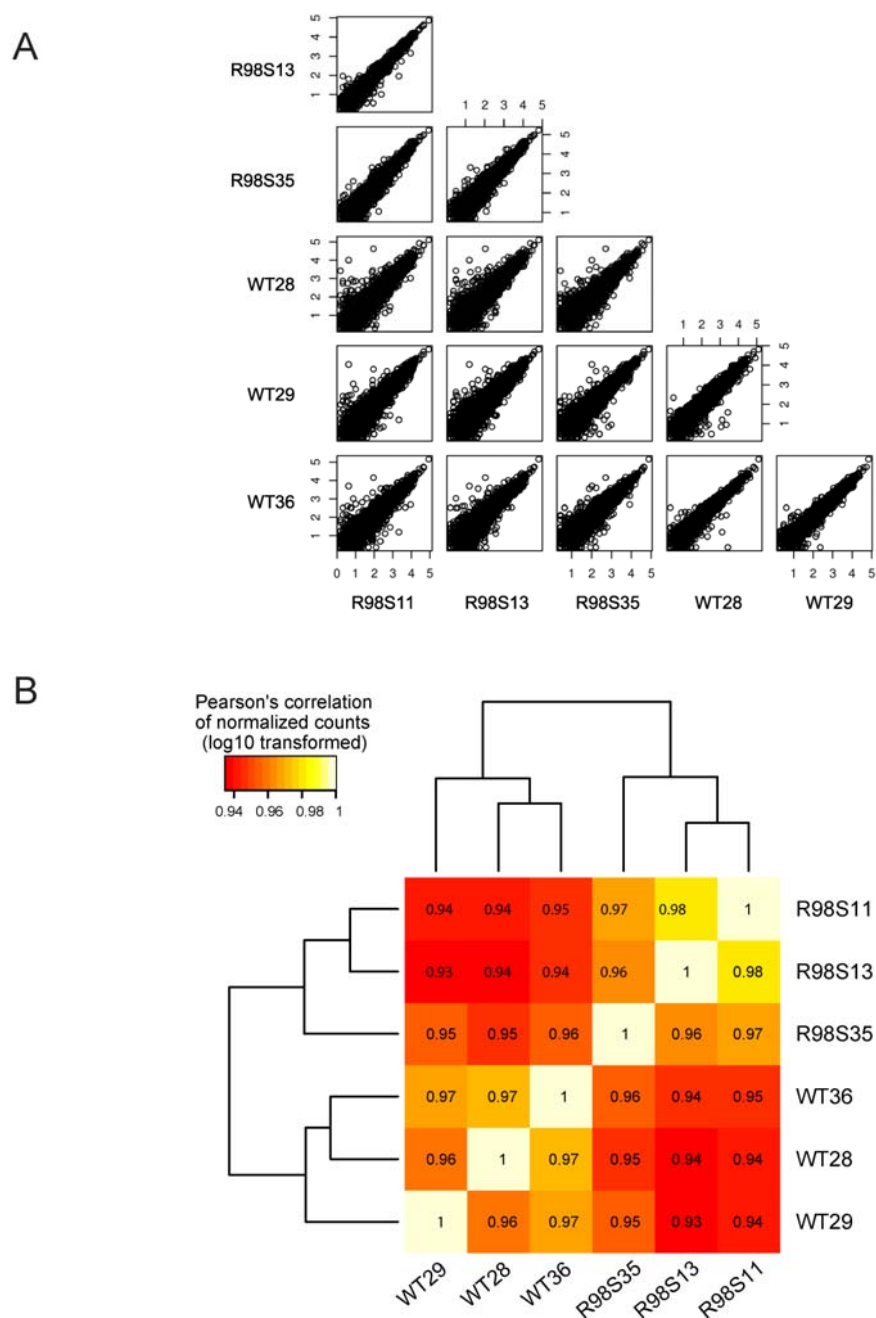

**Supplementary Figure 1. Ribosome footprinting results are highly reproducible across biological replicates.**

**A.** Correlation between biological ribosome footprinting replicates (log10-transformed normalized ribosome footprint counts). **B.** Hierarchical clustering of Pearson correlation coefficients between biological ribosome footprinting replicates (calculated on log10-transformed normalized ribosome footprint counts).

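Spearman's rho between the normalized RPF counts of clones was from 0.966 to 0.982 within the R98S genotype and from 0.962 to 0.977 within the WT genotype, and from 0.938 to 0.963 between genotypes. It does not depend on the logarithm.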

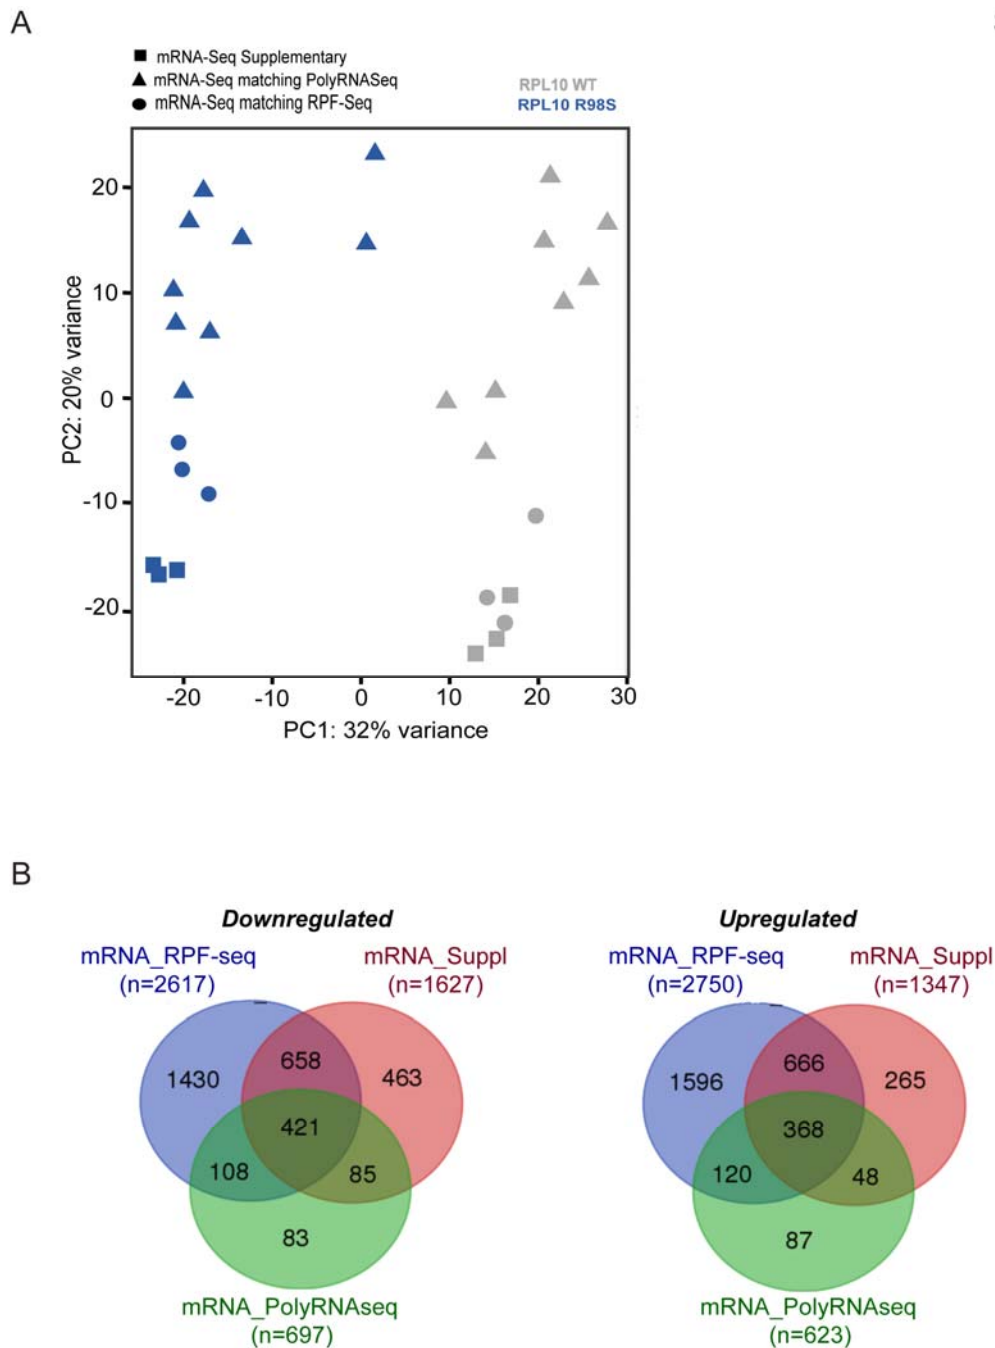

**Supplementary Figure 2. Analysis of three total mRNA sequencing datasets identifies consistent transcriptional changes between *RPL10* WT and *R98S* cells**

**A.** Principal component analysis based on total mRNA levels (DESeq2 normalized read counts). Three different total mRNA sequencing datasets are represented: the dataset matching the ribosome footprinting, the one matching polysomal RNA sequencing and a third independent one. **B.** Venn diagrams showing the overlap of differentially expressed genes (DESeq2 FDR<0.1, two-sided Wald test with Benjamini-Hochberg correction, n=3 biologically independent *RPL10* WT and *R98S* Ba/F3 clones) identified in each mRNA sequencing dataset. mRNA\_PolyRNAseq: mRNA dataset matching polysomal RNA sequencing; mRNA\_RPF-seq: mRNA dataset matching ribosome footprinting; mRNA\_Suppl: additional mRNA dataset.

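For the mRNA dataset matching ribosome footprinting, DESeq2's Wald test on the recovered reads, run on the 11344 genes with a mean normalized count of at least 10, called 591 genes higher and 692 lower in R98S clones at an adjusted p under 0.1. The quasi-likelihood test of edgeR on the same reads called 356 and 445. For RPF, DESeq2 called 469 and 626 genes and edgeR 330 and 472.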

A

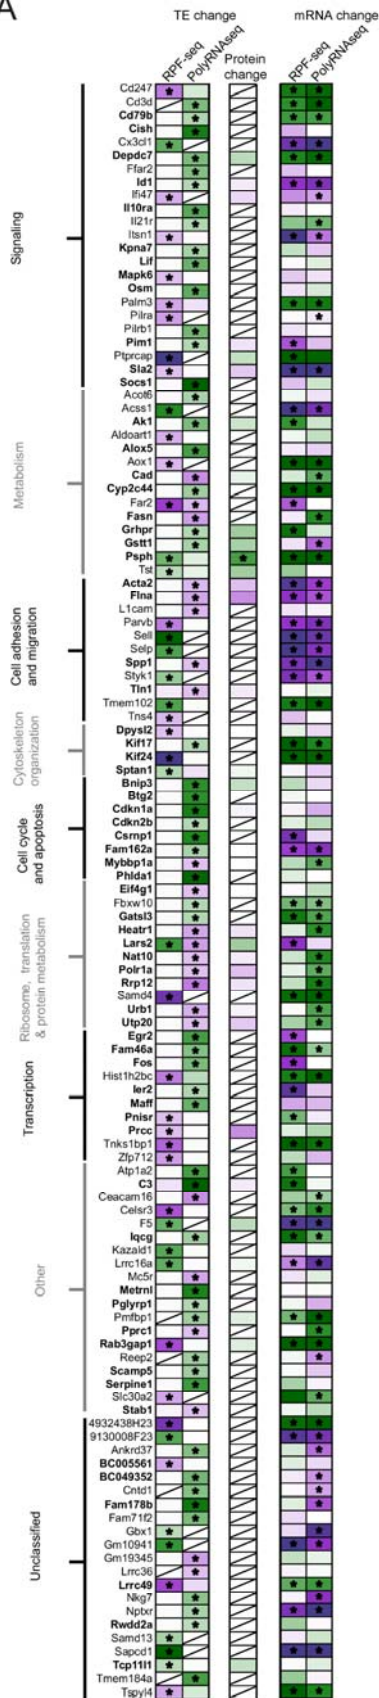

B

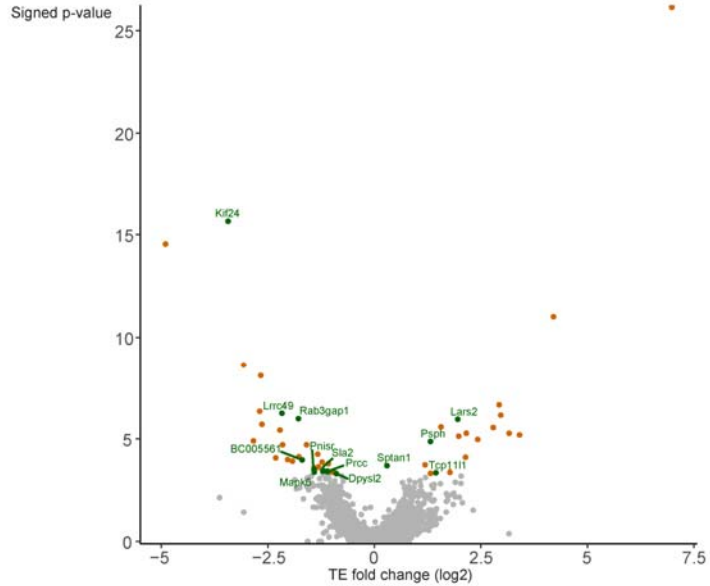

C

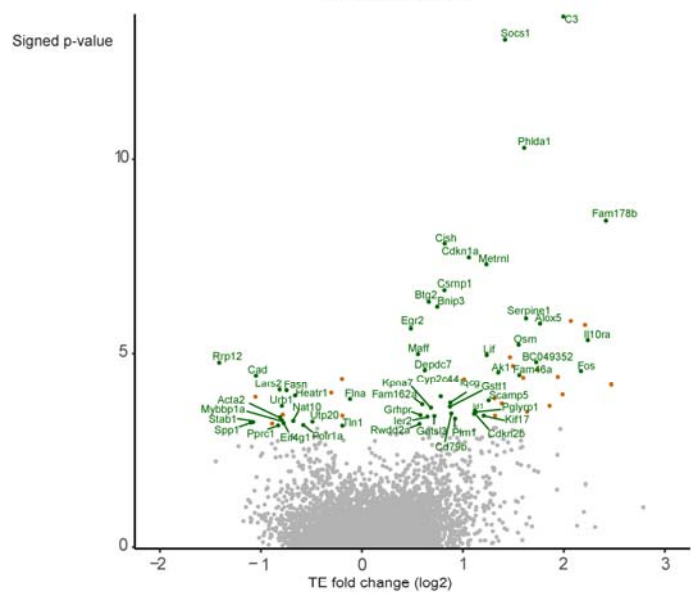

D

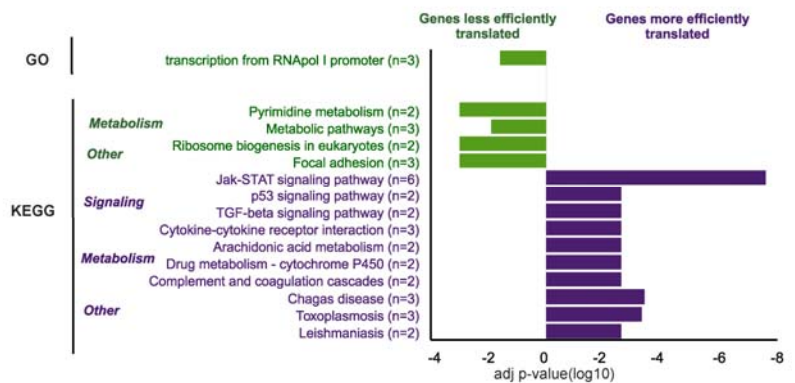

**Supplementary Figure 3. Genes with significant differences in translational efficiency (TE) between *RPL10 R98S* and *RPL10 WT* cells.**

**A.** Heatmap representing all protein-coding genes with significant changes in TE (Babel, Z-test with Benjamini-Hochberg correction,  $FDR < 0.1$ ,  $n=3$  biologically independent *RPL10 WT* and *R98S Ba/F3* clones), identified in ribosome footprinting (RPF-seq) or polysomal RNA sequencing (PolyRNAseq). For each of these genes, the corresponding protein level change (Protein change, quantitative mass spectrometry) is reported. Changes in total mRNA (mRNA change, DESeq2), according to the total mRNA dataset matching ribosome footprinting (RPF-seq) or polysomal RNA sequencing (PolyRNAseq) are also shown. The color scale represents the signed p-value for the significance of the change. Statistically significant changes are indicated by a star (\*) and correspond to  $FDR < 0.1$  for TE changes (Babel, Z-test with Benjamini-Hochberg correction,  $n=3$  biologically independent *RPL10 WT* and *R98S Ba/F3* clones) and for mRNA changes (DESeq2, two-sided Wald test with Benjamini-Hochberg correction,  $n=3$  biologically independent *RPL10 WT* and *R98S Ba/F3* clones) and  $p\text{-value} < 0.01$  for protein changes (T-test on normalized spectra from quantitative mass spectrometry,  $n=3$  biologically independent *RPL10 WT* and *R98S Ba/F3* clones). Genes discarded in Babel analysis because of insufficient ( $< 10$ ) mRNA reads to calculate TE or genes with no corresponding protein measurement are indicated as not available. The 67 genes with higher sequencing coverage (more than 10 reads per sample in ribosome footprinting and/or polysomal RNA sequencing and in their matching mRNA) which are retained for further analyses are indicated in bold. **B.-C.** Volcano plots displaying differences in TE between *RPL10 R98S* and *RPL10 WT* in ribosome footprinting (B) or polysomal RNA sequencing (C). Orange dots: genes with a significant difference in TE (Babel, Z-test with Benjamini-Hochberg correction,  $FDR < 0.1$ ,  $n=3$  biologically independent *RPL10 WT* and *R98S Ba/F3* clones); Green dots: genes with a significant TE difference (Babel, Z-test with Benjamini-Hochberg correction,  $FDR < 0.1$ ,  $n=3$  biologically independent *RPL10 WT* and *R98S Ba/F3* clones) and higher sequencing coverage (more than 10 reads per sample in ribosome footprinting and/or polysomal RNA sequencing and in their matching total mRNA dataset) which are retained for further analyses. **D.** Significant enrichment (adjusted  $p\text{-value} < 0.1$ , hypergeometric test with Benjamini-Hochberg correction) in Gene Ontology (GO) biological process categories or KEGG pathways (KEGG) for the restricted subset of 67 genes presenting differential TE in *RPL10 R98S* and higher sequencing coverage. Adjusted p-values were calculated by hypergeometric test using the WebGestalt online platform<sup>1</sup> and reported as log10-transformed. n: number of genes differentially expressed.

A

| Model                                       | mRNA<br>(RPF-Seq) | TE<br>(RPF-Seq) | mRNA<br>(PolyRNASeq) | TE<br>(PolyRNASeq) | AIC    | Adjusted R-squared |
|---------------------------------------------|-------------------|-----------------|----------------------|--------------------|--------|--------------------|
| Prot FC ~ mRNA FC                           | ✓                 |                 |                      |                    | 521.02 | 0.344              |
| Prot FC ~ mRNA FC + TE FC                   | ✓                 | ✓               |                      |                    | 515.12 | 0.363              |
| Prot FC ~ mRNA FC                           |                   |                 | ✓                    |                    | 526.61 | 0.328              |
| Prot FC ~ mRNA FC + TE FC                   |                   |                 | ✓                    | ✓                  | 505.52 | 0.389              |
| Prot FC ~ mRNA FC + TE FC + mRNA FC + TE FC | ✓                 | ✓               | ✓                    | ✓                  | 502.19 | 0.403              |

B

Prot FC ~ 0.29 + 0.98 mRNA FC

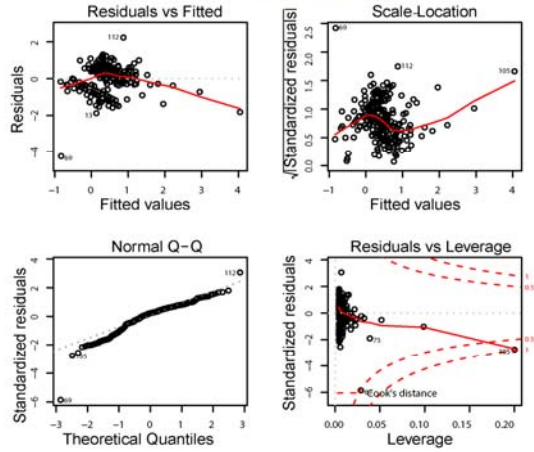

C

Prot FC ~ 0.29 + 0.99 mRNA FC + 0.44 TE FC

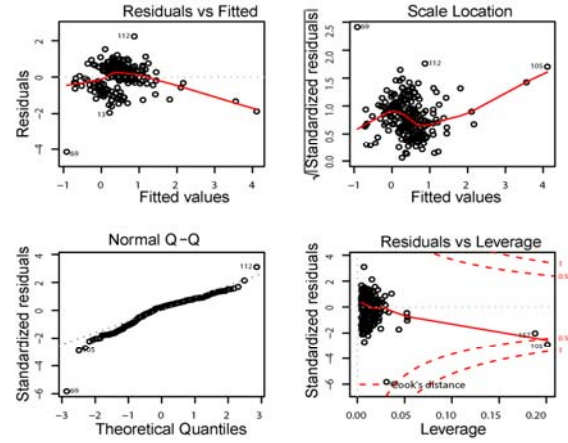

D

Prot FC ~ 0.29 + 0.85 mRNA FC

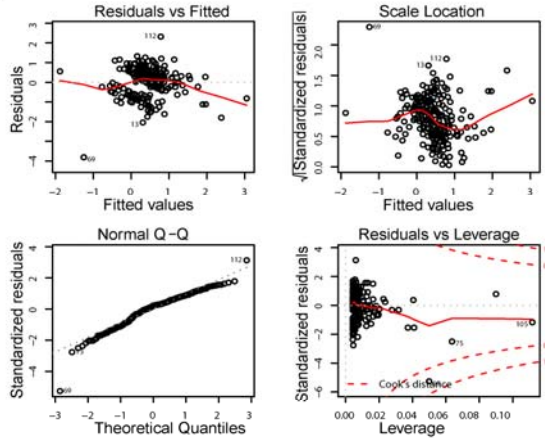

E

Prot FC ~ 0.33 + 0.84 mRNA FC + 0.77 TE FC

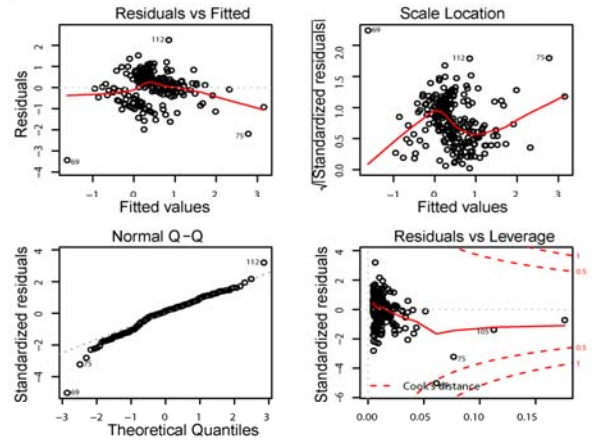

F

Prot FC ~ 0.33 + 0.41 mRNA FC + 0.52 mRNA FC + 0.3 TE FC + 0.6 TE FC

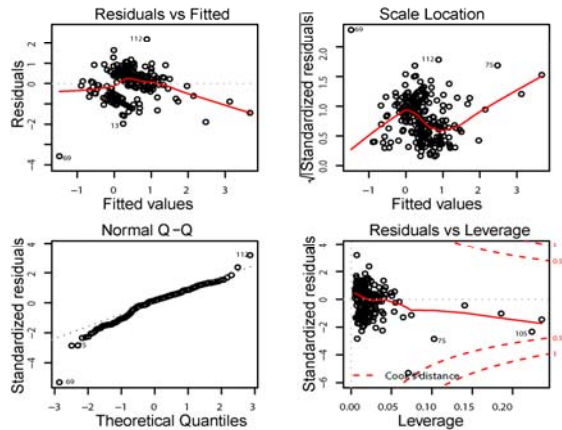

**Supplementary Figure 4. Linear regression models based on mRNA and TE changes from combined ribosome footprinting and polysomal RNA sequencing better predict significant protein changes.**

**A.** Comparison of linear regression models. Each model is defined by a linear equation and the variables used as predictors are indicated by ✓. The Akaike's Information Criterion (AIC) is a measure of the quality of a model based on the deviance and penalizing complex models which include irrelevant predictors. The lower the AIC score, the better the model. The coefficient of determination (adjusted  $R^2$ ) is also reported as a measure of the proportion of total variation of significant protein changes that is explained by regression. **B.-F.** Diagnostic graphs for each linear regression model described by the linear equation on top. The blue color indicates predictors originating from ribosome footprinting and/or its matching mRNA dataset. The green color indicates predictors originating from polysomal RNA sequencing and/or its matching mRNA dataset. Diagnostic plots show that residual errors are random and normally distributed and that no outliers heavily affect the results, indicating good quality of the regression. Indeed, the residual errors (upper left) or square root of the standardized residuals (upper right) plotted versus their fitted values are randomly distributed around the horizontal line, with no obvious trend. The standard Q-Q plot (bottom left) shows that residual errors are normally distributed. Finally, the bottom right plot reports for each point its importance in determining the regression result (leverage). Cook's distance is also reported: distances larger than 1 may suggest the presence of an outlier).

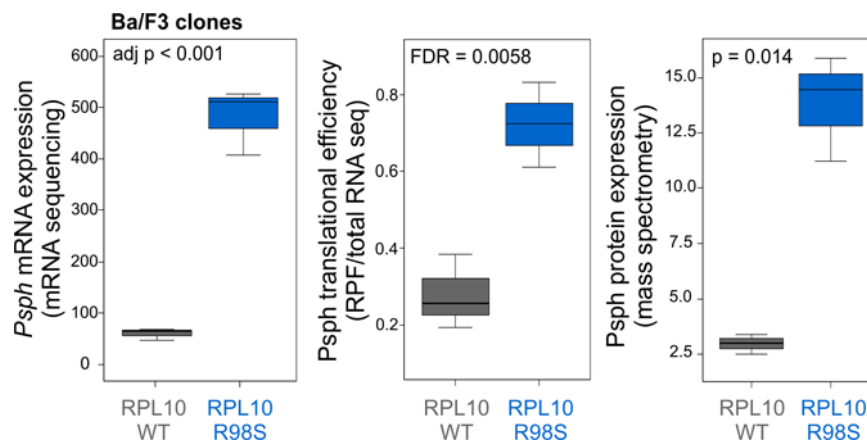

**Supplementary Figure 5. *Psph* transcriptional and translational regulation in Ba/F3 *RPL10* WT and *R98S* cells.**

Left: *Psph* mRNA expression levels as measured by total mRNA sequencing. 

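The mRNA of *Psph* was at 527, 512 and 407 normalized counts in R98S clones 11, 13 and 35 and at 64.4, 67.6 and 46.2 in WT clones 28, 29 and 36.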

Middle: *Psph* translational efficiency based on ribosome footprinting counts and normalized for total mRNA levels. 

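For *Psph*, the normalized RPF counts were 382, 426 and 249 in R98S clones 11, 13 and 35 and 12.4, 26.0 and 11.9 in WT clones 28, 29 and 36. The resulting TE was 0.724, 0.832 and 0.610 in the R98S clones and 0.193, 0.385 and 0.257 in the WT clones. The WT values rest on few footprints, which limits the precision of the TE ratio.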

Right: *Psph* protein expression levels detected by quantitative mass spectrometry. Box-plots show the median and error bars define data distribution of three *RPL10* WT (grey) clones and three *R98S* (blue) Ba/F3 clones. A two-sided Wald test with Benjamini-Hochberg correction was used for differences in mRNA expression levels, a Z-test with Benjamini-Hochberg correction for difference in TE and a T-test for differences in protein expression levels ( $n=3$  biologically independent Ba/F3 clones for *RPL10* WT and *R98S* conditions).

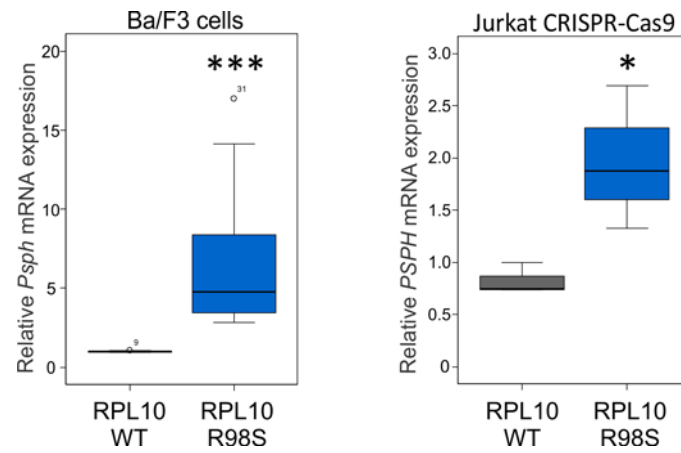

**Supplementary Figure 6. qRT-PCR analysis of *PspH* mRNA expression levels in *RPL10* WT and *R98S* cell models.**

*PspH* mRNA expression levels in three *RPL10* WT and three *R98S* Ba/F3 clones (left) and in CRISPR-Cas9 engineered Jurkat *RPL10* WT and *R98S* cells. Box-plots show the median and error bars define data distribution. \* p-value < 0.05; \*\*\* p-value < 0.001. P-values were calculated using a two-tailed student's t-test.

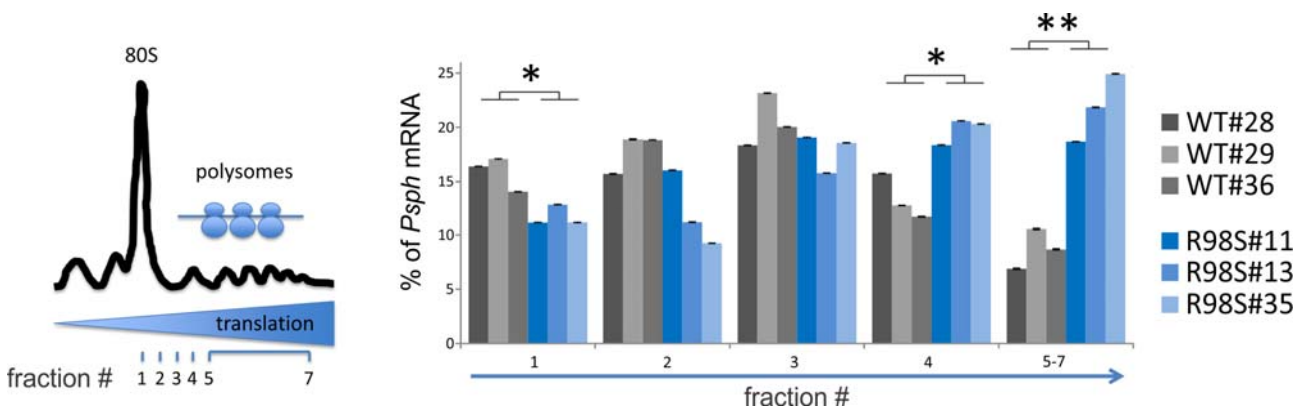

**Supplementary Figure 7. *PspH* translational upregulation in Ba/F3 *RPL10* *R98S* cells.**

Left: Representative Ba/F3 polysome profile with indication of the fractions that were analyzed by qRT-PCR. Cell lysates from 3 *RPL10* WT Ba/F3 cell clones and 3 *RPL10* *R98S* Ba/F3 cell clones were applied on a sucrose gradient and fractionated into 7 fractions as indicated. For technical reasons, the three fractions corresponding to the heaviest polysomes (fractions 5-7) were combined and considered as 1 fraction. RNA was extracted from equal volumes of the 5 remaining fractions, reverse transcribed, and qRT-PCR was performed for the *PspH* mRNA. Right: Distribution of the *PspH* mRNA over the different fractions as assessed by qRT-PCR in three technical repeats. The % of *PspH* mRNA in the analyzed fraction is shown, with the *PspH* mRNA in all fractions of that sample together being 100%. The plot illustrates a shift in the distribution of ribosome bound *PspH* mRNA towards the most actively translating polysomal fractions in *RPL10* *R98S* (blue bars) cells as compared to WT (grey bars) cells. Data are presented as mean  $\pm$  SD. Statistical analysis \* p-value < 0.05, \*\* p-value < 0.01. P-values were calculated using a two-tailed student's t-test.

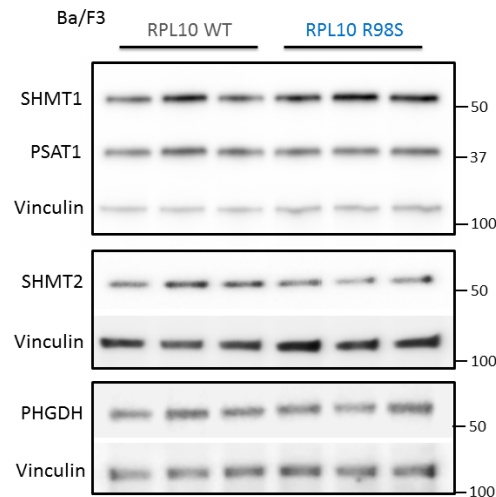

**Supplementary Figure 8. Protein expression of other serine/glycine synthesis enzymes besides PSPH**

PHGDH, PSAT1, SHMT1, and SHMT2 protein expression levels in *RPL10* WT (grey) and *R98S* (blue) Ba/F3 clones as detected by immunoblot analysis (n=3 versus n=3).

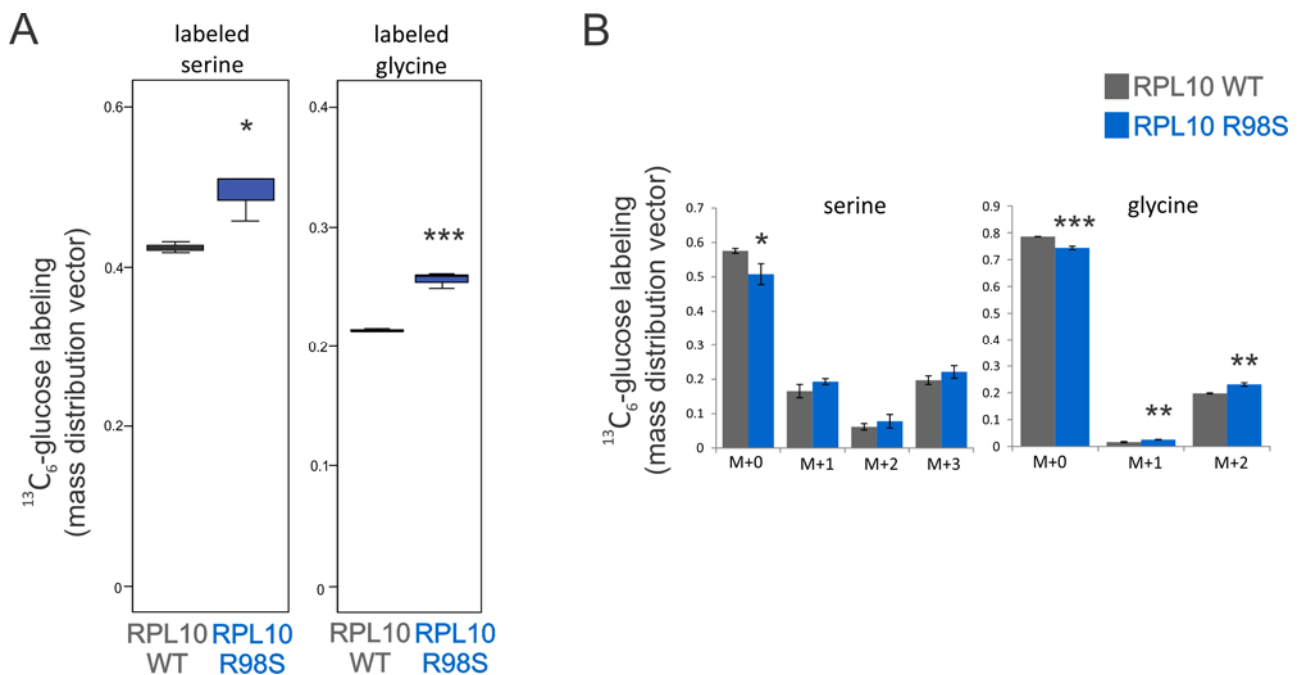

**Supplementary Figure 9. Serine/glycine synthesis upregulation in *RPL10* *R98S* Jurkat T-ALL cells.**

Metabolic tracer analysis using  $^{13}\text{C}_6$ -Glucose, measuring the enrichment of serine and glycine from labeled glucose. Technical triplicates for *RPL10* WT (grey) Jurkat and *RPL10* *R98S* (blue) cells are presented. **A.** Overall labeled serine and glycine levels derived from  $^{13}\text{C}_6$ -Glucose. All box-plots show the median and error bars define data distribution. **B.** Mass distribution vector of all individual carbon labeled groups of serine and glycine derived from  $^{13}\text{C}_6$ -Glucose. Data are presented as mean  $\pm$  standard deviation. Individual datapoints are shown. Statistical analysis \* p-value < 0.05, \*\* p-value < 0.01, \*\*\* p-value < 0.001. P-values were calculated using a two-tailed student's t-test.

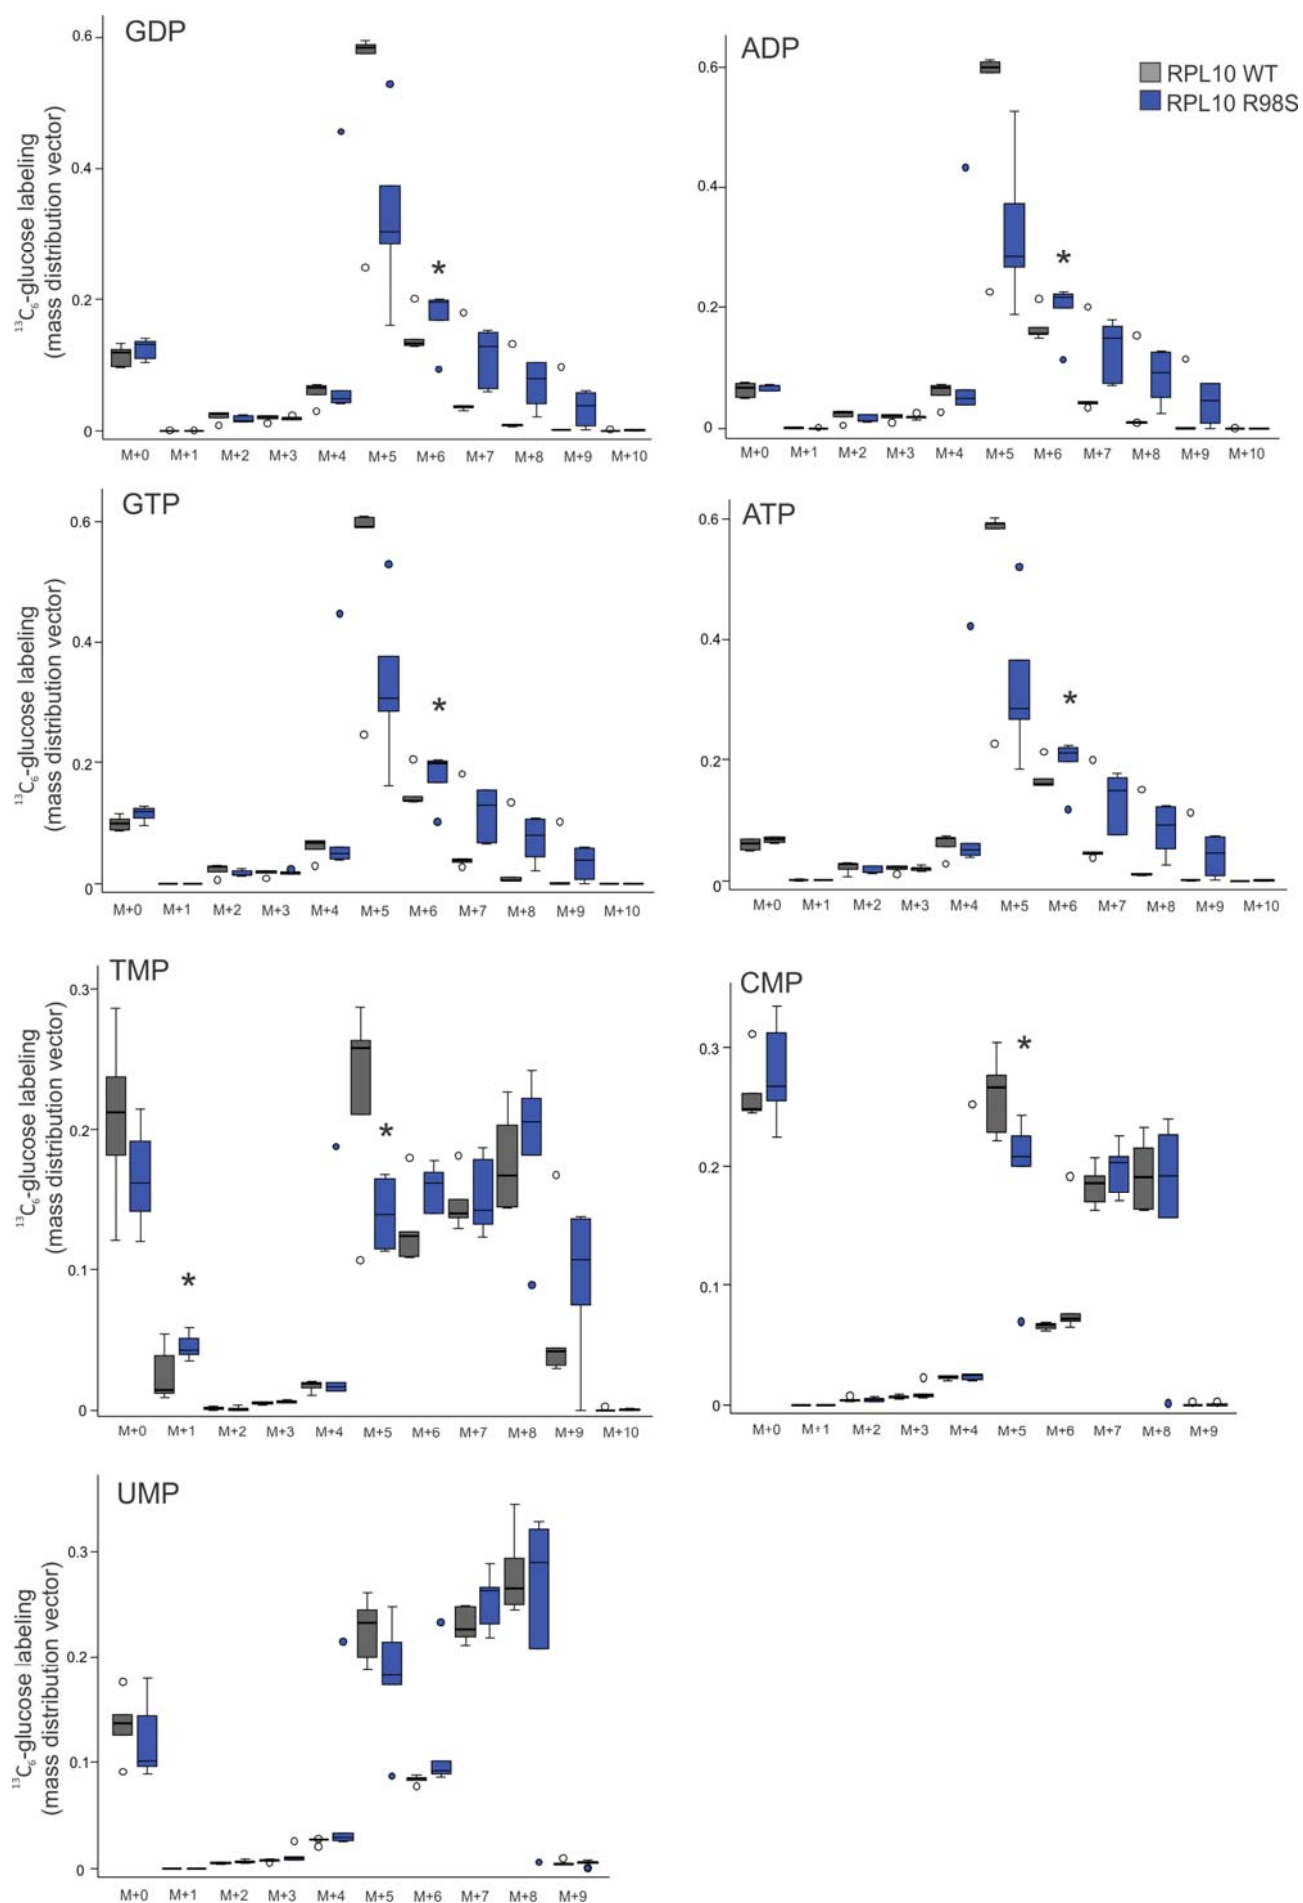

### Supplementary Figure 10. $^{13}\text{C}_6$ -Glucose metabolite tracing into purine and pyrimidine bases.

Metabolic tracer analysis using  $^{13}\text{C}_6$ -Glucose, measuring serine/glycine and associated tracing into purines (GDP, ADP, GTP and ATP) and pyrimidines (TMP, CMP and UMP). In this experiment n=6 independent Ba/F3 *RPL10* WT (grey) clones versus n=5 *RPL10* R98S (blue) clones are analyzed. All box-plots show the median and error bars define data distribution. Statistical analysis \* p-value < 0.05, \*\* p-value < 0.01, \*\*\* p-value < 0.001. P-values were calculated using a two-tailed student's t-test.

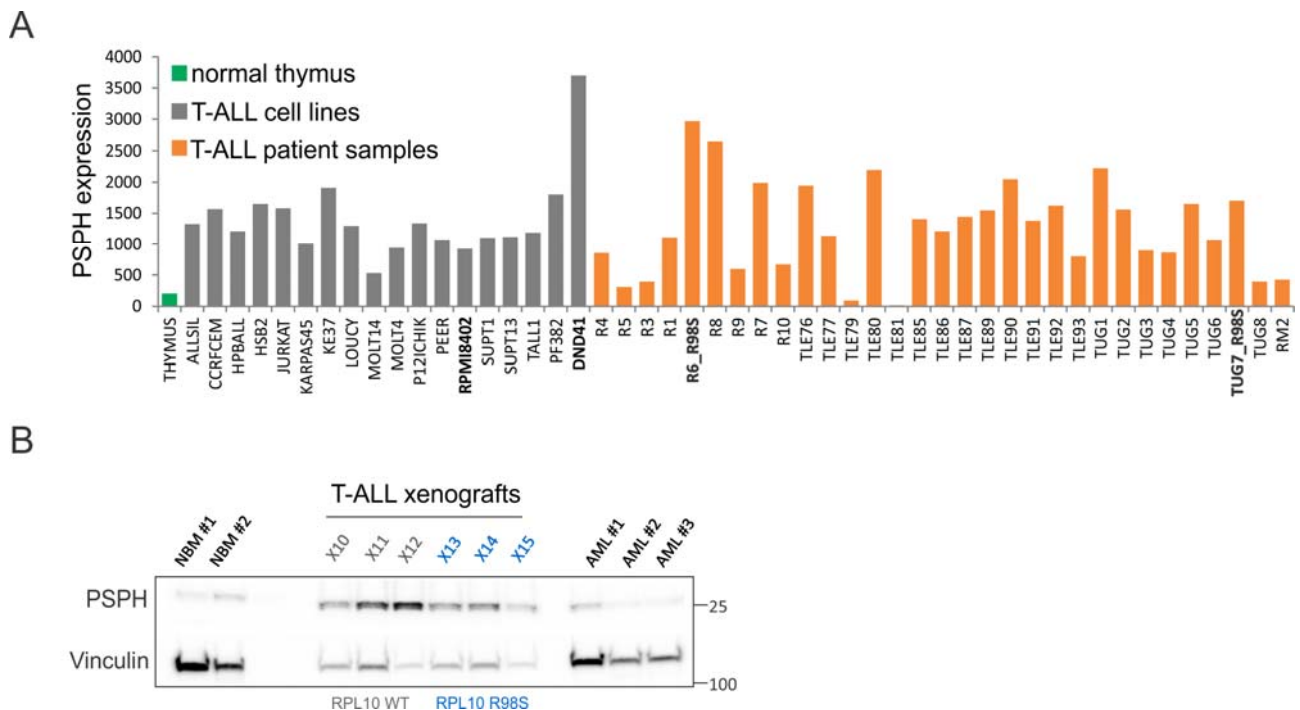

### Supplementary Figure 11. PSPH expression in T-ALL cell lines and patient samples.

**A.** PSPH mRNA expression levels from mRNA sequencing data generated by Atak et al.<sup>2</sup> in normal thymus (red bar), T-ALL cell lines (grey bars) and T-ALL patient samples (orange bars). Of the T-ALL patient samples, the two *RPL10* R98S positive samples are indicated as R6\_R98S and TUG7\_R98S. **B.** Immunoblot analysis of PSPH levels in normal bone marrow CD34 positive samples (NBM #1 and NBM #2), T-ALL xenografts (X10-X15) and AML samples (AML #1, #2 and #3). RPL10 WT cases are indicated in grey and R98S cases in blue. Vinculin served as loading control.

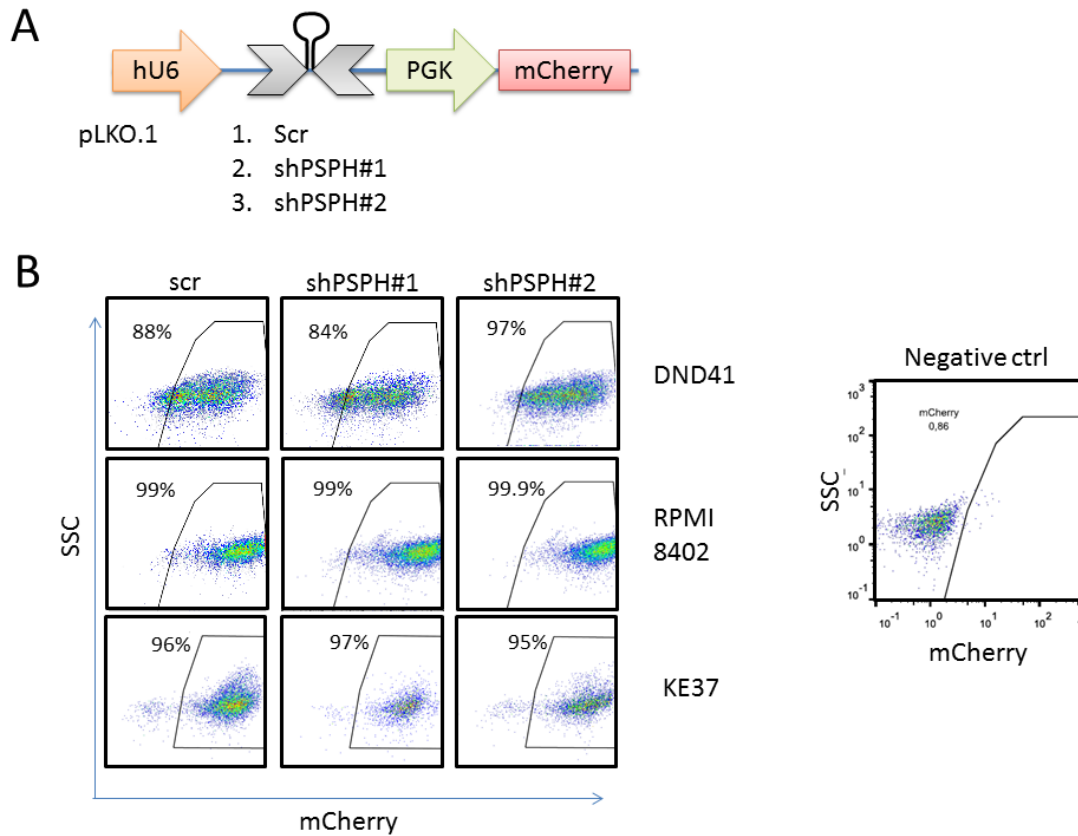

**Supplementary Figure 12. PSPH shRNA vectors and transduction efficiencies.**

**A.** shRNA hairpins that target PSPH or a scrambled control were cloned into the human U6 promoter-driven pLKO.1 vector containing a mCherry fluorescent protein coding sequence. **B.** Transduction efficiencies of T-ALL cell lines DND41, RPMI8402 and KE37 as assessed by flow cytometry analysis of mCherry expressing cells for the scrambled control, shPSPH#1 and shPSPH#2. Untransduced cells are used as negative ctrl for gate setting. The gating strategy shown in this panel was used for the analyses shown in Supplementary Figure 13.

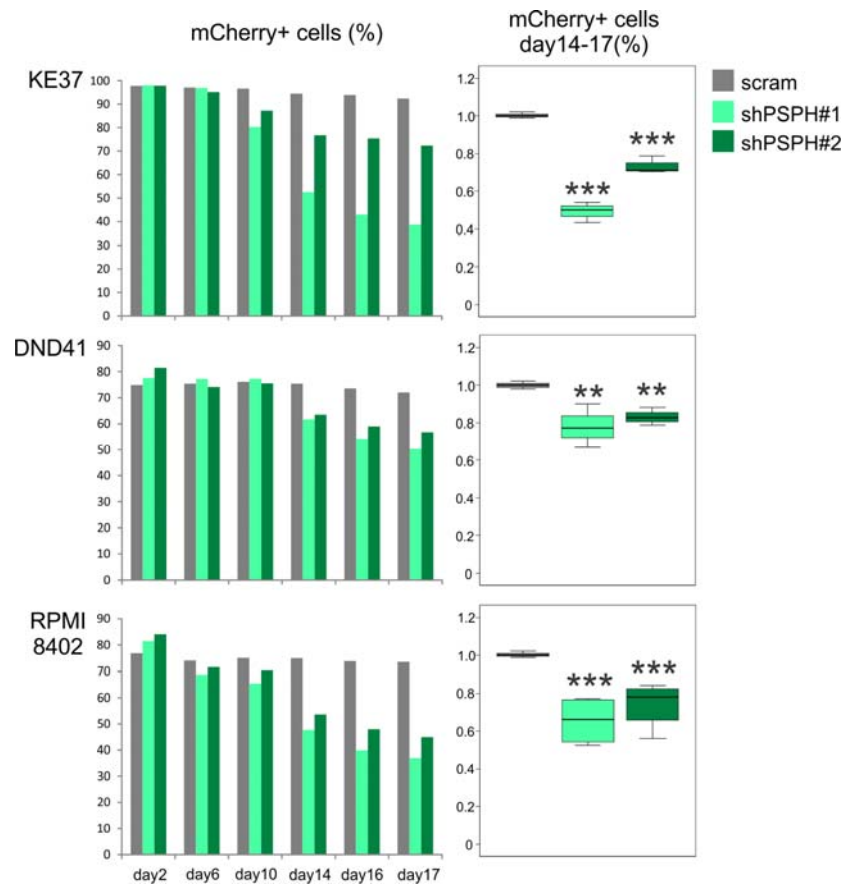

### Supplementary Figure 13. Monitoring of mCherry labeled cells containing a PSPH targeting shRNA

Left panels represent the evolution of the % mCherry positive cells containing an shRNA over time, comparing scrambled control (grey) with shPSPH#1 (light green) and shPSPH#2 (dark green) in three independent T-ALL cells lines (upper: KE37; middle: DND41; lower: RPMI8402). Right panels show the quantification of the loss of mCherry expressing shPSPH cells as compared to the scrambled control. Box-plots show the median and error bars define data distribution. Statistical analysis \*\* p-value < 0.01, \*\*\* p-value < 0.001. P-values were calculated using a two-tailed student's t-test.

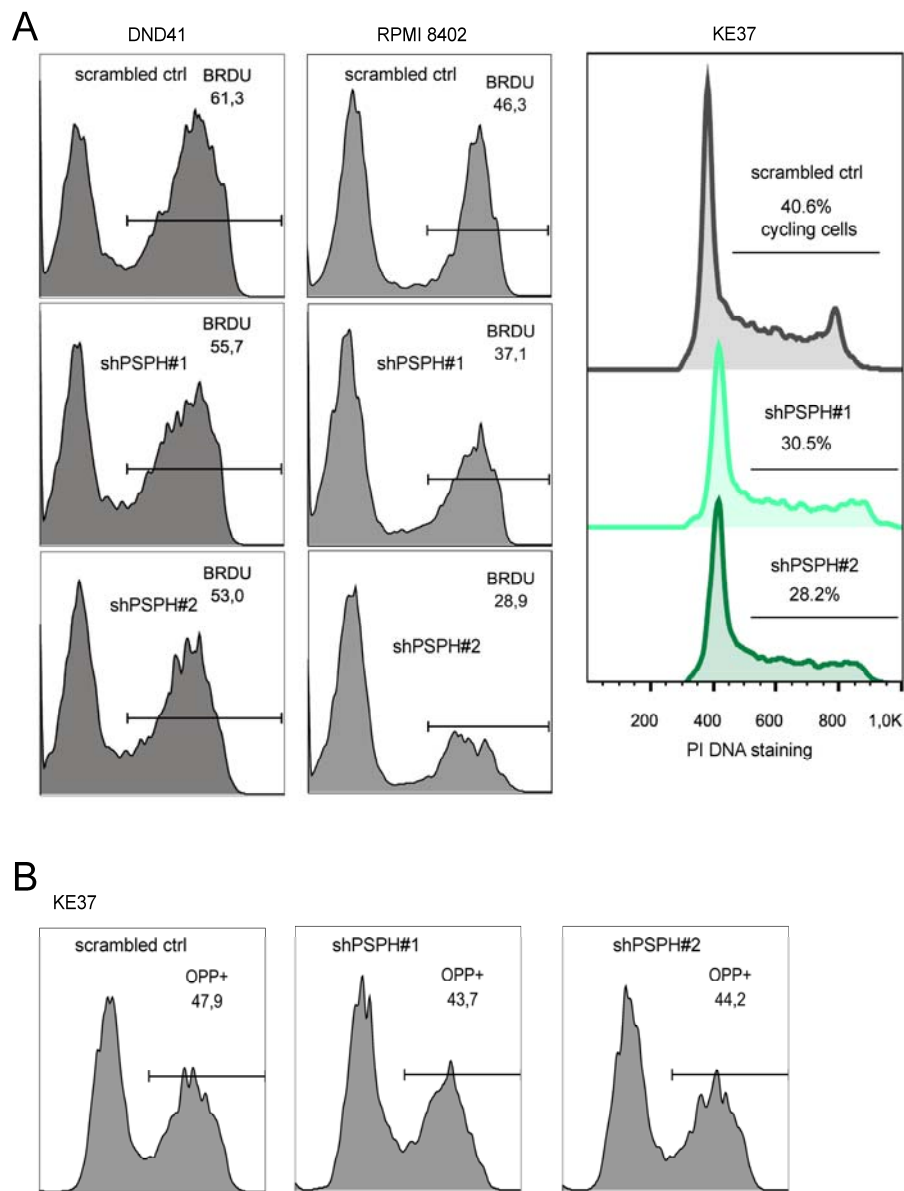

**Supplementary Figure 14. Gating settings for BRDU and PI cell cycle analysis of PSPH knockdown cells. A.** Gating settings for flow cytometry analysis of PSPH knockdown T-ALL cells measuring BRDU incorporation in cycling cells and PI DNA staining. These gating settings correspond to Figure 6D. **B.** Gating settings for flow cytometry OPP incorporation protein synthesis analysis in scrambled controls and PSPH knockdown cells. These gating settings correspond to Figure 6F.

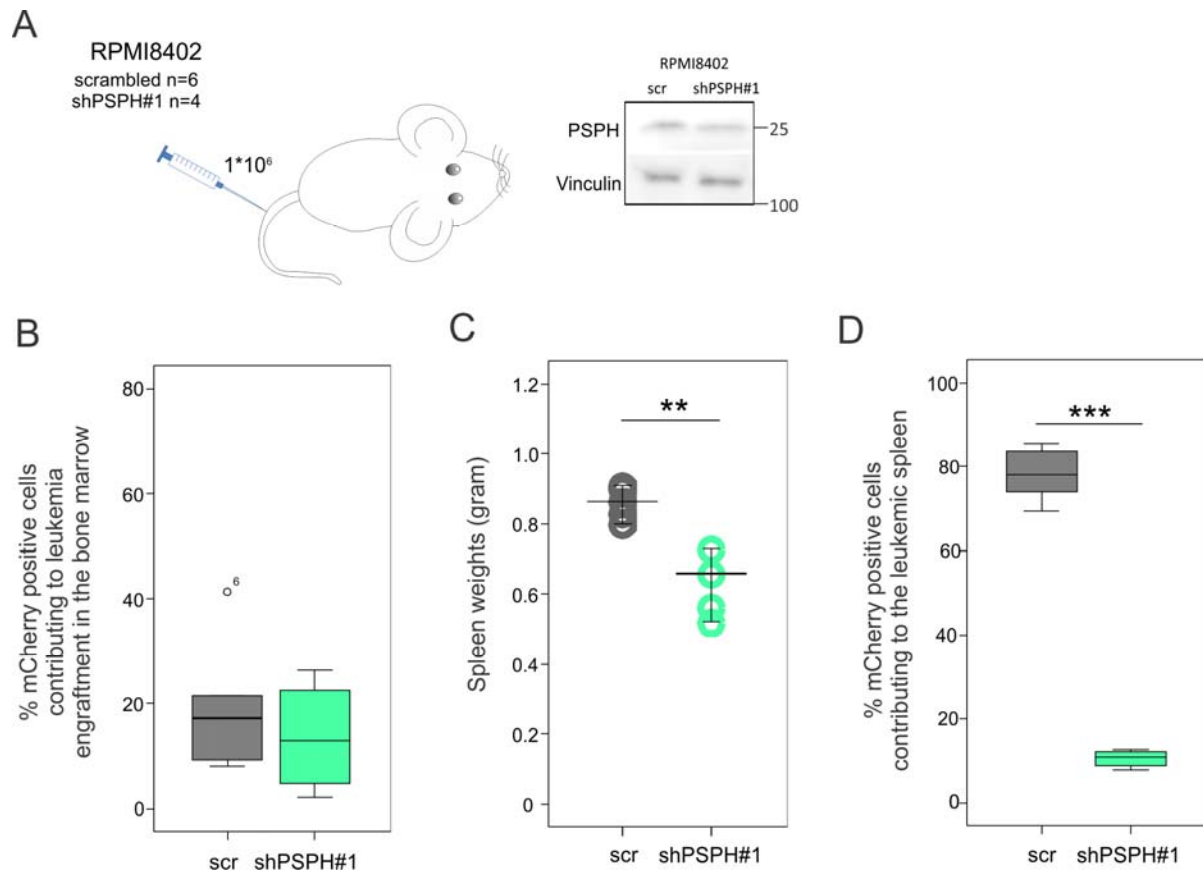

**Supplementary Figure 15. PSPH knockdown reduces *in vivo* leukemia expansion potential of RPMI8402 T-ALL cells.**

**A.** Left: schematic set-up to test the effect of PSPH knockdown on RPMI8402 leukemia progression *in vivo* in mice. Right: immunoblot analysis of PSPH protein expression levels in the RPMI8402 cells that were injected into NSG recipient mice. **B.** The percentage of mCherry expressing cells detected in the bone marrow of RPMI8402 injected mice. **C.** Reduced leukemia cell invasion in the spleen resulting in decreased spleen weights of mice injected with shPSPH#1 (light green) RPMI8402 leukemic cells as compared to scrambled control (grey) cell injected mice. **D.** The percentage of mCherry expressing scrambled control or shPSPH#1 leukemic cells that contributed to the enlarged spleen of RPMI8402 xenografted mice. Box-plots show the median and error bars define data distribution. Statistical analysis \*\* p-value < 0.01, \*\*\* p-value < 0.001. P-values were calculated using a two-tailed student's t-test.

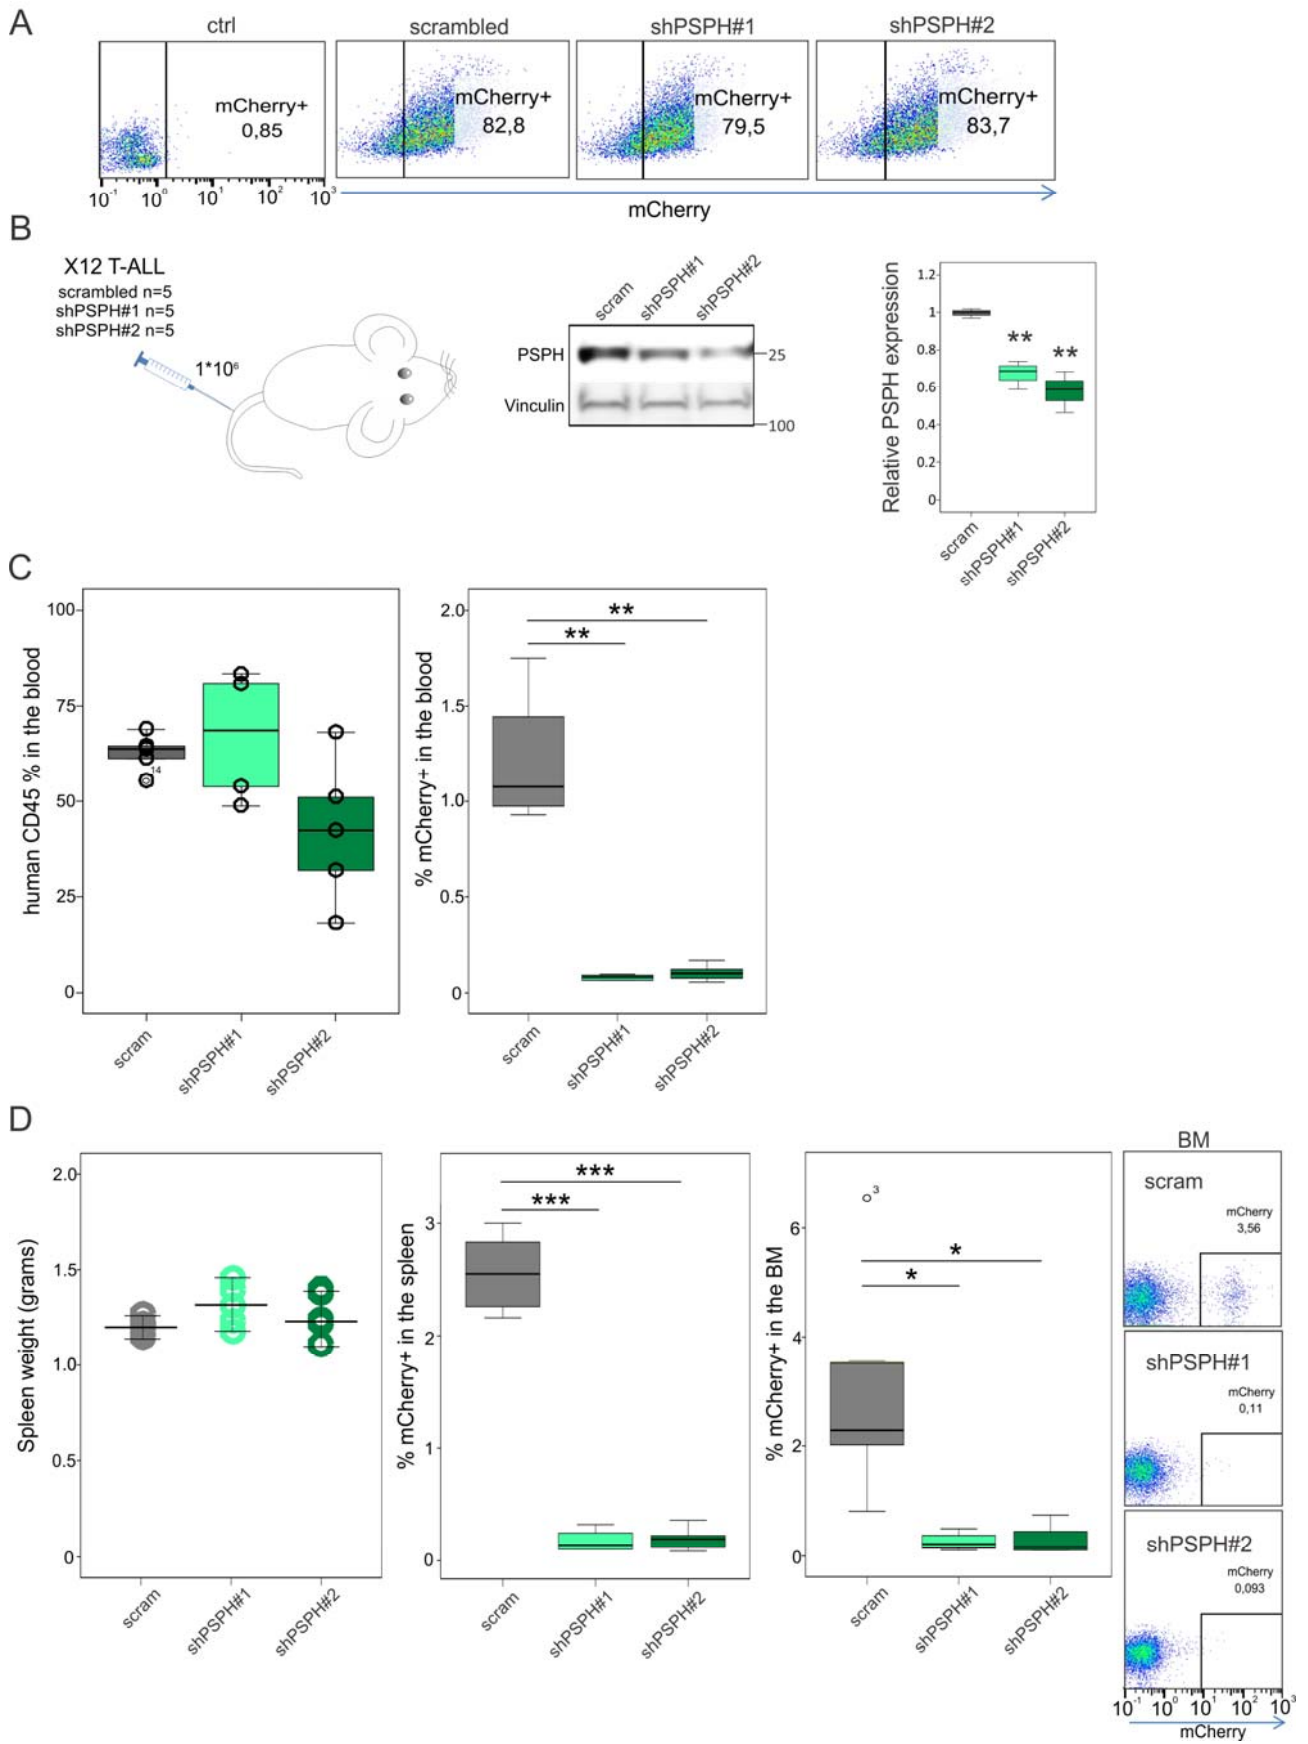

**Supplementary Figure 16. PSPH knockdown suppresses *in vivo* leukemia expansion of X12 PDX T-ALL.**

**A.** Flow cytometry analysis of transduction efficiencies of X12 PDX cells. Untransduced X12 cells served as a negative control for gate setting. Transduced cells are mCherry positive. **B.** Left: scheme of experimental design to test the effect of PSPH knockdown on X12 PDX T-ALL leukemia progression *in vivo* in mice. Middle: immunoblot analysis of PSPH protein expression levels in the X12 PDX T-ALL cells that were injected into NSG recipient mice. Right: quantification of immunoblots shown in the middle. **C.** Left: percentages of human CD45 X12 PDX T-ALL expressing cells in the blood of injected NSG mice two months after tail vein injection. Right: percentage of mCherry expressing cells detected in the peripheral blood of mice transplanted with X12 PDX T-ALL cells. **D.** Left: spleen weights of mice injected with X12 PDX T-ALL cells. Middle: The percentage of mCherry expressing cells detected in the spleens and bone marrow (BM) of mice transplanted with X12 PDX T-ALL shPSPH#1 (light green) and shPSPH#2 (dark green) leukemic cells as compared to scrambled control (grey) cell injected mice. Right: reduced leukemia cell invasion in the bone marrow (BM) derived from X12 PDX T-ALL shPSPH#1 and shPSPH#2 leukemic cells as compared to scrambled control cells injected in mice shown by flow cytometric dot-plot analysis. Box-plots show the median and error bars define data distribution. Statistical analysis \* p-value < 0.05, \*\* p-value < 0.01, \*\*\* p-value < 0.001. P-values were calculated using a two-tailed student's t-test.

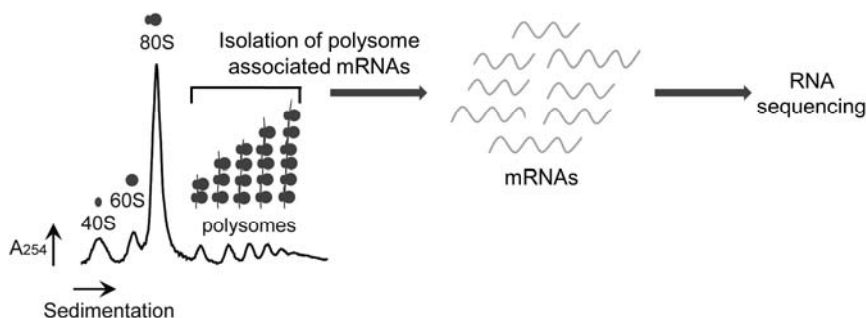

**Supplementary Figure 17. Polysome profiling and RNA sequencing of polysome associated mRNA**

Cell lysates were applied on sucrose gradients to obtain polysomes. mRNAs associated to polysomal fractions were subsequently isolated and sequenced.

Ba/F3 clones Figures 2E/4B/S10

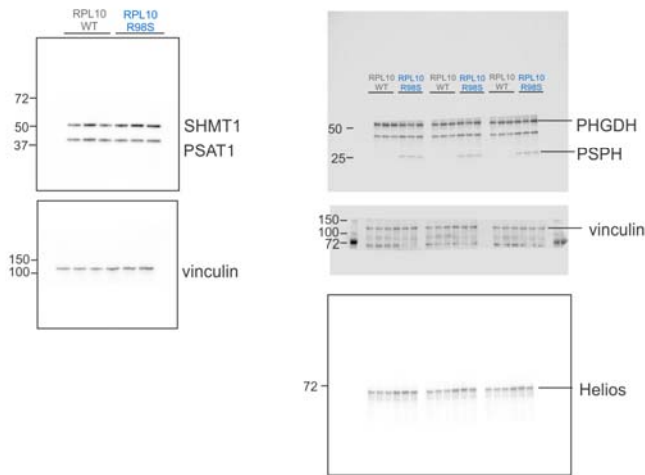

Figure 2E

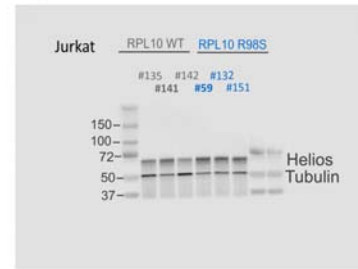

Figure 4C

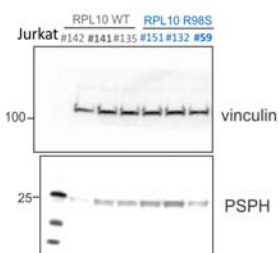

Figure S16

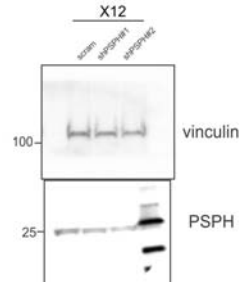

Figure 4D

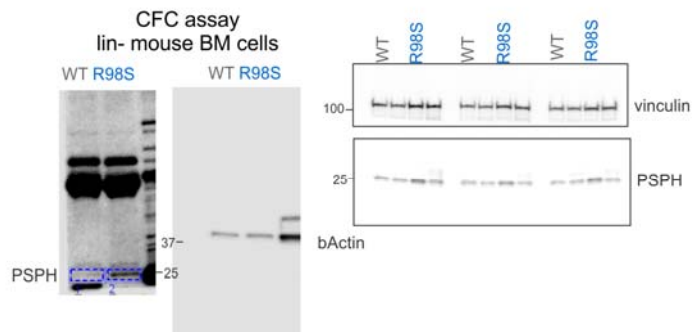

Figure 6/7/S15 associated blots

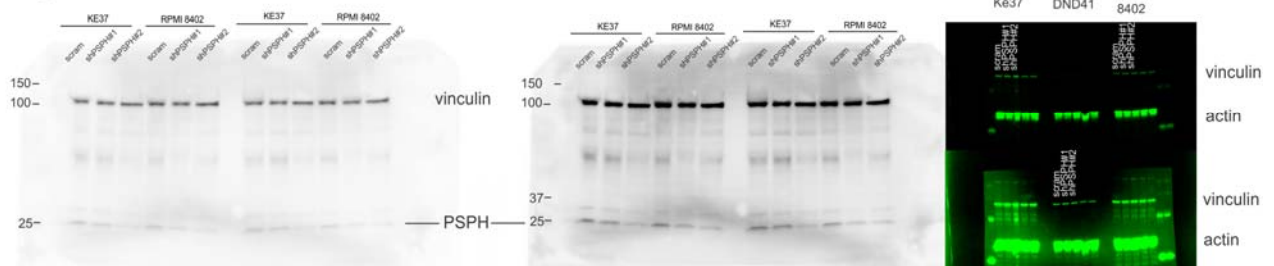

Figure S13B

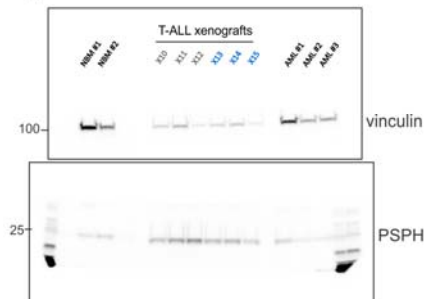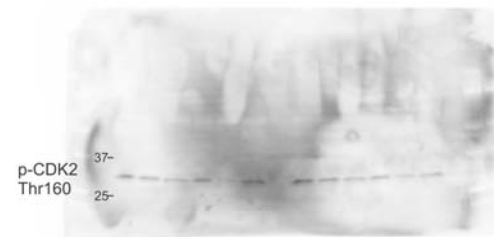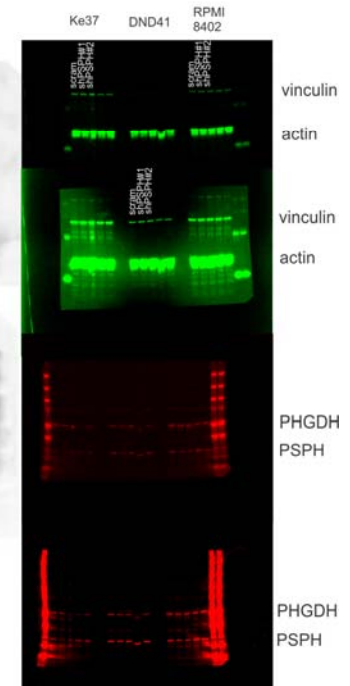

Supplementary Figure 18. Full immunoblots as presented in the corresponding figures.

## SUPPLEMENTARY REFERENCES

1. Wang, J., Duncan, D., Shi, Z. & Zhang, B. WEB-based GEne SeT AnaLysis Toolkit (WebGestalt): update 2013. *Nucleic Acids Res* **41**, W77–83 (2013).
2. Atak, Z. K. et al. Comprehensive analysis of transcriptome variation uncovers known and novel driver events in T-cell acute lymphoblastic leukemia. *PLoS Genet* **9**, e1003997 (2013).

# Supplementary material for: Translatome analysis reveals altered serine and glycine metabolism in T-cell acute lymphoblastic leukemia cells
**Source:** Nat Commun. 2019 Jun 11;10:2542. doi: 10.1038/s41467-019-10508-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genes with significant transcriptional up- or and downregulation in RPL10 R98S Ba/F3 cells

File Name: Supplementary Data 2

Description: Enrichment analyses using WebGestalt

File Name: Supplementary Data 3

Description: iRegulon prediction of transcriptional master regulators of upregulated mRNAs in RPL10 R98S cells

File Name: Supplementary Data 4

Description: iRegulon prediction of transcriptional master regulators of downregulated mRNAs in RPL10 R98S cells

File Name: Supplementary Data 5

Description: Genes with different translational efficiency between RPL10 R98S and RPL10 WT based on ribosome footprinting

File Name: Supplementary Data 6

Description: Genes with different translational efficiency between RPL10 R98S and RPL10 WT based on polysomal RNA sequencing

File Name: Supplementary Data 7

Description: Differentially expressed proteins between RPL10 R98S and WT

File Name: Supplementary Data 8

Description: Analysis of serine/glycine synthesis genes/proteins

File Name: Supplementary Data 9

Description: Biotinylated rRNA depletion oligos

File Name: Supplementary Data 10

Description: Primer sequences

File Name: Supplementary Data 11

Description: Datasets used in this study

# Supplementary material for: Translatome analysis reveals altered serine and glycine metabolism in T-cell acute lymphoblastic leukemia cells
**Source:** Nat Commun. 2019 Jun 11;10:2542. doi: 10.1038/s41467-019-10508-2
**Supplement:** Supplementary file 15 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Not applicable

Data analysis

All statistics were performed using the R software (and the following R packages: Babel, DESeq2) or IBM SPSS 23 (IBM Analytics) software. The following open source softwares were also used for analysis: seqtk, fastq-mcf, Bowtie, TopHat2, iRegulon, WebGestalt. All used softwares are referenced in the text. Custom code was used for metagene analyses around start and stop codons and ribosome footprint density profiles as described in the methods section.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All RNA sequencing and proteomics datasets were generated from isogenic mouse lymphoid Ba/F3 cells engineered to express the WT or R98S mutant form of human RPL10, with three independent WT and three R98S cell clones analyzed in each experiment. The quantitative mass spectrometry dataset has been described previously (PRIDE identifier PXD005995)(Girardi et al., Leukemia, 2018), as well as polysomal RNA sequencing and its associated mRNA sequencing (GEO accession GSE106528) (Girardi et al., Leukemia, 2018) and a supplementary mRNA sequencing dataset (GEO accession GSE106530)(Kampen et al, Leukemia, 2018). Ribosome footprinting and matched mRNA sequencing (GEO accession GSE106529) have not been described previously. All datasets are listed in Supplementary Table 11. These datasets are linked to Figures 1, 2 and 3 and Supplementary Figures 1-4. There are no restrictions on data availability.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. Sample sizes were chosen to have enough replicates to do statistics and were determined by availability of biological samples and/or based on experience with our biological models. |
| Data exclusions | total RNA seq sample 1-WT36 matched with the polysome profiling was excluded because it clustered with the R98S mutants in PCA analysis. Besides this, no data were excluded.                                                    |
| Replication     | All figure legends of experimental data contain clear descriptions of the biological and technical replicates.                                                                                                                   |
| Randomization   | Allocation of mice to experimental or control groups was random.                                                                                                                                                                 |
| Blinding        | Blinding was not performed.                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                                    |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | RPL10 WT and RPL10 R98S Ba/F3 and Jurkat cell models are available on request upon completion of an MTA. Shipping costs will be paid by the requesting researcher. |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Western blotting:<br>PSPH (Proteintech, 14513-1-AP), phospho-CDK2 or Helios (Cell Signaling Technology, #2561 and #42427), and with secondary Goat Anti-Rabbit or Goat Anti-Mouse IgG-HRP antibody (ThermoFischer Scientific, 31432 and 31462) or dylight anti-Mouse or anti-Rabbit antibodies (Cell Signaling Technology # 5470 and # 5151). Quantification was performed using LI-COR Image Studio Lite software version 5.2. Vinculin (Sigma Aldrich, V9131) or $\beta$ -actin (Sigma Aldrich, A1978).<br>Flow cytometry:<br>for the PDX xenograft experiments an anti-human CD45 antibody was used (BD, 557659). Anti-BRDU antibody (Thermo Fisher, clone BU20A, 11-5071-42) was used to stain BRDU incorporated into the DNA of cycling cells. |
| Validation      | Western blotting: All antibodies used showed a specific band at the expected MW according to the Precision Plus Protein Dual Color (Biorad) protein marker.<br>For flow cytometry: The anti-human CD45 antibody specificity was validated using counter staining with anti-mouse CD45. For BRDU flow cytometry, non-cycling cells were used as a negative control for aspecific BRDU incorporation and antibody staining.                                                                                                                                                                                                                                                                                                                           |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The Ba/F3 cell model and hematopoietic cell cultures derived from RPL10 R98S conditional knock-in mice were previously described (Girardi et al., Leukemia, 2018) . Jurkat, DND41, RPMI8402 and KE37 T-ALL cell lines were obtained from Leibniz-Institute DSMZ. |
| Authentication                                                       | RPMI8402 and DND41 were authenticated by confirming unique NOTCH1 mutational status. Other used cell lines were not authenticated.                                                                                                                               |
| Mycoplasma contamination                                             | Cell lines were tested for mycoplasma on a regular basis and always tested negative.                                                                                                                                                                             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                                                                                                                                                       |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Xenografting of human T-ALL samples was performed in 6-8 weeks old male or female NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice. |
| Wild animals            | Not applicable                                                                                                                 |
| Field-collected samples | Not applicable                                                                                                                 |

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                    |
|----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | For the experiments using human T-ALL xenograft material, approval was obtained by the ethics committees of UZ/ KU Leuven and Universiteit Gent (S54608 and S59975). After getting written informed consent, the mononuclear cell fraction of bone marrow from pediatric T-ALL patients was obtained and the cells were xenografted into NSG mice. |
| Recruitment                | Human T-ALL samples from patients that gave approval have been systematically collected by our collaborator Jan Cools and have been injected into NSG mice for expansion.                                                                                                                                                                          |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                             |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | All measurements were performed on suspension hematopoietic cell lines. Proliferation was measured by counting viable cells |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | over time (growth curve), and cell cycle was analyzed by Bromodeoxyuridine (BrdU) incorporation and/or propidium iodide (PI) staining. BrdU incorporation was measured following 70% EtOH fixation, HCl denaturation, EDTA neutralization and BrdU-FITC antibody staining (Thermo Fisher). PI cell cycle analysis required 70% EtOH fixation followed by 1 hour incubation with PI solution (25 µg/mL PI, 300 µg/mL RNase, 0.05% Triton-X100, Sigma Aldrich) at 37°C. Protein translation was assessed using O-propargyl-puromycin (OPP) incorporation according to manufacturer's protocol with the adaptation of methanol fixation (Click-iT, Thermo Fisher). |
| Instrument                | All samples were measured using a MACSQuant VYB (Miltenyi) flow cytometer                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | FlowJo software was used for all data analyses                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | No cell sortings were done                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Gating strategy           | Gating settings for the FACS analyses are shown in Supplementary Figures 12, 14 and 16. For Supplementary Figure 16, this is in figure, for Supplementary Figure 12 and 14, we refer to the corresponding figure where this gating strategy was used in the supplementary figure legend. Gating was performed based on unstained/untransduced cells.                                                                                                                                                                                                                                                                                                            |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

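The values come from 12 libraries of 6 Ba/F3 clones, 3 expressing RPL10 R98S (clones 11, 13 and 35) and 3 expressing RPL10 WT (clones 28, 29 and 36), each with 1 ribosome footprinting library and 1 matching mRNA sequencing library. Cells were treated with cycloheximide at 100 µg/ml for 5 min before both kinds of library were made. The sequencer model is given differently in the labels and in the paper, and nothing here relies on it. Conditions and clone numbers were taken from the sample labels and the paper. The polysomal RNA, the additional mRNA datasets and the proteomics were not analysed here; gene lists from the paper's supplement were used where they concern these datasets.

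For both kinds of library, the authors deposited 1 table of signal values, which are gene counts divided by each library's DESeq2 size factor within that table. Before that, the authors trimmed adapters from the footprints, removed ribosomal and transfer RNA reads with Bowtie2, aligned the rest to the mm10 genome with Tophat and kept primary alignments of sufficient mapping quality; footprints were counted over coding sequences away from their ends, and 3 technical replicates of each footprinting library were merged. The tables hold 41255 genes for mRNA and 10080 for footprints, and each footprint gene has at least 1 read in each library. In each library, 100% of the values above 0 were whole multiples of the worth of 1 read, so whole reads were recovered; DESeq2 size factors recomputed from them differed from those the deposited values imply by at most 3.11e-15. Because the deposited values are normalized, a test on the log2 scale was used as the main setting and tests on whole reads as alternatives. The 2 tables were normalized separately, so a ratio of footprints to mRNA has no absolute scale, and ratios were compared only between clones or between genes.

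The recovered depth was 22178094, 21217231 and 20576796 reads for the mRNA libraries of R98S clones 11, 13 and 35, and 6617457, 21620993 and 23136595 for those of WT clones 28, 29 and 36; for footprints it was 10883086, 6827929 and 3477723, and 7162305, 5619539 and 4611390. One read of the mRNA library of WT clone 28 is worth 2.69 normalized counts, against 0.784 to 0.860 in the other mRNA libraries.

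Changes of mRNA and of footprints (RPF) were tested with limma 3.58.1 (R 4.3.3) on log2(value + 1), with a trend in the moderated variance, for genes with a mean normalized count of at least 10 over the 6 libraries (11344 genes for mRNA, 9580 for footprints). Translation efficiency (TE) was the log2 ratio of footprints to mRNA in each clone, tested the same way for the 9043 genes with at least 10 normalized counts in all 12 libraries. The pairing of each footprinting library with an mRNA library comes from the clone numbers that both carry in their labels, and the paper's Source Data also computes TE clone by clone; deviations from the genotype means of the 2 libraries of a clone had a mean correlation of 0.519 (from 0.218 to 0.681). Clones of the 2 genotypes share no numbers and were not paired. P-values were adjusted by the Benjamini-Hochberg method, with the paper's threshold of 0.1. The paper tested TE with the Babel package, which was not run here. Single values were compared with exact permutation tests, whose smallest two-sided p-value with 3 against 3 clones is 0.1.

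Principal components were computed on the 500 most variable genes, log2(value + 1), centred and not scaled. Correlations between replicates used genes above 0 in all 6 libraries. The correlation of mRNA and footprint changes used the 10057 genes above 0 in at least 1 library of each assay. Genes were placed on chromosomes with the RefSeq genes of the same genome build, and transcript GC content and length came from GENCODE transcript sequences for that build. Reads shared by near-identical genes cannot be told apart in gene counts, so values of genes with close copies are uncertain.

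Genes named in the text were set by a rule: each gene the paper's results name for these experiments, including the predicted regulators, the serine synthesis enzymes, Rpl10, the Jak-Stat genes, Heatr1, Nat10 and Polr1a; and, for each of mRNA, footprints and TE, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold whose 3 R98S values all lie on one side of the 3 WT values. Some of these genes, several with too few reads to be tested, and a value of another gene are not reported here. Lars2 and the histone genes fall outside this rule and were chosen after their values were seen.

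The tests were tried on simulated data. Reads were drawn from the means and library sizes of the real libraries, with common dispersions of 0.0645 (mRNA) and 0.0517 (footprints). Both assays of a clone were drawn independently, so simulated clones lack the relation that the pairing uses. In these data, 200 genes with a mean of at least 50 in both assays were changed by 1.5 on the log2 scale. With limma, 193, 198 and 119 of them were called for mRNA, footprints and TE, with 25, 16 and 12 false calls. With edgeR 4.0.16 the calls were 194, 197 and 124, and with DESeq2 1.42.0 they were 195, 195 and 138.

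The alternatives were pseudocounts of 0.1 and 10; quantile normalization and TMM factors in place of the authors' size factors; limma's library weights; edgeR's quasi-likelihood test and DESeq2's Wald test on whole reads; no filter on low values, or a mean of at least 50; for TE, a mean of at least 10 in each assay and a fit without the clone pairing; an adjusted p threshold of 0.05; rlog values and all genes for the principal components; other gene sets for the correlations; and leaving out each clone in turn. Removing each chromosome's median was added after the data were seen, and so were DESeq2's shrunken fold changes, except for the correlation of mRNA and footprint changes, for which they had been set before.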

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

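The comparison with shuffled chromosomes, the comparison of mRNA with footprints and the count of chromosomes without overlap between genotypes are tests chosen only after the result was seen.

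The genes of whole chromosomes were shifted together in single clones, a signal across genes that the paper does not report. Each clone's log2 values were set against the mean of the 6 clones, each library's median over genes was removed, and the median was taken per chromosome, for 20 chromosomes and 6 clones (120 values per assay, 11127 genes with a position for mRNA). The largest shift was -0.31 in mRNA, for the 504 genes of chromosome 3 in R98S clone 13, with -0.31 in the footprints of the same clone. In the same clone, chromosome 2 was shifted by 0.27 and chromosome 11 by 0.26. Among WT clones the largest was -0.24, for chromosome 12 in clone 29 (-0.22 in footprints). Chromosome 1 was shifted by 0.19 in both R98S clones 11 and 13, and chromosome 14 by 0.22 and 0.16. In R98S clone 35, these chromosomes were shifted by -0.087 and -0.094.

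Random placement of changed genes was tested by shuffling the genes' chromosomes: 0 of 1000 shuffles gave a shift as large, and the largest in any shuffle was 0.118. Noise of one library or assay was tested by comparing assays: the mRNA and footprint shifts of the same clones had a correlation of 0.918, against -0.52 to 0.11 between different clones. Local clusters of genes would leave the shifts of the 2 sides of a chromosome, divided at its middle gene, unrelated, and they had a correlation of 0.693. Removing each library's trend on GC content and transcript length, over the 96.6% of genes with both, took away 3.63% of the spread of the shifts. The largest shifts were each seen in part of the clones of a genotype, which the genotype alone does not explain, and the design gives no other biological condition to test. For 5 of the 20 chromosomes in mRNA and for 8 in footprints, the shifts of the genotypes did not overlap, against 10% by chance. Chromosomes 4, 7 and 8 were among them in both assays. Chromosome 3 was among them in mRNA only, where R98S clone 11 (0.088) lay just below the lowest WT clone (0.11).

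A candidate explanation that remains is a gain or loss of chromosome copies in single clones. On the most shifted chromosome, 83.3% of the genes lay on the side of the shift, but that chromosome was chosen for its median, so the share largely follows from the choice and cannot decide. The copies themselves were not measured, and this stays an untested hypothesis. With chromosome medians removed from each library, 280 genes were called up and 341 down for mRNA, 555 of them among the 787 of the main setting, and 235 and 424 for footprints, 545 of them among 743; which genes are called between the genotypes therefore depends in part on that step. Where shifts are shared by R98S clones, as on chromosomes 1, 3 and 14, or divide the genotypes, as on chromosomes 4, 7 and 8, they cannot be told apart from an effect of the genotype on the genes there.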

How the results depend on the processing

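The main settings, the design and the alternatives named here were set before the data were examined, except 2: removing each chromosome's median from each library, and DESeq2's shrunken fold changes, other than for the correlation of mRNA and RPF changes. Those 2 alternatives, and the tests that use them, were chosen only after the results were seen, with that exception. In all, 64 results were recomputed, of which 19 answer a comparison and 45 are single genes or further counts. Of the 19, 4 kept their direction and their side of the threshold, or moved by less than the spread between replicates, under each alternative run for them: the mRNA change of Psph (from 2.84 to 3.13 over the 6 fits that each left out 1 clone), its RPF change (from 4.18 to 4.71), the correlation of mRNA and RPF changes (from 0.729 to 0.825) and the correlation between replicate footprinting libraries, for which 2 other gene sets were tried and no clone was left out. Of the 45 others, 21 did so; among the rest, 31 values lost their call (7 results), 29 gained one (8 results) and 24 had the opposite sign (10 results).

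Across the 6 fits that each left out 1 clone, genes with higher mRNA numbered from 130 to 491 (344 with all clones) and with lower mRNA from 182 to 622 (443); genes with more footprints from 65 to 506 (300) and with fewer from 164 to 642 (443); genes with higher TE from 0 to 4 (0) and with lower TE from 0 to 10 (2), beside 717 genes at an unadjusted p under 0.05 with all clones. Of the paper's consistently changed mRNAs, from 103 to 266 were called up and from 122 to 327 down, and of the proteins the paper explains by mRNA from 8 to 27 had a called mRNA change. The share of component 1 ran from 64.6% to 71.8% for mRNA and from 56.8% to 65.6% for footprints. For Ikzf2 mRNA the log2 change ran from 0.64 to 0.96, and limma's adjusted p from 0.0363 to 0.298. Signs changed for Atf6 mRNA (-0.12 to 0.36), Psat1 mRNA (-0.14 to 0.042), Shmt1 RPF (-0.065 to 0.32), Shmt2 RPF (-0.48 to 0.39), Rpl10 RPF (-0.44 to 0.082), Lif TE (-0.11 to 0.037), Socs1 TE (-0.21 to 0.44), Heatr1 TE (-0.49 to 0.18) and Polr1a TE (-0.75 to 0.10). For these changes the cause was not tested.

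With limma's library weights, the called genes numbered 1454 up and 1505 down for mRNA, 882 and 917 for footprints, and 523 and 474 for TE; 46 of the proteins explained by mRNA were called, and the TE change of Psph was 1.06 with limma's adjusted p of 0.0110 (from 0.0110 to 1.00 over its alternatives). The weights spread widely, from 0.184 for WT clone 28 to 3.65 for WT clone 29 in the TE fit, and some weight estimates stopped before they converged. Under these weights, splits of the clones other than by genotype also gave calls for footprints and TE: 2006 for footprints with clones 11, 13 and 29 against the rest, and 1187 and 1431 for TE in 2 splits, so those counts are not comparable with the others. For mRNA, the other 9 splits gave at most 3 calls. The weights also changed the sign for Atf6 mRNA (-0.19), Rpl10 mRNA (0.013), Lif TE (0.031), Socs1 TE (-0.064), Heatr1 TE (0.27) and Polr1a TE (0.088); the cause was not tested.

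DESeq2's Wald test on the recovered reads called 591 genes up and 692 down for mRNA, 469 up and 626 down for footprints, and 16 up and 38 down for TE, with a Psph TE change of 1.34 (DESeq2's adjusted p 0.0474, from 0.0110 to 1.00 over the alternatives of this result); with shrunken fold changes it called 577 and 677 for mRNA and 469 and 621 for footprints. On simulated reads the same test made 39 false calls for mRNA, 28 for footprints and 36 for TE, against 25, 16 and 12 for limma. The quasi-likelihood test of edgeR called 356 up and 445 down for mRNA, 330 and 472 for footprints, and 0 and 3 for TE. An adjusted p under 0.05 in place of 0.1 left 187 genes up and 247 down for mRNA, 128 and 244 for footprints and 1 down for TE; 153 of the paper's consistently higher and 179 of its consistently lower mRNAs, and 15 proteins explained by mRNA, were then called.

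Without the clone block, which pairs each clone's footprinting library with its mRNA library, the TE fit called 0 genes up and 3 down and gave Psph a change of 1.36 with limma's adjusted p of 1.00 (from 0.0110 to 1.00 over its alternatives); with the pairing it called 0 and 2. The cause of this change in adjusted p was not tested. With all genes above 0, the log2 change of Ikzf2 mRNA stayed at 0.77 with limma's adjusted p of 0.111 (from 0.0116 to 0.298 over its alternatives), and 27 genes of Supplementary Data 5 entered the TE fit, each in the paper's direction, against 13 in the main setting; with a mean of at least 10 in each assay, 24 did. With chromosome medians removed, Ikzf2 mRNA changed by 0.65 (limma's adjusted p 0.131, in the same range), Atf6 mRNA by -0.023, Shmt1 RPF by -0.059 and Rpl10 RPF by 0.076, and 13 proteins explained by mRNA were called; 280 genes were called up and 341 down for mRNA, 555 of them shared with the main setting. Quantile normalization gave Shmt2 RPF a change of 0.083. For these results too, the cause was not tested.

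The share of component 1 for mRNA was 54.7% with all genes and 56.4% with a pseudocount of 0.1, against 66.4% in the main setting, and for footprints 48.1% with all genes, 64.1% with a pseudocount of 10 and 63.2% with rlog values, against 58.8%. The mean correlation between replicate mRNA libraries was 0.965 over genes with a mean of at least 10, against 0.976. With a mean of at least 50, 250 genes were called up and 362 down for mRNA and 227 and 358 for footprints; pseudocounts of 0.1 and 10 gave 323 and 415, and 341 and 439, for mRNA, 299 and 441, and 304 and 452, for footprints, and 0 and 2 for TE. Neither TMM factors nor quantile normalization moved the share of higher calls by more than 10 percentage points (mRNA 44.4% and 45.2%, against 43.7%; footprints 41.1% and 43.8%, against 40.4%).

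The mRNA library of WT clone 28 holds 6617457 reads, and Psph has 9 reads in its least covered WT footprinting library. Reads were simulated at the depth and common dispersions of these libraries, with 200 genes changed by 1.5 on the log2 scale. Of these genes, all with a mean of at least 50 in both assays, limma recovered 193 for mRNA, 198 for footprints and 119 for TE. Recovery of genes with fewer counts was not simulated. How far the lower recovery for TE comes from depth, and how far from combining 2 libraries in a ratio, was not tested.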

Differences from the paper's values

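For Psph mRNA, the paper's log2 fold change in its supplement is 2.69456, against 3.01 here. Of the alternatives set before the data were examined, a pseudocount of 10 (2.83), leaving out R98S clone 11 (2.94) and leaving out WT clone 36 (2.84) brought the value within the replicate spread of the paper's, and the others did not. DESeq2's shrunken fold changes gave 2.61, an alternative chosen after seeing the values.

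For the TE change of Psph, the paper's adjusted p-value is 0.006, against 0.407 here with limma, for log2 fold changes of 1.32 (the paper's) and 1.36, with TE higher in 3 of 3 R98S clones than in each WT clone. None of the alternatives set before the data were examined brought the adjusted p within 1.5 times the paper's value, but limma's library weights (0.0110) and DESeq2's Wald test (0.0474) put it under the paper's threshold. The weights also gave many TE calls in splits that mixed the genotypes, so their value is not comparable with the others. Over all alternatives the adjusted p ran from 0.0110 to 1.00.

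The paper lists 19 genes with higher TE and 28 with lower TE; here 0 and 2 were called, beside 392 and 325 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test came within 1.5 times of both counts, with 16 and 38 genes, and the others did not. Of the 13 listed genes that had enough reads for the test, 2 were called in the main setting, 13 with limma's library weights, 10 with DESeq2's Wald test, 5 without WT clone 28, and 3 each with edgeR, without the clone block and without WT clone 36. The count was lower in 4 settings. Over all tested genes, 0 were called for TE without R98S clone 11 or 13. Only 1 was called without WT clone 29, and 1 at an adjusted p under 0.05.

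For mRNA, the paper shows about 2800 genes higher and about 2600 lower in Supplementary Fig. 2B, read by eye, against 344 and 443 here. None of the alternatives set before the data were examined closed this gap; the nearest counts were 1454 and 1505 with limma's library weights, followed by 591 and 692 with DESeq2's Wald test.

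The share of variance of component 2 for mRNA is about 22% in the paper's Fig. 2b, read by eye, and 14.5% here. Among the alternatives set before the data were examined, it came within 1.5 times of the paper's share with all genes (20.3%), with a pseudocount of 0.1 (19.1%), and without R98S clone 11 (19.3%), R98S clone 13 (19.2%), R98S clone 35 (17.4%) or WT clone 36 (14.8%); it did not with a pseudocount of 10 (12.8%), with rlog values (14.1%), and without WT clone 28 (12.1%) or WT clone 29 (14.3%). For footprints the share is about 21% in the paper's Fig. 1e, read by eye, and 13.1% here. It came within 1.5 times with all genes (19.7%), with rlog values (14.9%) and with any 1 clone left out (from 14.9% to 17.1%), and did not with a pseudocount of 10 (13.6%) or 0.1 (13.2%). Several of these shares lie close to that limit, the paper's shares are read by eye, and leaving out a library changes the shares by itself, so only the values with all genes came near the paper's for both assays.

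The Spearman correlations between replicates in the paper's Supplementary Data 11 run from 0.90 to 0.93 for mRNA, against 0.964 to 0.989 here, and start at 0.94 for footprints, against 0.962. None of the alternatives set before the data were examined closed these gaps: log10(value + 1) over all genes gave 0.944 to 0.959 for mRNA, genes with a mean of at least 10 gave 0.953 to 0.985, and for footprints the lowest value was 0.956 with a mean of at least 10.

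The paper counts each gene of Supplementary Data 1 as changed in mRNA. Of the 360 higher and 420 lower genes tested here, each moved in the paper's direction, and 243 and 296 were called by limma over all genes; limma's library weights called 352 and 411, DESeq2's Wald test 344 and 401, quantile normalization 249 and 282, and the fit without WT clone 28 266 and 327. Of the proteins of Supplementary Data 7 that the paper ties to mRNA changes, only those that could be read were examined, together with Psph. Of these, 25 genes were called here, 46 with limma's library weights, 34 with DESeq2's Wald test and 27 without WT clone 28. The shrunken DESeq2 fold changes, chosen after seeing the values, called 343 and 401 genes of the first lists and 34 of the last.

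The paper describes the TE genes of Supplementary Data 5 as changed in translation. It then excluded genes with insufficient sequencing coverage, so genes without footprint values here need not be in its final set. Of its 47 genes, 20 have no footprint values here, and for each of those 20 the mRNA changed opposite to the listed TE direction, by at least 1.81 on the log2 scale.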

Other observations

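The test on the neighbours of Psph and the choice of Lars2 and of the histone genes were made only after the result was seen.

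The 6 clones can be split into 3 and 3 in 10 ways. For each of mRNA, footprints and TE, 1 of the 10 splits, the one by genotype, gave as many calls as observed (787, 743 and 2); the other 9 gave 0. At an unadjusted p under 0.05, the split by genotype gave 2036, 1943 and 717 genes and the other splits at most 790, 779 and 858. For TE, the split of clones 11, 13 and 36 from the rest thus gave more genes at that level than the genotype. With 10 splits the share cannot fall under 0.1, so these counts alone cannot tell a genotype difference apart from another grouping of the clones.

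WT clone 28 lies apart from the other WT clones in mRNA on component 2, and its mRNA library is the shallowest. With all 6 libraries thinned to its 6617457 reads, 82.3% of its distance was left (43.3 against 52.7, mean of 10 draws), and its deviation from the other WT clones in mRNA and in footprints had a correlation of 0.332 over 9501 genes. Neither shallow sequencing nor noise of one library accounts for the whole distance. Other explanations, such as differences between cultures or clones, were not tested, and the design gives no biological condition that sets this clone apart.

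Gain of the chromosome segment around Psph was tested on the 19 genes within 500 kb: their median log2 change in mRNA was 0.059 (from -1.45 to 0.49), against 3.01 for Psph itself. This goes against a gain of that segment; a gain of Psph alone was not tested.

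Across 9043 genes, TE changes ran opposite to mRNA changes, with a correlation of -0.23. When the mRNA changes came from 2 clones per genotype and the TE changes from the third clones, so that no library was shared, the mean correlation over 9 such choices was -0.0053 (from -0.14 to 0.13). The mRNA measurement error shared by both ratios is therefore a candidate explanation for the opposite trend. The trend was not tested per gene.

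Lars2, chosen after its values were seen, had normalized mRNA counts of 3706, 2784 and 2850 in R98S clones 11, 13 and 35 and of 41164, 18423 and 5142 in WT clones 28, 29 and 36, while its footprint counts were 511, 426 and 455 against 552, 351 and 430. Ribosomal RNA-like sequence in its transcript was tested as a source of mRNA reads: of its 11142 stretches of 25 bases, 0 occurred in the ribosomal RNA genes of the reference. Those genes cover only part of the ribosomal RNA sequence, so reads from ribosomal RNA cannot be told apart from a change of the mRNA.

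For 11 histone genes, the median mRNA change was 0.69 (7 higher, 2 called by limma) and the median footprint change -0.21 (7 lower); with TMM factors the medians were 0.70 and -0.20, and with quantile normalization 0.56 and -0.10. In WT clones, their median log2 ratio of footprints to mRNA was 4.77, above that of 100% of 10000 random lists matched on footprint level (median -1.23); the 2 tables were normalized separately, which moves the ratios of all genes alike. A loss of mRNA without poly(A) tail in the mRNA libraries may thus set the histone mRNA values, so an mRNA change of these genes cannot be told apart from a difference in that loss between libraries.

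For Lif, Socs1, Pim1, Osm, Cish, Heatr1, Nat10 and Polr1a, the paper lists TE changes from polysomal RNA, which was not analysed here. In the footprinting libraries, the TE changes of Lif, Socs1, Pim1, Osm and Cish were -0.036, 0.14, -0.19, -0.43 and -0.18; 1 of the 5 was higher in R98S clones, 0 were called and 0 were higher at an unadjusted p under 0.05. Their footprints were lower for Pim1 (-1.16, limma's adjusted p 0.0336, up to 0.157 with 1 clone left out, lower in 3 of 3 R98S clones than in each WT clone) and Cish (-1.68, limma's adjusted p 0.0913, up to 0.309, lower in 2 of 3 R98S clones than in each WT clone). The mRNA of both genes was lower too, by -0.97 for Pim1 (limma's adjusted p 0.0919, up to 0.323 with 1 clone left out) and -1.49 for Cish (limma's adjusted p 0.233). Heatr1, Nat10 and Polr1a had TE changes of -0.20, -0.46 and -0.41, with limma's adjusted p of 0.855, 0.623 and 0.747; TE was lower in 3 of 3 R98S clones than in each WT clone for Nat10 and in 0 of 3 for the other 2.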
